# Zeocin-induced DNA damage response in barley and its dependence on ATR

**DOI:** 10.1038/s41598-024-53264-0

**Published:** 2024-02-07

**Authors:** Jovanka Vladejić, Martin Kovacik, Jana Zwyrtková, Miriam Szurman-Zubrzycka, Jaroslav Doležel, Ales Pecinka

**Keywords:** Abiotic, Plant genetics, Plant molecular biology

## Abstract

DNA damage response (DDR) is an essential mechanism by which living organisms maintain their genomic stability. In plants, DDR is important also for normal growth and yield. Here, we explored the DDR of a temperate model crop barley (*Hordeum vulgare*) at the phenotypic, physiological, and transcriptomic levels. By a series of in vitro DNA damage assays using the DNA strand break (DNA-SB) inducing agent zeocin, we showed reduced root growth and expansion of the differentiated zone to the root tip. Genome-wide transcriptional profiling of barley wild-type and plants mutated in DDR signaling kinase *ATAXIA TELANGIECTASIA MUTATED AND RAD3-RELATED* (*hvatr.g*) revealed zeocin-dependent, ATR-dependent, and zeocin-dependent/ATR-independent transcriptional responses. Transcriptional changes were scored also using the newly developed catalog of 421 barley DDR genes with the phylogenetically-resolved relationships of barley *SUPRESSOR OF GAMMA 1* (*SOG1*) and *SOG1-LIKE* (*SGL*) genes. Zeocin caused up-regulation of specific DDR factors and down-regulation of cell cycle and histone genes, mostly in an ATR-independent manner. The ATR dependency was obvious for some factors associated with DDR during DNA replication and for many genes without an obvious connection to DDR. This provided molecular insight into the response to DNA-SB induction in the large and complex barley genome.

## Introduction

Cells combat DNA damage caused by various factors such as ultraviolet radiation, pathogens, transposable elements, and replication errors. This is known as the DNA damage response (DDR) and involves a complex network of sensors, transducers, mediators, and effectors^1^. Preservation of the cellular DNA is imperative for the normal progression of the cell cycle and growth. DNA single and double-strand breaks (SSBs and DSBs) are highly toxic forms of damage. SSBs induced by oxidative stress are processed by Poly(ADP-ribose) polymerases (PARPs) and Poly(ADP-ribose) glycohydrolases, while those resulting from TOPOISOMERASE I activity are first processed by Tyrosyl-DNA phosphodiesterase 1 (TDP1). Ligation is carried out by single-strand DNA ligase I, and X-ray repair cross-complementing protein 1 (XRCC1) in plants. DSB repair is more complex, involving canonical non-homologous end joining (cNHEJ) for blunt-ended breaks, and alternative end joining (alt-EJ), single-strand annealing (SSA), or homologous recombination (HR) for staggered ends. Individual pathways are not equal in their repair fidelity. The alt-EJ is error-prone, SSA leads to DNA loss, and only HR enables error-free repair. The alt-EJ pathway is promoted by POLYMERASE Q (TEBICHI), while SSA and HR depend on the damage recognition by the MRE 11, RAD50 and NIJMEGEN BREAKAGE SYNDROME (MRN) complex, which activates ATAXIA TELANGIECTASIA MUTATED (ATM) and ATM AND RAD3-RELATED (ATR) kinases^2^. ATM is activated by DSBs, while ATR has preference for single-stranded DNA. The Arabidopsis *atm* and *atr* single mutants develop normally, but *atm* mutants are partially, and *atm atr* double mutants are fully sterile^3,4^. The *atm* plants are sensitive preferentially to DSB inducers^3^, while *atr* plants are sensitive to agents interfering with replication^4^. Both ATM and ATR phosphorylate key transcription factor SUPPRESSOR OF GAMMA 1 (SOG1) that orchestrates downstream DDR responses in Arabidopsis^5,6^. SOG1 activation leads to transcriptional changes in two-thirds of DDR-responsive genes, including cell cycle regulators and DDR effector proteins^7,8^.

Knowledge on DDR in cereals, including cultivated barley (*Hordeum vulgare* L. subsp. *vulgare*), is limited, and the functional understanding of DDR factors in barley is just beginning. Barley is a genetic model for temperate cereals with a large diploid genome (1C = 5.1 Gbp) and Rabl chromosome organization. Early studies examined DNA repair in barley seeds and embryos using *N*-methyl-*N*-nitrosourea and methyl methane sulfonate treatments^9–12^. Recent research assessed barley DSB repair capacity and pathway choice, revealing the involvement of NHEJ, alt-EJ, and HR pathways and a high (> 81%) coincidence of sister chromatid exchanges indicating a frequent use of sister chromatids as a template for repair^13^. In addition, 148 barley genes related to DNA damage repair response and replication were identified and served as the first dedicated resource for DDR analysis in barley^14^. Also, delayed transcriptomic response to gamma-radiation was analyzed using microarrays^15^. In this study, dry seeds were irradiated, then imbibed for 2, 24 or 48 h and subsequently the expression changes were analyzed. The low irradiation dose affected expression of phytohormones, late embryogenesis abundant proteins and cell wall components, while the high dose caused expression changes indicating cell cycle arrest, activation of DNA damage repair, and antioxidants. A barley ATR mutant (*hvatr.g*) was identified and characterized in the HorTILLUS tilling population^16^. The *hvatr.g* plants resemble wild-type (WT) but exhibit increased DNA damage levels even under normal conditions. They also have a deregulated cell cycle and continue dividing in the presence of toxic concentrations of aluminum^16^. The *hvatr.g* plants show reduced efficiency of DNA repair during DNA-replication stress, confirming the involvement of the barley ATR homolog in DNA damage repair^17^.

Here, we describe the effects of radiomimetic agent zeocin on the growth of barley WT and *hvatr.g* mutant plants. We devised a methodology that allows robust testing of barley sensitivity to genotoxic stress. Subsequently, we performed genome-wide transcriptomic analysis after DNA damage induction in WT and *hvatr.g* plants and identified sets of genes that are misregulated by zeocin treatments in ATR dependent or independent manner. Our analyses were supported by the newly developed list of 421 barley DDR genes.

## Results

### Establishing barley in vitro DNA damage treatment

We developed a protocol to assess barley plant sensitivity to DNA damaging treatments. Approximately 20 dissected mature barley embryos were cultured on 100 ml of regular ½ MS medium in plastic cultivation boxes, resulting in synchronized germination approximately 24 h after initiation of cultivation.

We established an effective DNA damage treatment for WT barley cultivar (*cv*.) Golden Promise) using zeocin dilution series (100, 300, and 500 μg/ml). Zeocin is an antibiotic that causes DNA single and double strand breaks in a ratio 9:1, respectively, in experiments using Phage DNA^18^. Golden Promise strain embryos (n = 18–20 per experimental point) were cultured on mock and zeocin-containing media for 14 days (Fig. 1A). Phenotypic parameters were analyzed to identify informative traits. No significant differences were observed in root number between mock and zeocin treatments (Fig. 1B). However, the average root length showed a significant reduction, from 27 ± 2 mm (mock) to 16 ± 0.6, 11.9 ± 0.3, and 11.1 ± 0.5 mm (42%, 60%, and 60% reduction) with increasing zeocin concentrations (Fig. 1B). Similar trends were observed for the longest root length and cumulative root length parameters (Fig. 1B). The longest root length decreased from 36 ± 2.5 mm (mock) to 20 ± 0.9, 14 ± 0.3, and 14 ± 0.4 mm in individual zeocin treatments (Fig. 1B). Cumulative root length decreased significantly from 181 ± 15.2 mm (mock) to 110.5 ± 14.5, 76 ± 1, and 69.1 ± 0.5 mm with increasing zeocin concentrations. Additionally, two shoot parameters were assessed (Fig. 1B). The total shoot length (from the base of hypocotyl to the tip of the longest leaf) decreased from 153.2 ± 11.2 mm (mock) to 131.1 ± 6.6, 119.5 ± 2.0, and 68.8 ± 3.4 mm after zeocin treatments, corresponding to 14.2%, 22%, and 55.1% reduction, respectively (Fig. 1B). The length of hypocotyl relative to the whole stem length did not show significant differences between treatments (Fig. 1B).

**Figure 1:**
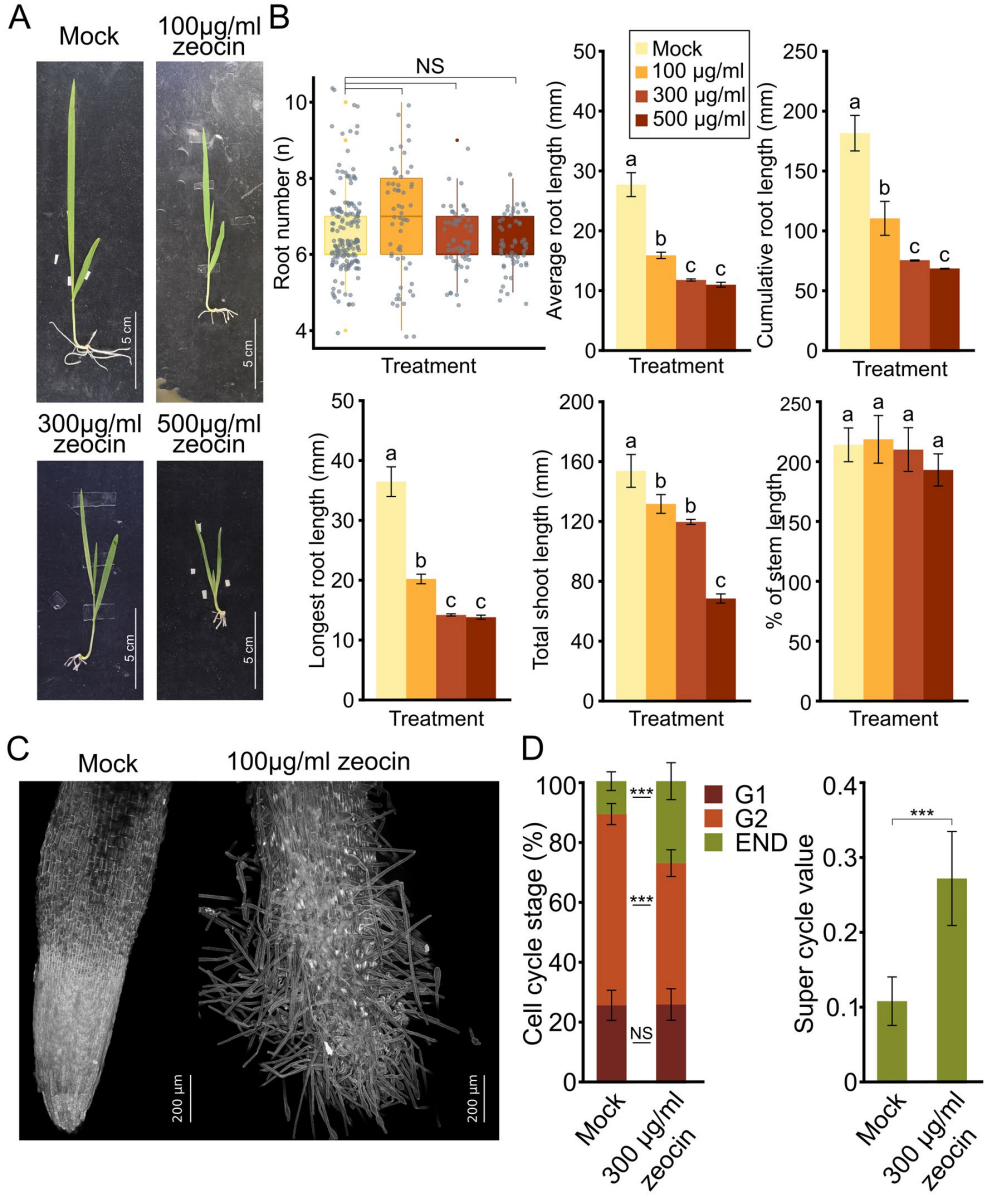
Wild-type barley (*cv.* Golden Promise) parameters in response to zeocin treatment. (**A**) Representative phenotypes of barley seedlings grown for 7 days on ½ MS (mock) and zeocin concentrations (100, 300, 500 μg/ml) containing media. Scale bars = 5 cm. (**B**) Effect of zeocin treatments on barley seedling growth. Error bars indicate the standard deviation between the means of three biological replicates. The letters above columns indicate similarities between samples. The same letters indicate samples that were not significantly different in one-way ANOVA with post hoc Tukey’s test (*P* < 0.05). Kruskall-Wallis H-test with post hoc Conover-Iman test of multiple comparisons with Benjamini–Hochberg procedure (*P* < ½ α, α = 0.05) were used to analyze differences in root numbers. NS, not significant. (**C**) Representative confocal microscopy maximal projection images of the root surface in plants grown in mock conditions and plants treated with 100 μg/ml zeocin. Scale bar = 200 μm. (**D**) Percentage of nuclei at specific cell cycle stages found in the root tips of plants grown on mock and medium with 300 μg/ml zeocin. Super cycle value describing the amount of nuclei in endoreduplication (END). Statistical relevance distinguished by two-sample T-test, (*P* < 0.05). *P < 0.05, ***P < 0.001.

Based on reduced root growth, we examined root apices and observed elongated root hairs and the absence of meristematic zone and the typical conically shaped root tip in 100 μg/ml zeocin-treated plants (n = 3) (Fig. 1C). This suggests premature differentiation of barley root apical meristem tissues upon DNA damage. DNA damage response often affects cell cycle dynamics^19^. Flow-cytometric DNA content measurements in 7-day-old mock-treated plants (n = 20) showed approximately 25.8 ± 5.2% 2C (G0/G1), 63.3 ± 3.7% 4C (G2), and 10.9 ± 3.3% 8C (endoreduplicated) nuclei in root apices (Fig. 1D). After 300 μg/ml zeocin treatment (n = 20), there was a 27% reduction in G2 nuclei (46.7 ± 4.6%), and endoreduplicated nuclei (8C) were 2.5 times more frequent (27.1 ± 6.3%). The super cycle value^20^, indicating the percentage of endoreduplicated nuclei, showed a significant 2.5-fold increase after zeocin treatment (Fig. 1D).

Collectively, we observed reduced root growth and shorter stems after zeocin treatment, with 100 μg/ml zeocin being sufficient for significant changes. Thus, we successfully established zeocin-induced in vitro DNA damage conditions in barley.

### *Hvatr.g* plants are sensitive to zeocin treatment

To explore barley’s DNA damage response (DDR) in the context of DNA damage signaling, we utilized a loss-of-function mutant allele of ATR kinase (*hvatr.g*) in the Sebastian background^21^. Previous study on hydroponically grown *hvatr.g* plants demonstrated shorter roots compared to *cv.* Sebastian (WT)^17,21^. We observed a similar trend in plants grown from rescued embryos (n = 9–10) on solid media in vitro (Fig. 2A). Cultivar Sebastian was used as wild-type, and its phenotypic responses were comparable to those of *cv.* Golden Promise. Under mock conditions, *hvatr.g* plants exhibited a 60% reduction in root length compared to WT plants (13.4 ± 0.3 mm and 32.8 ± 1.4 mm, respectively) (Fig. 2B). Following 100 μg/ml zeocin treatment, the average root length was 15.8 ± 0.8 mm for WT plants and 8.9 ± 0.1 mm for *hvatr.g* plants (Fig. 2B). This corresponded to a 51.5% reduction for zeocin-treated WT plants and a 33.8% reduction for zeocin-treated *hvatr.g* plants (Fig. 2B). The greater reduction in WT plants likely indicates their higher potential for root shortening compared to *hvatr.g* plants, which already had significantly reduced root length. Similar results were obtained for cumulative root length and the longest root (Supplemental Fig. 1). The median root number was significantly higher in *hvatr.g* plants (median root number = 11) compared to WT plants (median root number = 8) (Fig. 2C). After zeocin treatment, WT plants maintained the median number of roots (median root number = 8), while the number decreased (median root number = 7; 36% reduction) in *hvatr.g* plants. Additionally, we analyzed plant height (Fig. 2D). Zeocin-treated WT plants exhibited a non-significant reduction of 10.4% (*P* > 0.05) in height (135.0 ± 10.3 mm) compared to mock-treated plants (150.8 ± 14 mm), whereas zeocin-treated *hvatr.g* plants experienced a 29.4% reduction (97.1 ± 5.3 mm) compared to mock-treated *hvatr.g* plants (137.6 ± 6.9 mm).

**Figure 2:**
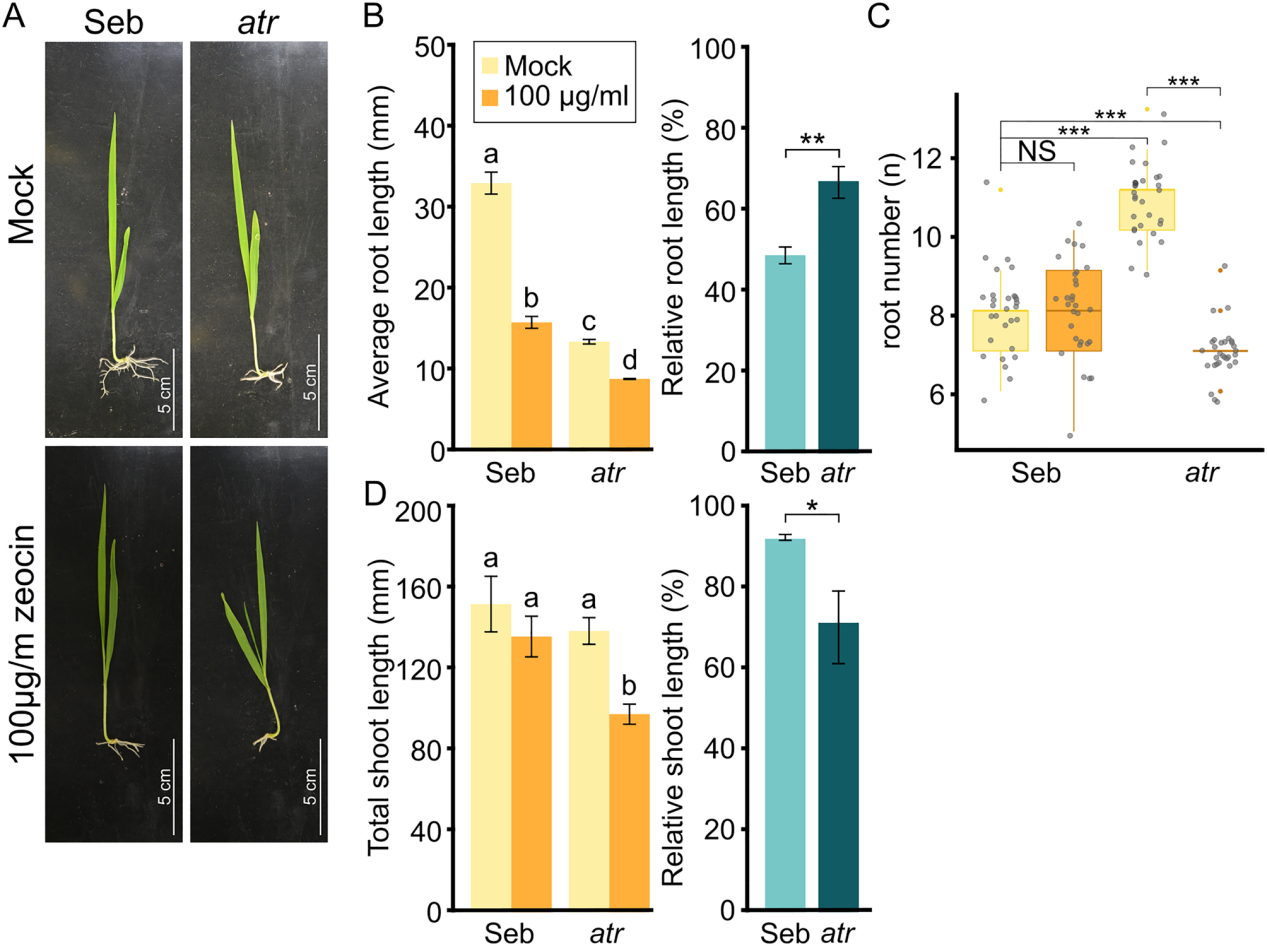
Barley *atr* mutant plants are sensitive to zeocin treatment. (**A**) Representative images of wild-type cultivar Sebastian (Seb) and *atr* mutant plants treated with 100 μg/ml zeocin, or untreated (mock). Scale bars = 5 cm. (**B**) Effect of zeocin treatment on Seb and *atr* plants’ root growth. Error bars indicate the standard deviation between the means of three biological replicates. For the absolute values represented the letters above columns indicate similarities between samples. The same letters indicate samples that were not significantly different in one-way ANOVA with post hoc Tukey’s test (*P* < 0.05). For the assessment of the statistical significance of the relative values the two-sample T-test was used, *P < 0.05, **P < 0.01. (**C**) Number of roots in wild-type (Seb) and *atr* plants grown in mock and genotoxic conditions. Kruskall–Wallis H-test with post hoc Conover-Iman test of multiple comparisons with Benjamini–Hochberg procedure (*P* < ½ α, α = 0.05) was used to analyze differences in root numbers. NS, not significant, ***P < 0.001. (**D**) Effect of zeocin treatment on Seb and *atr* plants’ shoot growth. Error bars indicate the standard deviation between the means of three biological replicates. For the absolute values represented the letters above columns indicate similarities between samples. The same letters indicate samples that were not significantly different in one-way ANOVA with post hoc Tukey’s test (*P* < 0.05). For the assessment of the statistical significance of the relative values the two-sample T-test was used, *P < 0.05.

These findings suggest that total shoot length is the most informative characteristic for assessing the DNA damaging effects of zeocin on barley *hvatr.g* plants.

### Identification of barley homologs of DDR genes

To prepare for the transcriptomic analysis, we identified barley homologs of known DNA damage response (DDR) genes. Using the published list of 321 Arabidopsis DDR genes^22^, we performed a series of BLASTs and selection steps, resulting in the discovery of 421 barley homologs (Supplemental Dataset 1). Visual inspection revealed the absence of *BRCA1* due to a lower homology. This gene was added manually and made the final set of 421 barley homologs. Approximately 50% of the identified proteins (n = 204) were coded by single-copy homologs, such as *ATM*, *ATR*, *WEE1*, *BRCA1*, *BARD*, and *RAD51*. We also observed an expansion of *PCNA2*ed family to 11 members in barley. Arabidopsis *PCNA2* interacts with the translesion synthesis polymerase POLH and is involved in the repair of UV-induced damage^23^.

Of special interest was the master regulator of plant DDR SOG1 and its potential homologs. SOG1 is a member of a large NAC (NAM, ATAF1/2, and CUC2) family of transcription factors in plants and a list of 167 barley NAC domain containing proteins was published, highlighting HORVU.MOREX.r3.7HG0670800 (alias HORVU7Hr1G042420) as the most likely homolog of Arabidopsis ANAC008 (*At*SOG1)^24^. On contrary, another gene HORVU.MOREX.r3.6HG0590960 (alias HORVU6Hr1G053540) was suggested as *HvSOG1* based on upregulation upon DNA damage treatment^25^. Therefore, we analyzed SOG1 in barley in more detail. Via BLAST we found five barley genes that shared a significant homology with the *AtSOG1* (Supplemental Dataset 1). Three were analyzed previously^24^. To assess their relationships, we performed a phylogenetic study using five SOG1 and SOG1-LIKE (SGL) factors from barley, two from rice, two from maize and three from Arabidopsis (Fig. 3). The Arabidopsis factors included *At*SOG1/*AtANAC8* and two closely related transcription factors *At*ANAC44 and *At*ANAC85 that were also shown to play a role in DNA damage response^26^.

**Figure 3:**
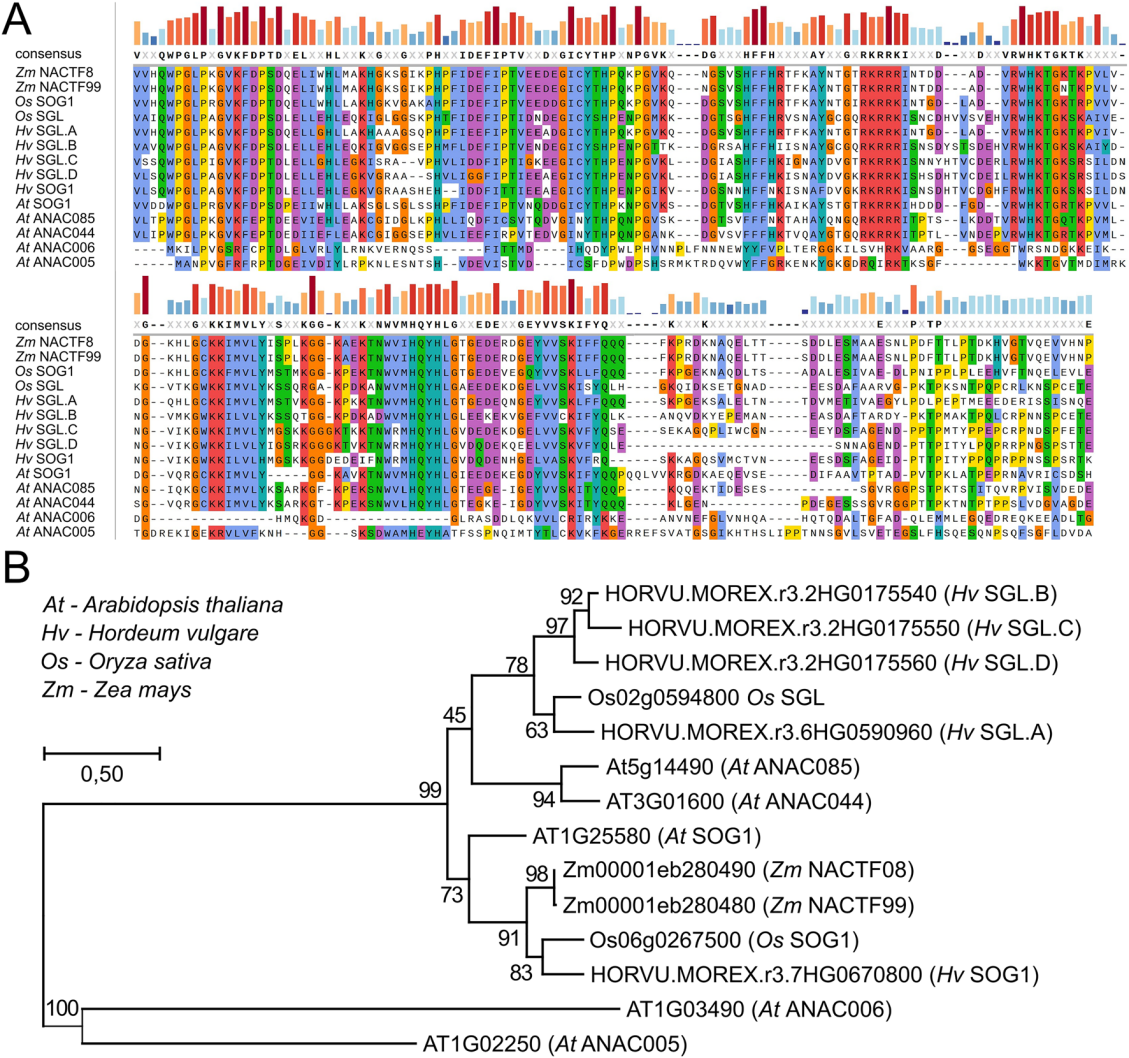
Phylogenetic analysis of barley SOG1 and SGLs. (**A**) Multiple sequence alignment of NAC protein domains present in five barley SOG1 protein candidates with the NAC domains of *Arabidopsis thaliana* (*At*) SOG1, ANAC044, and ANAC085, *Oryza sativa* (*Os*) SOG1 and SOG1-like (SGL), and *Zea mays* (*Zm*) NACTF8 and NACTF99 proteins by MUSCLE. Amino acids are highlighted based on consensus sequence and their physicochemical properties. (**B**) Phylogenetic Maximum Likelihood tree built based of the multiple sequence alignment, with *Arabiodopsis* ANAC005 and ANAC006 NAC protein domains used as an outgroup. Bootstrap values are shown next to the branches, distance scale = 0.5.

Multiple sequence alignment and phylogenetic tree revealed three main clades, (i) the *At*ANAC005 and *At*ANAC006 outgroup, (ii) the SOG1 and (iii) the SGL clades. The SOG1 clade contained Arabidopsis SOG1, rice *Os*SOG1, both maize SOG1 candidates (*Zm*NACTF99 and *Zm*NACTF08) and HORVU.MOREX.r3.7HG0670800, suggesting it as the most likely barley SOG1 ortholog (Fig. 3). The SGL clade, defined based on a lower 45% confidence at its root but high confidence at the branches, contained *At*ANAC44 and *At*ANAC85, rice *Os*SGL, and the four remaining barley candidates. The barley protein HORVU.MOREX.r3.6HG0590960 was most closely related (63%) to the *Os*SGL; therefore, we named it as *Hv*SGL.A. The remaining three candidates HORVU.MOREX.r3.2HG0175540 (SGL.B), HORVU.MOREX.r3.2HG0175550 (SGL.C), and HORVU.MOREX.r3.2HG0175560 (SGL.D) showed 58 to 66% protein identity and their consequent gene identifiers suggest that they are inparalogs that arose by a local tandem triplication.

Hence, we developed a list of 421 barley homologs of known DDR genes and found a single *SOG1* ortholog and four *SGL* genes (*SGL.A*, *SGL.B*, *SGL.C* and *SGL.D*) in barley.

### Transcriptomic responses of WT barley to zeocin treatments

We analyzed the transcriptional response of barley plants to zeocin treatments. Initially, we examined the expression of barley *BRCA1* and *RAD51* genes in seven-day-old WT (*cv.* Golden Promise) plants treated with 300 μg/ml zeocin for 0, 0.5, 1, and 6 h using RT-qPCR. Both *BRCA1* and *RAD51* showed significant up-regulation, with BRCA1 exhibiting a six-fold increase and RAD51 showing an almost 11-fold up-regulation at the 6-h time point (Fig. 4). Subsequently, we conducted RNA-seq analysis of root apices isolated from *cv.* Sebastian WT and *hvatr.g* plants treated with 0 (mock) and 500 μg/ml zeocin for 6 h, aiming to identify differentially expressed genes (DEGs).

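RNA was sequenced from root apices of 7-day-old cv. Sebastian WT and *hvatr.g* plants kept for 6 h in 0 or 500 µg/ml zeocin, with 3 libraries in each of the 4 groups. The authors trimmed the paired reads, mapped them to the Morex v3 genome with HiSat2, counted the reads on each transcript model with Subread and deposited these counts without normalization. The count table holds 83990 rows for 81687 genes, and 41537 of the rows had a count of 0 in every library. Total counts per library ran from 36100439 to 74699245. Their medians were 40420292 in mock-treated WT, 36789931 in zeocin-treated WT, 54801716 in mock-treated *hvatr.g* and 38257495 in zeocin-treated *hvatr.g*. Across genes, the log2 CPM (counts scaled by library size) of libraries of 1 group had Pearson correlations of 0.966 to 0.989, and the lowest correlation between any pair of libraries was 0.921. Genes are not independent replicates, so no p is attached to these correlations. The first 3 principal components held 44.0%, 17.1% and 13.0% of the variance. All 12 libraries were fitted together with edgeR after TMM normalization, with the 4 groups as the only terms. The edgeR filter on low counts left 26039 genes to test. A gene was called where its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05 and its log2 fold change was at least 1 in either direction. CPM values below are scaled by TMM and given as the mean ± SD of 3 libraries. With 3 libraries against 3, an exact two-sided permutation test on a single gene cannot give a p under 0.1, so every adjusted p comes from the model across all genes. Where all libraries of a group had at most 3 counts for a gene, the fold is given as a lower bound computed against 3 counts. *ATR* itself, HORVU.MOREX.r3.7HG0748510, was at 12.9 ± 2.81 CPM in mock-treated WT and 11.7 ± 2.10 CPM in zeocin-treated WT. In *hvatr.g* it was at 16.4 ± 3.82 CPM under mock and 15.7 ± 1.79 CPM under zeocin treatment. Its log2 fold change in *hvatr.g* against WT under mock treatment was 0.35 (standard error 0.21, edgeR adjusted p = 0.299).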

**Figure 4:**
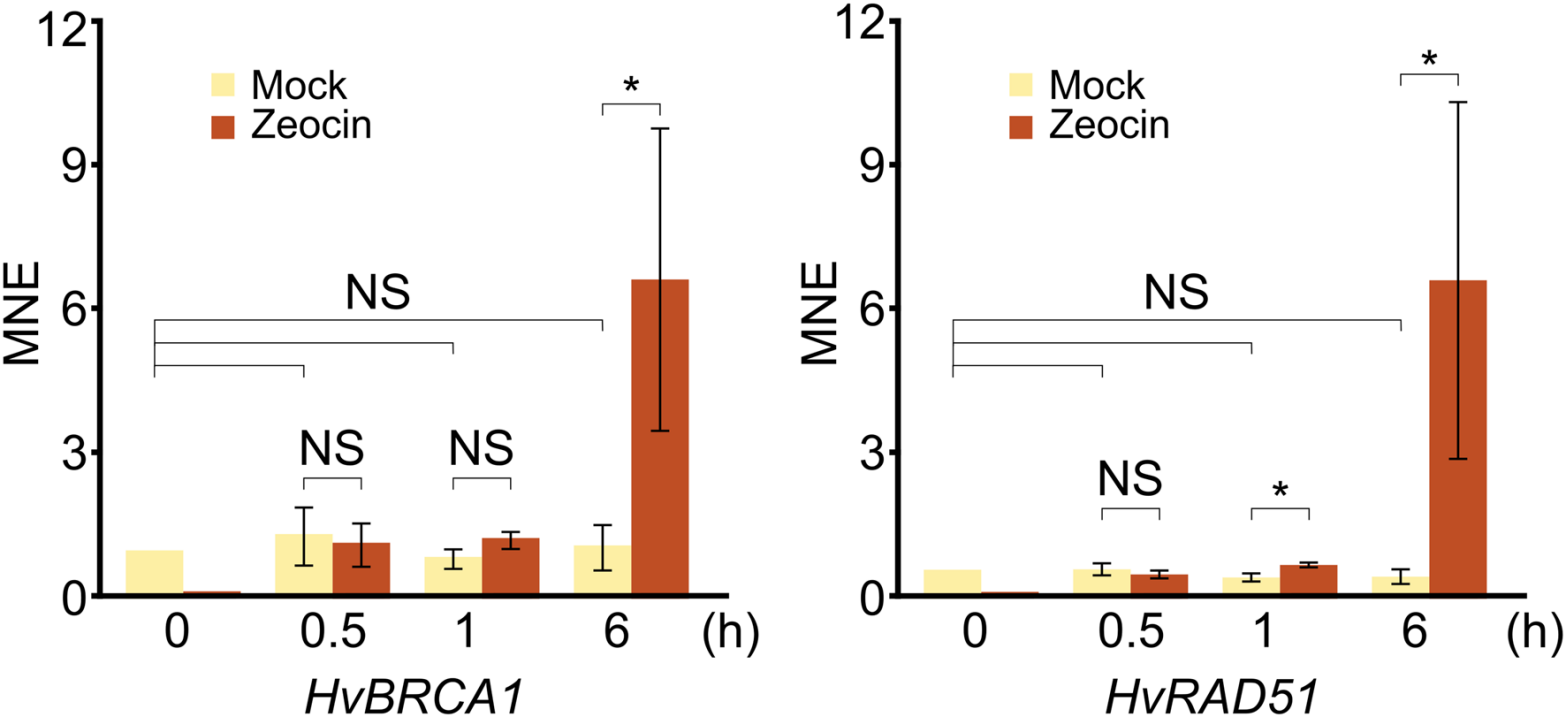
Barley *BRCA1* and *RAD51* are transcriptionally upregulated after zeocin treatment in Golden Promise wild-type. Reverse transcription-quantitative PCR values were normalized to the expression of *UBC2* as mean normalized expression (MNE). Error bars indicate standard deviation of three biological replicates. Statistical significance of the difference presented was tested by two-sample T-test, (*P* < 0.05). *P < 0.05.

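Zeocin treatment of WT plants raised 292 of the 26039 tested genes and lowered 235 past both thresholds. An adjusted p under 0.05 alone was reached by 823 genes, and an unadjusted p under 0.05 by 3247. In 526 of the 527 called genes the 3 zeocin-treated libraries did not overlap the 3 mock-treated ones. Among all tested genes this held for 14.6%, against the 10% that chance gives for 3 libraries against 3. Of the alternatives that kept both thresholds, a fit of the 6 compared libraries alone gave the fewest raised genes, 190. DESeq2, the method of the paper, gave the most, 404. The number of lowered genes was 125 without zeocin-treated WT replicate 1 and 150 without mock-treated WT replicate 2. Among the called genes without overlap, the largest fitted rises were those of HORVU.MOREX.r3.7HG0736330, described as a ubiquitin hydrolase, and HORVU.MOREX.r3.2HG0188800, described as a glycosyltransferase. The log2 fold change of the former was 7.27 (standard error 0.70, edgeR adjusted p = 0.000142). The latter had a count of 0 in every mock-treated WT library and 8 to 21 counts after zeocin treatment, which makes it at least 5.55-fold higher. The largest fitted falls were those of HORVU.MOREX.r3.2HG0096970, described as prestin, and HORVU.MOREX.r3.1HG0012420, described as an O-methyltransferase. Prestin had 17 to 29 counts under mock treatment and 0 in every zeocin-treated WT library, at least 7.12-fold lower. For the O-methyltransferase the log2 fold change was -6.55 (standard error 1.23, edgeR adjusted p = 0.0111), and its mock-treated libraries ran from 28 to 514 counts.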

In zeocin-treated versus mock-treated WT plants, we identified 719 DEGs, including 404 significantly up-regulated genes and 315 down-regulated genes (Supplemental Dataset 2). Gene ontology analysis of the up-regulated DEGs revealed their involvement in biological processes such as glutathione metabolic process (GO:0006749), response to stimulus (GO:0050896), response to stress (GO:0006950), and defense response (GO:0006952) (Fig. 5A; Supplemental Dataset 3). 

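Supplemental Dataset 3 lists 27 genes under glutathione metabolic process, and the log2 fold change was above 0 for all 27 of them in zeocin-treated WT. Their median was 1.09, within a range of 0.31 to 4.73. Over all genes tested, 11 of the 27 were called higher, and 14 were when adjusted over the list alone. The study chose this list on the same libraries, so the second count is not independent evidence. The 13 genes of the term that the study found raised in WT had a median of 2.03 here, and 11 of them were called higher.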

Notably, many up-regulated DEGs were associated with oxidative stress signaling (Fig. 5B), including 14 *GLUTATHIONE S-TRANSFERASEs* (*GSTU*) and 14 *UDP*-*GLUCOSYLTRANSFERASEs* (*UGT*) involved in reactive oxygen species detoxification. 

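Supplemental Dataset 5 describes 18 genes as glutathione S-transferases. Of these, 11 were called higher in zeocin-treated WT and 13 when adjusted over the list alone, with a median log2 fold change of 1.33 and none of the 18 below 0. A further 17 genes are described there as glycosyltransferases, without naming a sugar donor. Their median log2 fold change was 1.94, all 17 were above 0, and 11 were called higher, or 14 when adjusted over the list alone. A fit of the 6 WT libraries alone called 6 of the 17 and limma-voom 7. Both lists were chosen by the study on these libraries, and the counts adjusted over them are not independent evidence.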

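*CATION EXCHANGER 5*, HORVU.MOREX.r3.4HG0337640, rose from 0.267 ± 0.113 to 3.48 ± 0.602 CPM in zeocin-treated WT, a log2 fold change of 3.68 (standard error 0.38, edgeR adjusted p = 0.000281). For *OXIDATIVE STRESS 3*, HORVU.MOREX.r3.2HG0201190, the log2 fold change of 2.69 (standard error 0.82, edgeR adjusted p = 0.127) did not pass the threshold. A single library, zeocin-treated WT replicate 3 with 369 counts, set its size, and the mock-treated libraries held 19 to 26 counts. Without that replicate its log2 fold change was 0.63 with an edgeR adjusted p of 0.701. Without zeocin-treated WT replicate 2, the lowest of the 3 zeocin-treated libraries, it was 3.21 with an edgeR adjusted p of 0.0208, and over the alternatives set before the data were examined the adjusted p ran from 0.00695 to 0.701.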

Other oxidative stress-related genes, such as *OXIDATIVE STRESS 3*, reductases, and a homolog of *CATION EXCHANGER 5*, were also identified. The observed oxidative stress response can be attributed to the radiomimetic activity of zeocin, which generates hydrogen peroxide upon interaction with a metal ion, leading to oxidative damage to DNA and other cellular components^27^.

**Figure 5:**
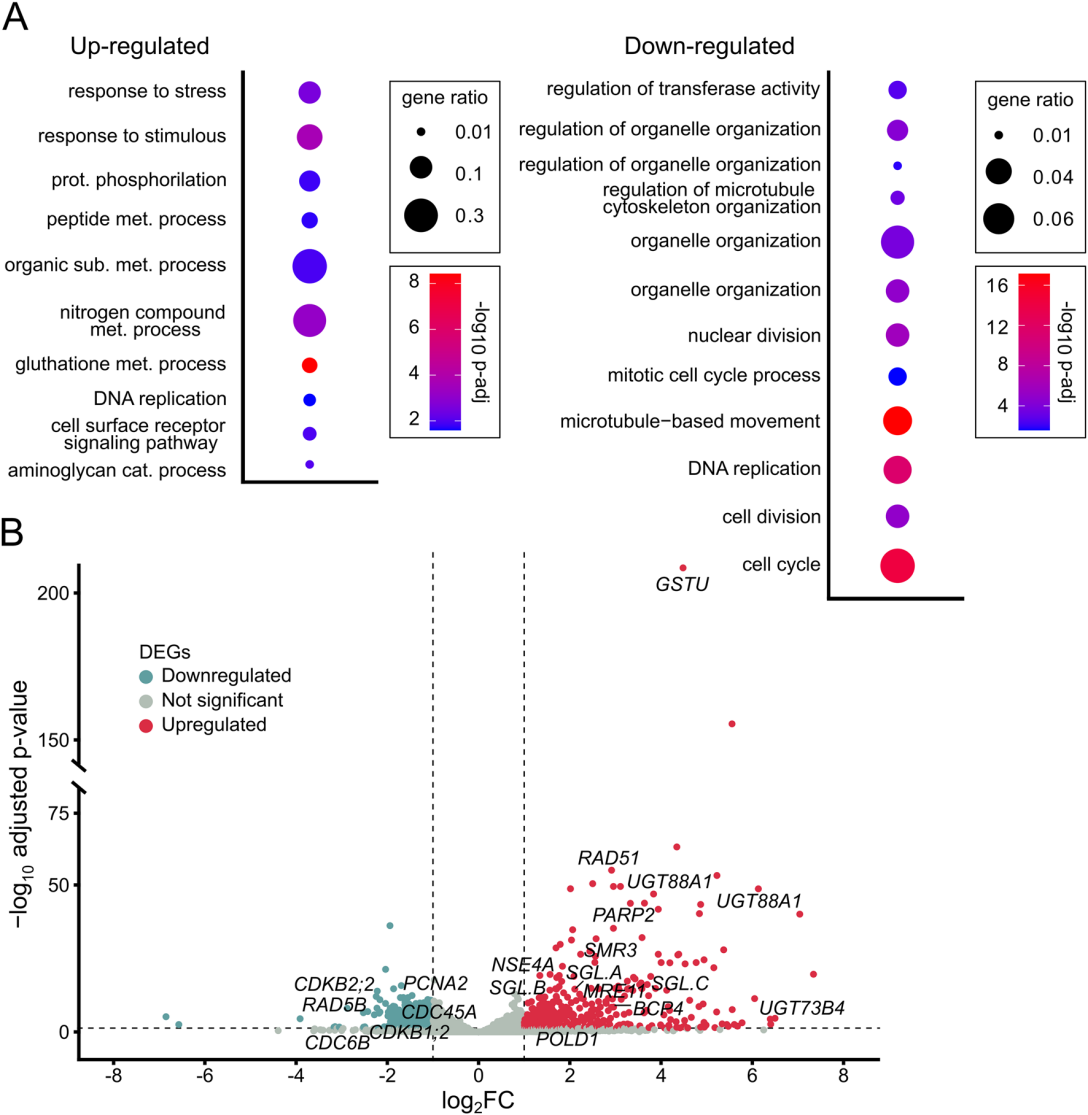
Zeocin effect on gene expression in wild-type barley. (**A**) Biological processes enriched among significantly up-regulated and down-regulated genes in zeocin versus mock treated wild-type (Sebastian) plants. Redundant GO terms were removed manually, based on *P*-value. The full list of GO terms can be found in Suppl. Dataset 3. Statistical significance was determined by Fisher’s one-tailed test with g:SCS algorithm correction. Gene ratio represents the number of genes found in the category compared to the total number of genes in the query. (**B**) Volcano plot representing all genes detected as differentially expressed in wild-type (Sebastian) plants treated with zeocin relative to mock treatment. Horizontal dashed line indicates genes passing *P* < 0.05. Vertical dashed lines separate genes with log_2_ Fold Change ≤ − 1 (blue) or log_2_ Fold Change ≥ 1 (red). Specific marker genes were highlighted by names.

We found 7.6 and 2.8-fold up-regulation for *RAD51* and *BRCA1* in zeocin-treated WT plants, respectively, indicating activation of DDR also in our RNA-seq experiment. 

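*BRCA1*, HORVU.MOREX.r3.1HG0078370, rose from 10.6 ± 2.90 to 29.5 ± 14.3 CPM in WT, with a log2 fold change of 1.48 (standard error 0.31, edgeR adjusted p = 0.0221). The 3 zeocin-treated libraries were above the 3 mock-treated ones. *BRCA1* stayed above its fold change threshold but lost its call without mock-treated WT replicate 1 (edgeR adjusted p = 0.0783), mock-treated WT replicate 3 (0.0719) or zeocin-treated WT replicate 2 (0.0596), and in a fit of the 6 WT libraries alone (0.112). Its adjusted p ran from 0.000113 to 0.112 over the alternatives set before the data were examined. The list of 421 DDR genes was made by homology and not on these libraries. It held 322 genes with enough counts to test, of which 16 were called higher and 12 lower in zeocin-treated WT, or 17 and 15 when adjusted over the list alone. This was 8.70% of the tested DDR genes against 1.94% of the other tested genes (one-sided Fisher's exact test, p = 1.21e-10). Fisher's test takes genes as independent, which genes that respond together are not, so this p overstates the evidence of 3 libraries against 3. As a group the DDR genes did not move in 1 direction, with a median log2 fold change of 0.01 and a p of 0.668 from limma's fry test. The paper concludes that the DDR was activated in this experiment.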

Subsequently, we inspected the full lists of significantly down-regulated and up-regulated DDR candidates. In accordance with the phenotypic data, zeocin treatment had a profound inhibitory effect on the cell cycle, including DNA replication and mitotic cell division. 

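Of 8 B-type cyclin and cyclin-dependent kinase genes measured in zeocin-treated WT, the log2 fold changes were -1.43 for *CYCB1;2.A*, -1.17 for *CYCB1;2.B*, -1.58 for *CYCB1;2.C*, -1.88 for *CYCB1;3.A*, -1.52 for *CYCB1;3.B*, -1.51 for *CYCB2;3.B*, -1.24 for *CDKB1;2* and -1.61 for *CDKB2;2*. All but *CYCB2;3.B* were called lower, with edgeR adjusted p from 0.000869 to 0.0418. For *CYCB2;3.B* it was 0.0749, and 0.0217 without zeocin-treated WT replicate 3. *CDKB2;2*, HORVU.MOREX.r3.4HG0384440, fell from 20.8 ± 4.54 to 6.82 ± 0.0789 CPM. *CYCB1;2.C*, HORVU.MOREX.r3.3HG0295540, fell from 54.2 ± 4.72 to 18.1 ± 4.86 CPM. *CYCB1;2.B* and both *CYCB1;3* copies have nearby identifiers, so reads shared between similar copies leave their separate values uncertain. Several of these calls were marginal and were lost when 1 library was left out, which also leaves fewer libraries to test. *CYCB1;2.B* kept its call only without zeocin-treated WT replicate 3, and its edgeR adjusted p ran from 0.0949 to 0.175 without any other WT library. Without zeocin-treated WT replicate 1, the edgeR adjusted p was 0.0547 for *CYCB1;2.C*, 0.0526 for *CYCB1;3.B* and 0.0878 for *CDKB1;2*. It was 0.0549 for *CYCB1;2.C* and 0.0718 for *CDKB1;2* without zeocin-treated WT replicate 2, and 0.0501 and 0.0528 without mock-treated WT replicate 2. *CDKB1;2* also lost its call without mock-treated WT replicate 3 (edgeR adjusted p = 0.0519). Over all alternatives the adjusted p ran from 0.00183 to 0.175 for *CYCB1;2.B*, 2.13e-05 to 0.0549 for *CYCB1;2.C*, 6.62e-06 to 0.0526 for *CYCB1;3.B*, 0.00530 to 0.262 for *CYCB2;3.B* and 8.09e-05 to 0.0878 for *CDKB1;2*. Supplemental Dataset 3 lists 37 genes under cell cycle, chosen by the study on these libraries. All 37 had a negative log2 fold change, with a median of -1.18, and 19 were called lower, or 25 when adjusted over the list alone. The number called was 7 without zeocin-treated WT replicate 1, 11 without zeocin-treated WT replicate 2 and 11 without mock-treated WT replicate 2. For the 24 genes of the term that the study found lowered in WT, the median was -1.47 and 19 were called lower.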

We found significant down-regulation for six *CYCLINs* (*CYC*) (*CYCB1;2.A-C*, *CYCB1;3.A-B*; *CYCB2;3.B*) and two *CYCLIN DEPENDENT KINANSES* (*CDKs*) *CDKB1;2* and *CDKB2;2*, whose Arabidopsis homologs promote G1/S and G2/M transitions, respectively.

Although the GO term analysis indicated genes related to DNA replication are both up- and down-regulated, a more detailed analysis revealed repressive effects of zeocin treatment on DNA replication. Seven genes marked by the GO term analysis as involved in DNA replication were up-regulated by zeocin treatment: *RPA1*, *RPA2*, *RAD51*, *DNA POLYMERASE ZETA SUBUNIT REV3*, and *RIBONUCLEOSIDE-DIPHOSPHATE REDUCTASE*. 

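The 7 genes had a median log2 fold change of 1.76. Over all genes tested 6 were called higher, and adjusted over the list alone all 7 were, although the list was chosen on these libraries. *REV3*, HORVU.MOREX.r3.2HG0114320, rose from 37.8 ± 11.2 to 128 ± 32.9 CPM, a log2 fold change of 1.76 (standard error 0.23, edgeR adjusted p = 0.00130). The gene that was not called encodes the large subunit of ribonucleoside-diphosphate reductase, HORVU.MOREX.r3.7HG0656360, at 137 ± 39.9 CPM under mock and 284 ± 105 CPM under zeocin treatment. This was a log2 fold change of 1.06 (standard error 0.28, edgeR adjusted p = 0.0745). With the replicate number as a block the edgeR adjusted p was 0.00515, without zeocin-treated WT replicate 3 it was 0.0259, and it ran from 0.00515 to 0.233 over the alternatives set before the data were examined. It was 0.000420 with the block within each genotype, which was added after the data were seen. The small subunit gene *TSO2*, HORVU.MOREX.r3.7HG0670020, rose by a log2 fold change of 1.69 (standard error 0.13, edgeR adjusted p = 2.56e-05).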

We argue that the up-regulation of these genes should not be taken as indication for active replication but rather as a sign of its repression and ongoing DDR. The RPA subunits play roles in both DNA replication and repair, DNA POLYMERASE ZETA and RAD51 are primarily associated with DDR, and RIBONUCLEOSIDE-DIPHOSPHATE REDUCTASE is involved in nucleotide synthesis. 

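Supplemental Dataset 5 describes 5 lowered genes as DNA helicase and no more. They were taken here as MCM genes, an identity that the description does not give. In zeocin-treated WT their log2 fold changes ran from -1.18 to -0.90 with a median of -1.02, and 3 of the 5 were called lower, with 4 at an adjusted p under 0.05. None was called without mock-treated WT replicate 2 or zeocin-treated WT replicate 1, and all 5 were without mock-treated WT replicate 3. The DNA primase large subunit gene, HORVU.MOREX.r3.2HG0162680, had a log2 fold change of -0.84 (standard error 0.18, edgeR adjusted p = 0.0277), and a further primase gene, HORVU.MOREX.r3.1HG0061220, one of -0.83 (standard error 0.16, edgeR adjusted p = 0.0134). Both fell by less than the fold change threshold. Among genes for RPA subunits, *RPA70B*, HORVU.MOREX.r3.4HG0396660, fell from 80.5 ± 21.5 to 24.0 ± 2.32 CPM, a log2 fold change of -1.75 (standard error 0.27, edgeR adjusted p = 0.00364). *RPA2.L*, HORVU.MOREX.r3.6HG0632980, had a log2 fold change of -1.41 (standard error 0.21, edgeR adjusted p = 0.00305). *RPA3A.A*, HORVU.MOREX.r3.3HG0252970, was called at -1.01 (standard error 0.13, edgeR adjusted p = 0.000953), just past the fold change threshold. Its log2 fold change was -0.99 without mock-treated WT replicate 2, -0.90 without mock-treated WT replicate 3 and -0.96 without zeocin-treated WT replicate 2. It was -0.98 when scaled by library size only and -0.99 with limma-voom. Of the 15 genes that the study found lowered in WT under the term DNA replication, 13 were called lower, and the median log2 fold change was -1.32. The number called was 7 without mock-treated WT replicate 2 and 8 without zeocin-treated WT replicate 1.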

Next, we found down-regulation of almost all genes coding subunits of the Minichromosome maintenance complex (MCM), DNA primase and REPLICATION PROTEIN A complex. The reduced replication was recognizable also by looking at the expression of histones and replication-coupled chromatin modifiers. In total 63 *HISTONE* genes were down-regulated, including 15 copies of *H2A* in several variants, 9 copies of *H2B*, 23 copies of *H3.1* and 16 copies of *H4*. 

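Supplemental Dataset 5 describes 131 genes as histones, and all 131 had a negative log2 fold change in zeocin-treated WT, with a median of -0.99 and a range of -2.53 to -0.56. Over all genes tested, 58 were called lower: 13 of 31 *H2A*, 8 of 25 *H2B*, 23 of 30 *H3* and 14 of 43 *H4* genes. Neither of the 2 *H1* genes was called, and both had an unadjusted p under 0.05. An adjusted p under 0.05 was reached by 100 of the 131, so the number called depended on the fold change threshold, close to which the median lay. Adjusted over the list alone, 62 were called lower. The list was chosen by the study on these libraries, so this is not independent evidence. Single libraries moved the number as well. It was 27 without mock-treated WT replicate 3, 36 without zeocin-treated WT replicate 1, 36 without zeocin-treated WT replicate 2 and 98 without zeocin-treated WT replicate 3. Histone genes of 1 type are near-identical copies that can share reads, so the counts of single copies are uncertain and the fall of the whole group is the firmer value.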

The downregulated *H2A* variants included one copy of *H2A.Z* and two copies of DDR-associated variant *H2A.X*. This is in line with down-regulation of CAF-1 histone chaperone subunit coding gene *FAS1*. 

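*FAS1*, HORVU.MOREX.r3.5HG0501270, fell from 49.5 ± 17.5 to 15.6 ± 2.18 CPM in zeocin-treated WT, a log2 fold change of -1.66 (standard error 0.30, edgeR adjusted p = 0.00866). Each zeocin-treated library was below each mock-treated one.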

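In zeocin-treated WT, *VIM1*, HORVU.MOREX.r3.1HG0000630, had a log2 fold change of -1.01 (standard error 0.18, edgeR adjusted p = 0.00715), just past the fold change threshold, and fell from 91.0 ± 21.6 to 45.2 ± 2.53 CPM. With the replicate number as a block the log2 fold change was -0.99. It was -0.99 without mock-treated WT replicate 1, -0.84 without mock-treated WT replicate 2 and -0.96 without zeocin-treated WT replicate 3, each under the threshold. The call was also lost with limma-voom, at -0.984, and when scaled by library size only, at -0.9997.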

Zeocin-induced down-regulation of replication coupled chromatin modifiers included *VARIANT IN METHYLATION 1* (*VIM1*), and two histone methyltransferases (one uncharacterized and the other homologous to *ARABIDOPSIS TRITHORAX-RELATED PROTEIN 6*). 

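*BARD1*, HORVU.MOREX.r3.2HG0181390, fell from 17.9 ± 5.42 to 6.85 ± 0.41 CPM in zeocin-treated WT. The log2 fold change was -1.38 (standard error 0.27, edgeR adjusted p = 0.0131). The call was lost without mock-treated WT replicate 2 (edgeR adjusted p = 0.0650), zeocin-treated WT replicate 1 (0.0575) or zeocin-treated WT replicate 2 (0.0564), and over the alternatives set before the data were examined the adjusted p ran from 3.56e-05 to 0.0650.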

There were also several DDR-associated down-regulated genes, most notably barley homolog of *BARD1*.

Zeocin up-regulated genes pointed to specific directions. 

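In zeocin-treated WT, *PARP2*, HORVU.MOREX.r3.7HG0726670, rose from 12.3 ± 2.53 to 153 ± 54.6 CPM, a log2 fold change of 3.63 (standard error 0.26, edgeR adjusted p = 1.32e-05). A second *PARP* gene, HORVU.MOREX.r3.1HG0024050, rose from 1.32 ± 0.276 to 3.76 ± 0.836 CPM, a log2 fold change of 1.50 (standard error 0.32, edgeR adjusted p = 0.0216). This second call was lost without mock-treated WT replicate 1 (edgeR adjusted p = 0.0518), mock-treated WT replicate 2 (0.105), zeocin-treated WT replicate 1 (0.0722) or zeocin-treated WT replicate 2 (0.0779). Over all alternatives the adjusted p ran from 0.000258 to 0.105. *PARP1*, HORVU.MOREX.r3.1HG0006690, did not change, with 38.8 ± 6.29 CPM under mock and 39.8 ± 5.31 CPM under zeocin treatment (edgeR adjusted p = 0.975). *MRE11*, HORVU.MOREX.r3.7HG0715110, was low under mock treatment, with 11 to 18 counts per library, and had 89 to 93 counts after zeocin treatment. Its log2 fold change was 2.78 (standard error 0.37, edgeR adjusted p = 0.00130).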

The up-regulation of two *PARP* genes and *MRE11* homologs indicated presence of both SSBs and DSBs, respectively. 

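*RPA70C.C*, HORVU.MOREX.r3.1HG0021720, rose from 1.03 ± 0.178 to 7.86 ± 3.69 CPM in zeocin-treated WT, a log2 fold change of 2.93 (standard error 0.39, edgeR adjusted p = 0.00138). The changes were smaller for *RPA2.K*, HORVU.MOREX.r3.6HG0597130, at 1.56 (standard error 0.14, edgeR adjusted p = 7.75e-05), and *RPA1A*, HORVU.MOREX.r3.6HG0620000, at 1.16 (standard error 0.14, edgeR adjusted p = 0.000761). All 3 genes were higher in each zeocin-treated library than in each mock-treated one.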

We also saw up-regulation of three RPAs: *RPA70C.C*, *RPA2.K* and *RPA1A* that suggest an increased amount of single stranded DNA. At the level of DDR signaling, we found up-regulation of three *SGL* factors *SGL.A*, *SGL.D*, and *SGL.C*, but not *SOG1*. 

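*SGL.A*, HORVU.MOREX.r3.6HG0590960, rose from 4.26 ± 1.31 to 18.4 ± 5.57 CPM, a log2 fold change of 2.11 (standard error 0.24, edgeR adjusted p = 0.000487). *SGL.C*, HORVU.MOREX.r3.2HG0175550, had the largest change of the group, 3.70 (standard error 0.41, edgeR adjusted p = 0.000390), from a low start of 3 to 10 counts per mock-treated library to 61 to 84 counts after treatment. The neighbouring copy *SGL.D*, HORVU.MOREX.r3.2HG0175560, changed by 1.32 (standard error 0.16, edgeR adjusted p = 0.000651) on the log2 scale. Reads shared between *SGL.C* and *SGL.D* cannot be separated in the count table. *SGL.B*, HORVU.MOREX.r3.2HG0175540, had 40 counts over all 12 libraries and was not tested. *SOG1*, HORVU.MOREX.r3.7HG0670800, stayed at 8.66 ± 1.97 CPM under mock and 8.65 ± 1.06 CPM under zeocin treatment (edgeR adjusted p = 0.999). Without mock-treated WT replicate 1 its log2 fold change was 0.13, the largest rise that leaving out 1 library gave.

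**Figure D1:**
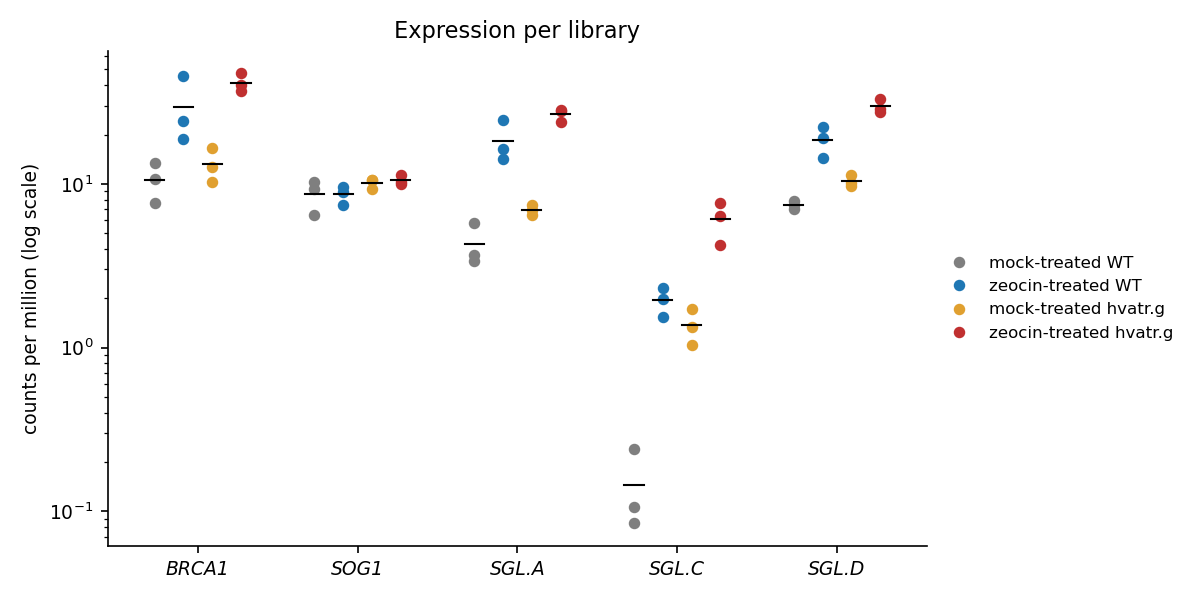
CPM of 5 DDR genes in each of the 12 libraries on a log axis, by genotype and treatment, with a black line at the mean of each group of 3. In zeocin-treated WT *BRCA1*, *SGL.A*, *SGL.C* and *SGL.D* sit above their mock-treated libraries, and *SOG1* does not move.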

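*SMR3*, HORVU.MOREX.r3.4HG0414340, rose from 12.0 ± 2.94 to 70.1 ± 6.80 CPM in zeocin-treated WT, a log2 fold change of 2.55 (standard error 0.23, edgeR adjusted p = 7.75e-05) and more than the spread of either group.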

The up-regulation of barley homolog of Arabidopsis CDK inhibitor *SMR3* is in agreement with the alterations in cell cycle and enhanced levels of endoreduplication. 

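In zeocin-treated WT, *NSE4.A*, HORVU.MOREX.r3.7HG0724600, had a log2 fold change of 1.74 (standard error 0.17, edgeR adjusted p = 0.000162) and *BCP1*, HORVU.MOREX.r3.6HG0554520, one of 1.42 (standard error 0.25, edgeR adjusted p = 0.00758). In a fit of the 6 WT libraries alone *BCP1* was not called (edgeR adjusted p = 0.0624, within a range of 2.86e-06 to 0.0624 over the alternatives set before the data were examined). *RecQL3*, HORVU.MOREX.r3.6HG0620770, rose from 10.4 ± 2.10 to 22.3 ± 4.72 CPM, a log2 fold change of 1.10 (standard error 0.19, edgeR adjusted p = 0.00744). It was 1.00 without mock-treated WT replicate 3 and 0.93 without zeocin-treated WT replicate 2, both under the fold change threshold, and the edgeR adjusted p was 0.0521 in the fit of the 6 WT libraries, within a range of 8.93e-06 to 0.0521 over the alternatives set before the data were examined. *GMI1*, HORVU.MOREX.r3.1HG0058570, had 1 to 3 counts per mock-treated library and 11 to 36 after treatment, which makes it at least 6.66-fold higher (edgeR adjusted p = 0.0400). With so few counts the call was lost with the replicate number as a block (edgeR adjusted p = 0.0606), with limma-voom (0.109) and in the fit of the 6 WT libraries (0.12). It was also lost without mock-treated WT replicate 1 (0.121), 2 (0.18) or 3 (0.0799), and without zeocin-treated WT replicate 1 (0.0618) or 2 (0.152). The adjusted p ran from 0.00488 to 0.18 over the alternatives set before the data were examined.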

The other responses, presumably downstream of SOG1/SGLs involved several genes known to code factors involved in the HR: *RAD51*, *BRCA1*, *RecQL3* helicase, the SMC5/6 complex subunit *NSE4.A*, SMC hinge domain protein *GAMMA-IRRADIATION AND MITOMYCIN C INDUCED 1* (*GMI1*), or *BRCT5 DOMAIN CONTAINING PROTEIN 1* (*BCP1*).

The comparison of gene expression in zeocin-treated and untreated WT plants showed activation of oxidative stress response, DDR, signatures of halted replication and shift towards endoreduplication cycle.

### Effects of *hvatr.g* on gene expression under mock conditions

We examined the effects of *ATR* mutation on transcriptome by comparing expression in *hvatr.g* (Fig. 6). The *hvatr.g* plants showed a significant (adjusted-*p* ≤ 0.05 and a log_2_ fold change ≤ − 1 or log_2_FC ≥ 1) up-regulation of 1150 and down-regulation of 1457 genes relative to WT plants (Supplemental Dataset 2). 

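Under mock treatment, 1007 genes were called higher and 1192 lower in *hvatr.g* than in WT, with 4080 genes at an adjusted p under 0.05 and 7495 at an unadjusted p under 0.05. The 3 *hvatr.g* libraries did not overlap the 3 WT libraries in 2171 of the 2199 called genes. This held for 32.8% of all tested genes, above the 10% that chance gives. The number called higher was 661 when only genes with at least 10 counts in every library were tested, which removes genes with hardly any counts in 1 genotype. Among called genes without overlap, the largest fitted rises were in HORVU.MOREX.r3.2HG0195850 and HORVU.MOREX.r3.5HG0490390. The former went from 0.578 ± 0.441 to 426 ± 159 CPM, a log2 fold change of 9.55 (standard error 0.57, edgeR adjusted p = 5.37e-06). The latter had 0 to 3 counts in mock-treated WT and 218 to 1932 in mock-treated *hvatr.g*, at least 282-fold higher. The largest fitted falls were in a nicotianamine synthase gene and in HORVU.MOREX.r3.5HG0470780, described as an endoglucanase. The endoglucanase gene had 140 to 422 counts in mock-treated WT and 0 in every *hvatr.g* library, at least 140-fold lower.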

Gene ontology analyses of the up-regulated genes suggested a connection to only a few categories of biological processes, most related to protein production and/or modifications, as in GO:0006749 (glutathione metabolic process), GO:0006468 (protein phosphorylation), or GO:0006575 (sulfur compound metabolic process). Additional gene categories include xenobiotic export and transport from cell (GO:0046618, GO:0042908). Categories of down-regulated processes show a miss-regulation of transmembrane transport, especially concerning nitrate (GO:0015706, GO:1902025) (Fig. 6A, Supplemental Dataset 3).

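Supplemental Dataset 3 lists 6 genes under nitrate transmembrane transport, and all 6 were called lower in mock-treated *hvatr.g* than in WT. Their median log2 fold change was -2.92, or -2.78 with 1 gene of at most 3 counts in every *hvatr.g* library set to its bound. The list was chosen by the study on these libraries.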

**Figure 6:**
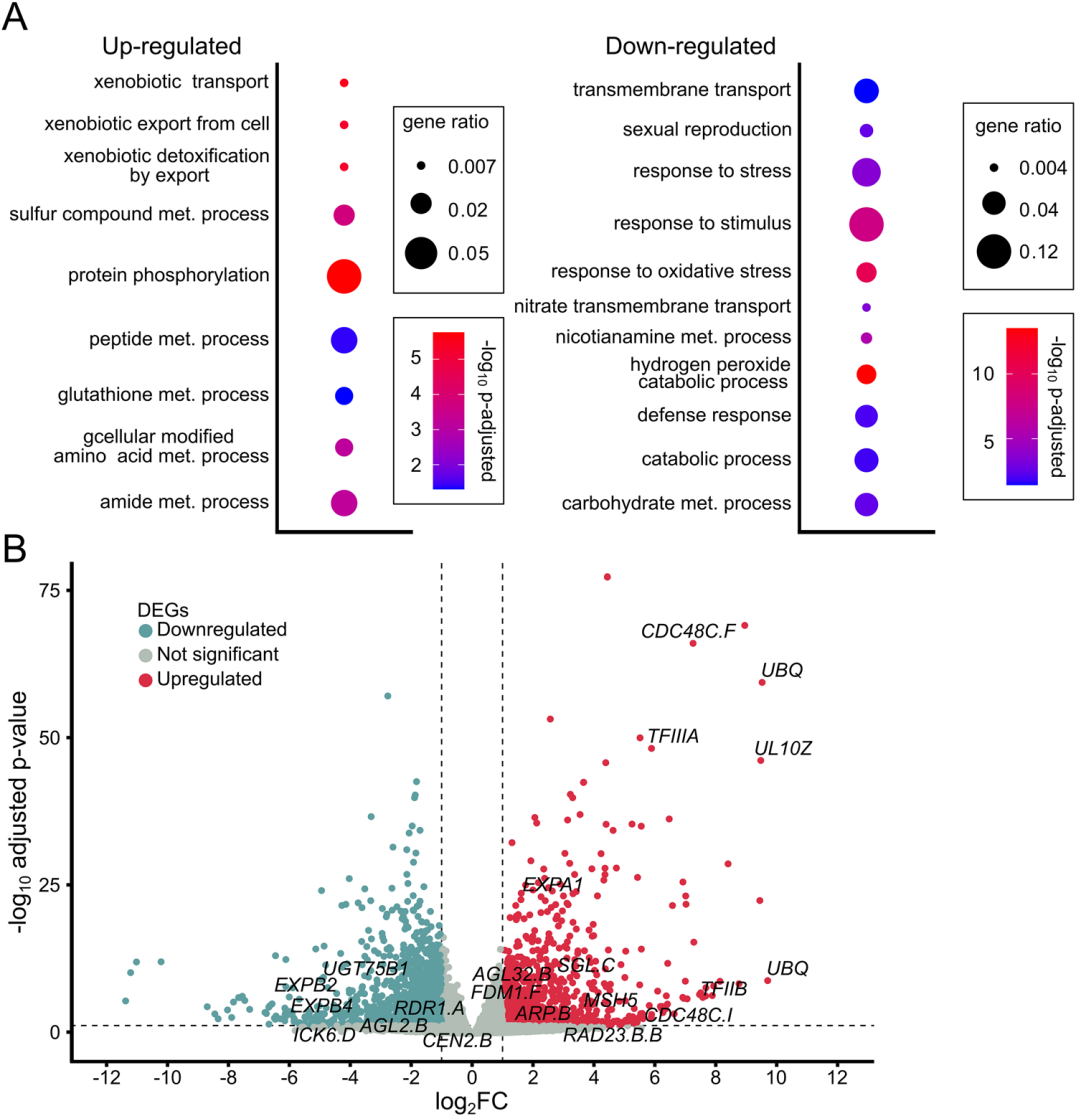
Effects of *ATR* mutation on gene expression in barley. (**A**) Gene enrichment analysis for biological processes in *atr* mutant compared to wild-type (Sebastian). Redundant GO terms were removed manually, based on *P*-value. The full list of GO terms can be found in Suppl. Dataset 3. Statistical significance was determined by Fisher’s one-tailed test with g:SCS algorithm correction. Gene ratio represents the number of genes found in the category compared to the total number of genes in the query. (**B**) Volcano plot representing all genes detected as differentially expressed in *atr* plants relative wild-type (Sebastian) plants. Horizontal dashed line indicates genes passing *P* < 0.05. Vertical dashed lines separate genes with log_2_ Fold Change ≤ − 1 (blue) or log_2_ Fold Change ≥ 1 (red). Specific marker genes were highlighted by names.

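*TFIIIA*, HORVU.MOREX.r3.6HG0548800, was at 0.738 ± 0.105 CPM in mock-treated WT and 44.2 ± 17.4 CPM in mock-treated *hvatr.g*. Its log2 fold change was 5.89 (standard error 0.46, edgeR adjusted p = 1.86e-05), a fold of 59.4. In WT the gene also rose with zeocin treatment, by 3.76 (standard error 0.44, edgeR adjusted p = 0.000617), to 10.1 ± 4.33 CPM.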

Among the most significantly upregulated transcripts was 64-fold upregulated *TFIIIA* (Fig. 6B), which is known to regulate *5S rDNA* transcription. Furthermore, *hvatr.g* plants had over 182-fold higher expression of *TFIIB* that is involved in the formation of the RNA polymerase II (POL II) transcription preinitiation complex. 

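*TFIIB*, HORVU.MOREX.r3.1HG0079200, had a count of 0 in each mock-treated WT library and 44 to 59 counts in mock-treated *hvatr.g*. This makes it at least 11.8-fold higher (edgeR adjusted p = 0.00227), and with a count of 0 in WT no larger fold can be fixed.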

A very prominent group of the top up-regulated genes were related to ubiquitinylation: *UBIQUITINs*, *UBIQUITIN EXTENSION PROTEINS* and *F-BOX PROTEINS*. 

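Both *UBIQUITIN* genes that could be matched to an identifier, HORVU.MOREX.r3.2HG0195860 and HORVU.MOREX.r3.2HG0195920, were close to 0 in mock-treated WT, at 0.181 ± 0.0840 and 0.276 ± 0.188 CPM. In mock-treated *hvatr.g* they were at 91.0 ± 42.7 and 93.4 ± 45.1 CPM. Their log2 fold changes were 8.93 (standard error 0.55, edgeR adjusted p = 6.19e-06) and 8.41 (standard error 0.71, edgeR adjusted p = 3.09e-05). *UBIQUITIN* genes are near-identical copies with nearby identifiers, so how the reads divide between them is uncertain.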

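*SGL.C* was at 0.144 ± 0.0848 CPM in mock-treated WT and 1.36 ± 0.347 CPM in mock-treated *hvatr.g*, a fold of 9.18 (edgeR adjusted p = 0.000329). *SGL.A* and *SGL.D* did not pass the threshold, with log2 fold changes of 0.70 (standard error 0.23, edgeR adjusted p = 0.0619) and 0.49 (standard error 0.15, edgeR adjusted p = 0.0521), and *BRCA1* had an edgeR adjusted p of 0.56. Of the 322 tested DDR genes, 7 were called higher and 2 lower in mock-treated *hvatr.g*, or 7 and 1 when adjusted over the list alone. That is 2.80% of the list against 8.52% of the other tested genes (one-sided Fisher's exact test for a larger share in the list, p = 1.00). Small rises were more common, with a log2 fold change above 0 in 216 of the 322 genes, a median of 0.13 and a limma fry p of 0.0259. Limma's camera test gave a p of 0.0107 with a preset correlation between genes and 0.329 with an estimated one. The fry p was 0.0510 without mock-treated WT replicate 1, 0.0888 without mock-treated WT replicate 3 and 0.0901 without mock-treated *hvatr.g* replicate 1, and ran from 0.00962 to 0.0901 over the alternatives set before the data were examined. Without mock-treated WT replicate 2 the number of DDR genes called was 14.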

The *hvatr.g* plants showed also up-regulation in genes of the DDR pathway like *SGL.C*, suggesting increased genome instability even at mock conditions. Furthermore, there was an up-regulation of the *MutS* homolog 5 (*MSH5*) that was implicated in mismatch repair in Arabidopsis^28^ and nucleotide excision repair and proteolysis associated factors *RADIATION SENSITIVE 23* (*RAD23*) and *CELL DIVISION CYCLE* (*CDC48*).

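*MSH5*, HORVU.MOREX.r3.1HG0068200, was at 0.141 ± 0.179 CPM in mock-treated WT and 2.29 ± 0.184 CPM in mock-treated *hvatr.g*, a log2 fold change of 4.00 (standard error 0.70, edgeR adjusted p = 0.00260). For *CDC48*, HORVU.MOREX.r3.2HG0105790, the change was larger, 7.26 (standard error 0.43, edgeR adjusted p = 5.37e-06), from 0.302 ± 0.0950 to 46.1 ± 19.8 CPM. *RAD23*, HORVU.MOREX.r3.6HG0569510, had 0 to 1 counts per library in mock-treated WT and 6 to 36 in mock-treated *hvatr.g*, which was too few for the filter on low counts. When tested without that filter it was called higher (edgeR adjusted p = 0.0147, and 0.0162 with DESeq2). Its fold is not given, because every mock-treated WT library had at most 3 counts. From *SGL.C* and the other DDR genes raised in mock-treated *hvatr.g*, the paper proposes that genome instability is increased in these plants even without zeocin.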

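In mock-treated *hvatr.g*, 7 of the 8 genes that Supplemental Dataset 3 lists under nicotianamine biosynthetic process were called lower than in WT, and 8 were when adjusted over the list alone, which was chosen on these libraries. Their median log2 fold change was -5.85, or -5.09 with the 4 genes of at most 3 counts in every *hvatr.g* library set to their bounds. The gene with the largest fitted fall, HORVU.MOREX.r3.4HG0415050, had 24 to 591 counts in mock-treated WT and 0 in every mock-treated *hvatr.g* library, at least 158-fold lower (edgeR adjusted p = 0.0216). The WT libraries differed widely for these genes, and the call of this gene was lost without mock-treated WT replicate 2 (edgeR adjusted p = 0.0505), mock-treated *hvatr.g* replicate 1 (0.0641) or mock-treated *hvatr.g* replicate 2 (0.0614), with a range of 3.34e-06 to 0.34 over the alternatives set before the data were examined. The number called was 4 without mock-treated WT replicate 2, 4 without mock-treated *hvatr.g* replicate 1 and 3 without mock-treated *hvatr.g* replicate 2. Limma-voom called 1 of the 8, and none could be tested where at least 10 counts were required in every library. The 8 genes share a description, and reads that similar copies share cannot be separated in the count table.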

The strongly down-regulated genes in *hvatr.g* were eight copies of *NICOTIANAMINE SYNTHASE* (Supplemental Dataset 2). These genes should be strongly expressed in roots, where it regulates intake of iron^29^. In rice it was shown to be under direct control of NAC-family proteins during drought stress^30^. The same pathway in rice up-regulates the expression of genes involved in membrane modification genes and transport^30^. Even more remarkable was the decrease in the expression of transmembrane transporters. Among the 71 down-regulated transmembrane transport-related genes, 25 are associated with the transport of nitrogen-based compounds (Supplemental Fig. 3B). 

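Supplemental Dataset 4 lists 27 genes for nitrogen transport or metabolism as lower in *hvatr.g*, and 25 of them had enough counts to test. All 25 had a negative log2 fold change under mock treatment, with a median of -1.60, and 22 were called lower, or 24 when adjusted over the list alone. The study chose the list on the mock-treated libraries, so this count is not independent evidence. The zeocin-treated libraries were not used to choose it. In these, 24 of the 25 genes were lower in *hvatr.g* than in WT, 17 were called lower, or 18 when adjusted over the list alone, and the median log2 fold change was -1.31.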

Comparison of up-regulated and down-regulated genes with products involved in nitrogen transport or metabolism, confirmed this further (example genes Supplemental Fig. 3A, full gene list Supplemental Dataset 4). 

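Supplemental Dataset 4 also lists 6 genes as higher in *hvatr.g*. All 6 were above 0 on the log2 scale under mock treatment, with a median of 1.37, and 3 were called higher, or 6 when adjusted over the list alone. DESeq2 called 6, and scaling by library size only, no filter on low counts and the replicate number as a block each called 5. In the zeocin-treated libraries 5 of the 6 were higher in *hvatr.g*, 4 were called, and the median log2 fold change was 1.18. The number called was 2 without zeocin-treated WT replicate 2, and 2 when at least 10 counts were required in every library.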

The most prevalent down-regulated genes in this group were *HIGH AFFINITY NITRATE TRANSPORTERS* and *NRT1/PTR FAMILY TRANSPORTERS* (6 genes each).

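The 6 high affinity nitrate transporter genes are the 6 genes of the nitrate transmembrane transport term, and their log2 fold changes under mock treatment ran from -5.54 to -1.51. Under zeocin treatment all 6 were again called lower in *hvatr.g*, with a median log2 fold change of -2.32, or -2.04 with the gene of at most 3 counts at its bound. Supplemental Dataset 4 describes 5 genes listed as lower as members of the NRT1/PTR family, of which 4 could be tested. All 4 were called lower under mock treatment, with a median log2 fold change of -2.29, and 3 under zeocin treatment, with a median of -1.91. Under mock treatment 2 were called without mock-treated *hvatr.g* replicate 2. When at least 10 counts were required in every library, 2 were called under mock and 1 under zeocin treatment.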

In summary, *hvatr.g* plants show a well notable pattern of transcriptional changes that includes a mix of DDR, transcriptional and translational responses. The groups of up- and down-regulated genes also indicate enhanced turnover of genic products from the transcription, through protein synthesis, modification and degradation.

### Differences in reaction to zeocin caused by *hvatr.g* mutation

To assess the DNA damage response in plants lacking the functioning ATR kinase, we looked on differentially expressed genes in zeocin and mock-treated *hvatr.g* plants. 

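In *hvatr.g*, zeocin treatment raised 336 genes and lowered 559 past both thresholds, with 1597 genes at an adjusted p under 0.05 and 4168 at an unadjusted p under 0.05. The libraries of the 2 treatments did not overlap in 894 of the 895 called genes. They did not overlap in 26.1% of all tested genes, where chance gives 10%. Among called genes without overlap, the largest fitted rises were in HORVU.MOREX.r3.3HG0254160, described as restriction of telomere capping protein 1, and HORVU.MOREX.r3.3HG0317920, described as a leucine-rich repeat receptor-like kinase. The log2 fold change of the former was 7.26 (standard error 0.32, edgeR adjusted p = 2.29e-07). The latter had 0 counts in every mock-treated *hvatr.g* library and 17 to 45 after treatment, at least 10.8-fold higher. The largest fitted falls were in HORVU.MOREX.r3.7HG0702430, described as a CBS domain protein, at least 14.4-fold lower, and HORVU.MOREX.r3.3HG0237320, described as a FAR1-related sequence, at least 11.8-fold lower.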

There were in total 424 genes up-regulated and 622 genes down-regulated in zeocin-treated compared to mock-treated *hvatr.g* plants (Fig. 7A, Supplemental Dataset 2, Supplemental Fig. 2). 

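In zeocin-treated *hvatr.g* the glutathione metabolic process genes had a median log2 fold change of 0.92 with 12 of 27 called higher, and the glutathione S-transferase genes one of 1.18 with 11 of 18 called. Among the glycosyltransferase genes 7 of 17 were called higher, with a median of 0.93. Without zeocin-treated *hvatr.g* replicate 3 these 3 numbers were 7, 6 and 3, and without mock-treated *hvatr.g* replicate 1 the last 2 were 7 and 3. Of the 32 genes listed under DNA replication, 6 were called higher and 24 lower, with a median of -1.59. In zeocin-treated WT these numbers were 6 and 13, with a median of -0.95, and 7 were lower without mock-treated WT replicate 2 and 8 without zeocin-treated WT replicate 1. The 322 tested DDR genes held 16 called higher and 18 called lower in *hvatr.g*, or 10.6% of the list against 3.35% of the other tested genes (one-sided Fisher's exact test, p = 7.68e-09). This p also takes genes as independent and overstates the evidence. When adjusted over the list alone 17 and 18 were called. The median log2 fold change of the DDR genes was -0.06 in *hvatr.g*, with 129 above 0 and 193 below, against 0.01 in WT.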

Gene enrichment analysis showed categories similar to those described in zeocin-treated WT plants (Supplemental Fig. 3). To filter for the ATR-specific responses, we visualized the data as Venn diagrams of genes with significantly changed expression by zeocin-treatment in WT and *hvatr.g* plants (Fig. 7B, Supplemental Dataset 5).

**Figure 7:**
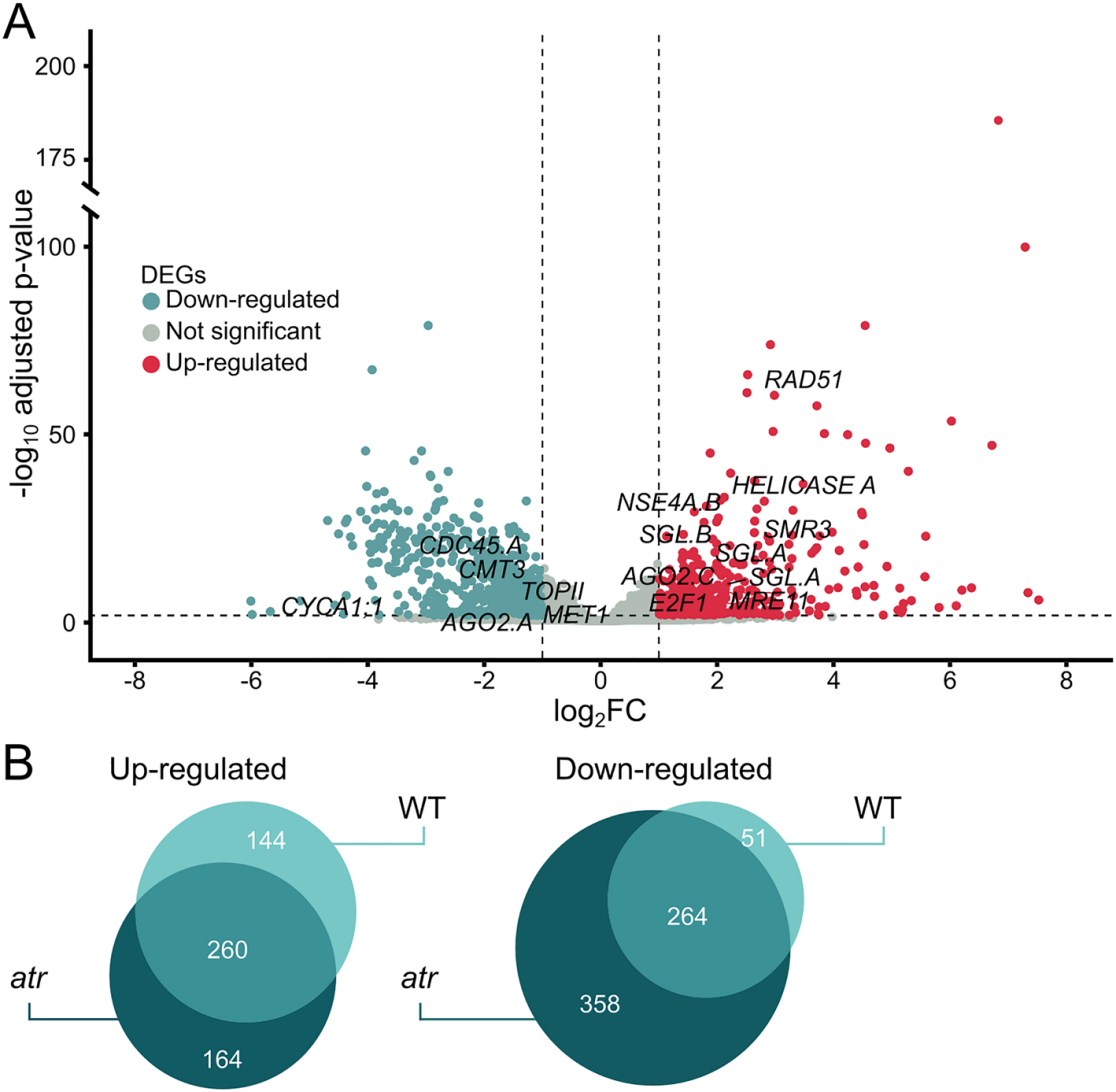
Response of *atr* mutant plants to zeocin treatment. (**A**) Volcano plot representing all genes differentially expressed in zeocin-treated versus mock-treated *atr* mutant plants. Horizontal dashed line indicates genes passing *P* < 0.05. Vertical dashed lines separate genes with log_2_ Fold Change ≤ − 1 (blue) or log_2_ Fold Change ≥ 1 (red). Specific marker genes were highlighted by names. (**B**) Venn diagrams showing differentially expressed genes after zeocin treatment in wild-type and *atr* mutant plants relative to the mock treatment of the same genotype.

The majority of zeocin-induced transcriptional changes in WT were ATR-independent with 260 genes up-regulated (64.4% out of 404) and 264 genes down-regulated (83.8% out of 315) (Fig. 7B, WT and overlap). This included all major up-regulated DDR genes related to SSB repair (*PARP*), translesion synthesis (*REV3*), direct hydrolysis (*TDP*) and HR (*MRE11, SGL.D, SGL.C, SMR3, RAD54, BRCA1, BCP1, BCP4, GMI1, NSE4.A*). Similarly, genes down-regulated by zeocin treatment in ATR-independent manner included many positive regulators of cell cycle, replication factors and histones (Supplementary Dataset 4). 

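By the thresholds used here, 203 of the 292 genes raised in WT were also raised in *hvatr.g* (69.5%), and 218 of the 235 lowered in WT were also lowered (92.8%). The median log2 fold change of the 203 shared raised genes was 2.31 in WT and 2.03 in *hvatr.g*. That of the 218 shared lowered genes was -1.43 in WT and -2.37 in *hvatr.g*. The number lowered in both genotypes was 143 without mock-treated WT replicate 2, 115 without zeocin-treated WT replicate 1 and 139 without zeocin-treated WT replicate 2. Together 1001 genes were called in at least 1 genotype, and 973 of these had the same direction in both.

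**Figure D2:**
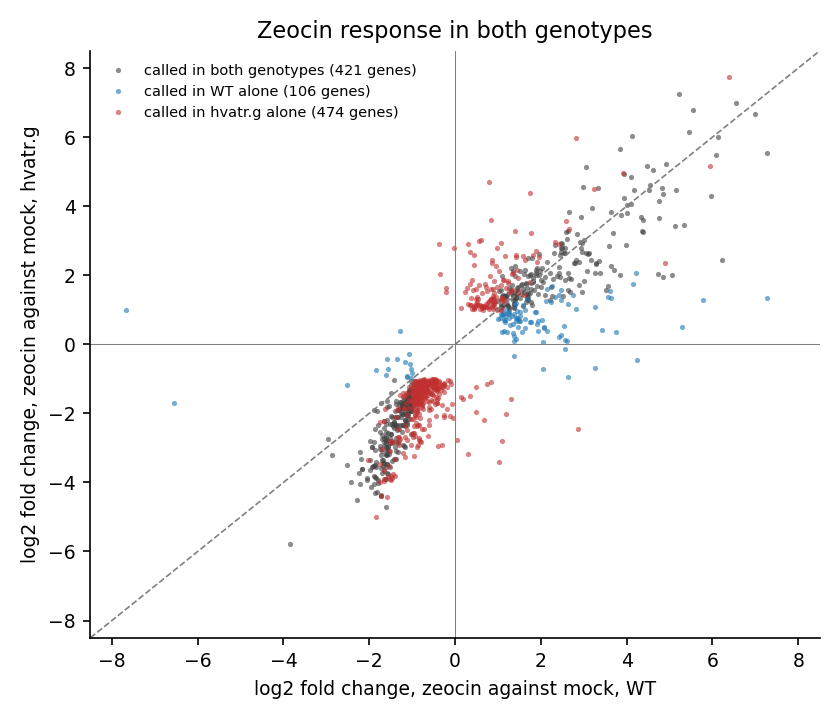
Log2 fold change after zeocin treatment in WT (horizontal axis) and in *hvatr.g* (vertical axis) for the 1001 genes called in at least 1 genotype, by whether they were called in both genotypes, in WT alone or in *hvatr.g* alone. The dashed line marks equal changes.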

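Most of the DDR genes raised in WT had a similar change in *hvatr.g*. The log2 fold changes in *hvatr.g* were 3.82 for *PARP2*, 2.12 for the other *PARP* gene, 1.78 for *REV3*, 2.36 for *MRE11*, 1.51 for *SGL.D*, 2.14 for *SGL.C*, 2.63 for *SMR3*, 1.65 for *BRCA1*, 1.37 for *BCP1* and 2.00 for *NSE4.A*. All of these were called, with edgeR adjusted p from 2.73e-05 to 0.00580, and the difference between the genotypes had an edgeR adjusted p of 0.791 for *SGL.C* and 1.00 for the others. *SGL.C* started from the raised level in mock-treated *hvatr.g*. *GMI1* was at least 13.2-fold higher (edgeR adjusted p = 0.00138). For *TDP*, the paper's files give 2 identifiers. HORVU.MOREX.r3.2HG0164790, which Supplemental Dataset 5 describes as tyrosyl-DNA phosphodiesterase 1, changed by 3.93 (standard error 0.30, edgeR adjusted p = 1.93e-05) in WT and 4.22 (standard error 0.30, edgeR adjusted p = 8.99e-06) in *hvatr.g*. HORVU.MOREX.r3.2HG0139330 had 89 counts in all and was not tested. *RAD54*, HORVU.MOREX.r3.6HG0617770, was not called in either genotype, with log2 fold changes of 0.86 (standard error 0.30, edgeR adjusted p = 0.213) in WT and 0.88 (standard error 0.30, edgeR adjusted p = 0.133) in *hvatr.g*.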

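In zeocin-treated *hvatr.g* 36 of the 37 cell cycle genes were called lower, with a median log2 fold change of -2.36, and all 37 were when adjusted over the list alone. All 15 genes of the term DNA replication that the study found lowered in WT were called lower in *hvatr.g*, with a median of -2.12. The 5 DNA helicase genes taken as MCM genes were all called lower, with a median of -1.73. *FAS1* changed by -2.84 (standard error 0.31, edgeR adjusted p = 0.000114) and *RPA70B* by -2.54 (standard error 0.28, edgeR adjusted p = 0.000114) on the log2 scale in *hvatr.g*.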

When looking on dependence of transcriptional change on ATR upon zeocin treatment, we found 144 up-regulated genes (35.6% out of 404) and 51 down-regulated genes (16.2% out of 315). 

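By the thresholds used here, 89 genes were raised (30.5% of the 292) and 17 lowered (7.23% of the 235) by zeocin in WT alone. The number raised in WT alone was 59 without mock-treated WT replicate 1, 38 without mock-treated WT replicate 2 and 42 without zeocin-treated WT replicate 1. The number lowered in WT alone ran from 7 without mock-treated WT replicate 2 to 30 without mock-treated WT replicate 3 or zeocin-treated WT replicate 3, and was 10 without zeocin-treated WT replicate 1, 11 without mock-treated *hvatr.g* replicate 2 and 10 without zeocin-treated *hvatr.g* replicate 2. It was 28 with the replicate number as a block. In *hvatr.g*, 83 of the 89 raised genes had a log2 fold change above 0, with a median of 0.75 against 1.67 in WT, and 10 of them had an adjusted p under 0.05. Of the 17 lowered genes 15 were below 0, with a median of -0.72 against -1.29 in WT. A call in WT and none in *hvatr.g* does not test the difference between them, so the difference itself was tested with the interaction of zeocin and genotype. Over all 26039 genes the interaction had an adjusted p under 0.05 in 0 genes (lowest edgeR adjusted p = 0.149), against 1120 at an unadjusted p under 0.05. DESeq2 gave 120 genes at an adjusted p under 0.05 and the edgeR fit without a filter on low counts 33. Adjusted over the 1001 genes called in either genotype alone, 255 genes passed, of which 39 changed more in WT and 216 more in *hvatr.g*. This number was 1.5e+02 without mock-treated WT replicate 1 and 164 without zeocin-treated WT replicate 1. It was 394 with no filter on low counts, and 494 with the replicate number as a block within each genotype, which was added after the data were seen. Among the 89 and 17 genes, 30 and 2 passed in this way. From the Venn diagrams (Fig. 7B), the paper concludes that most of the zeocin response in WT does not depend on ATR and that the genes changed in WT alone do.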

The DDR associated genes up-regulated in ATR dependent manner included *RECQ HELICASE 3 (RECQL3)* and *DNA POLYMERASE DELTA catalytic SUBUNIT 1* (*POLD1*). Both proteins are involved in processing lagging strand during replication where RECQL3 unwinds it and shows a substrate preference for nicked Holliday junctions^31^ and POLD performs its synthesis^32^.

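*RecQL3* was at 14.4 ± 2.07 CPM in mock-treated and 26.1 ± 3.74 CPM in zeocin-treated *hvatr.g*. The log2 fold change of 0.86 (standard error 0.19, edgeR adjusted p = 0.0167) was under the fold change threshold, and the difference from the change in WT was -0.24 (standard error 0.27, edgeR adjusted p = 1.00). *POLD1*, HORVU.MOREX.r3.6HG0541090, rose in WT from 1.44 ± 0.671 to 6.09 ± 3.58 CPM, a log2 fold change of 2.08 (standard error 0.44, edgeR adjusted p = 0.0229), and in *hvatr.g* by 0.46 (standard error 0.42, edgeR adjusted p = 0.74). The difference of -1.62 (standard error 0.61, edgeR adjusted p = 0.995) did not pass. The rise of *POLD1* in WT was not called without mock-treated WT replicate 1 (edgeR adjusted p = 0.0980), mock-treated WT replicate 2 (0.109), zeocin-treated WT replicate 1 (0.0667) or zeocin-treated WT replicate 3 (0.0658), nor with limma-voom (0.0552) or in the fit of the 6 WT libraries (0.127). Over all alternatives the adjusted p ran from 7.29e-05 to 0.127.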

Finally, the last category represented zeocin-induced transcriptional changes unique to *hvatr.g* plants. There were 358 such down-regulated genes among which dominated 67 histone genes of all types (2× *H1*, 17× *H2A* in different variants including two copies of *H2A.X* variant associated with marking the DNA damage sites, 17× x *H2B*, 5× *H3.1* and 26× *H4*). 

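Zeocin lowered 341 genes in *hvatr.g* alone by the thresholds used here, of which 326 were also below 0 in WT. Their median log2 fold change was -1.48 in *hvatr.g* and -0.80 in WT, and 92 of them had an adjusted p under 0.05 in WT. Among them were 73 histone genes. In WT, 42 of these 73 were lower at an adjusted p under 0.05 but fell by less than the fold change threshold. Without zeocin-treated WT replicate 3 the number of histone genes lowered in *hvatr.g* alone was 32. All 131 histone genes were called lower in zeocin-treated *hvatr.g*, with a median log2 fold change of -1.65. The difference between the genotypes was negative for all 131, with a median of -0.63. No single histone gene passed over all genes tested, 26 did when adjusted over the list alone, and 72 had an unadjusted p under 0.05. For the group the fry p was 0.0294, and 0.0847 after Benjamini-Hochberg adjustment over 14 lists. The unadjusted fry p was over 0.05 without 7 of the 12 libraries. Without zeocin-treated *hvatr.g* replicate 3, where it was highest, it was 0.0669. It was 0.0652 and 0.0615 without mock-treated WT replicates 1 and 2, 0.0575 without zeocin-treated WT replicate 3, and 0.0522, 0.0512 and 0.0522 without mock-treated *hvatr.g* replicates 1, 2 and 3. Over all alternatives it ran from 0.00885 to 0.0669.

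**Figure D3:**
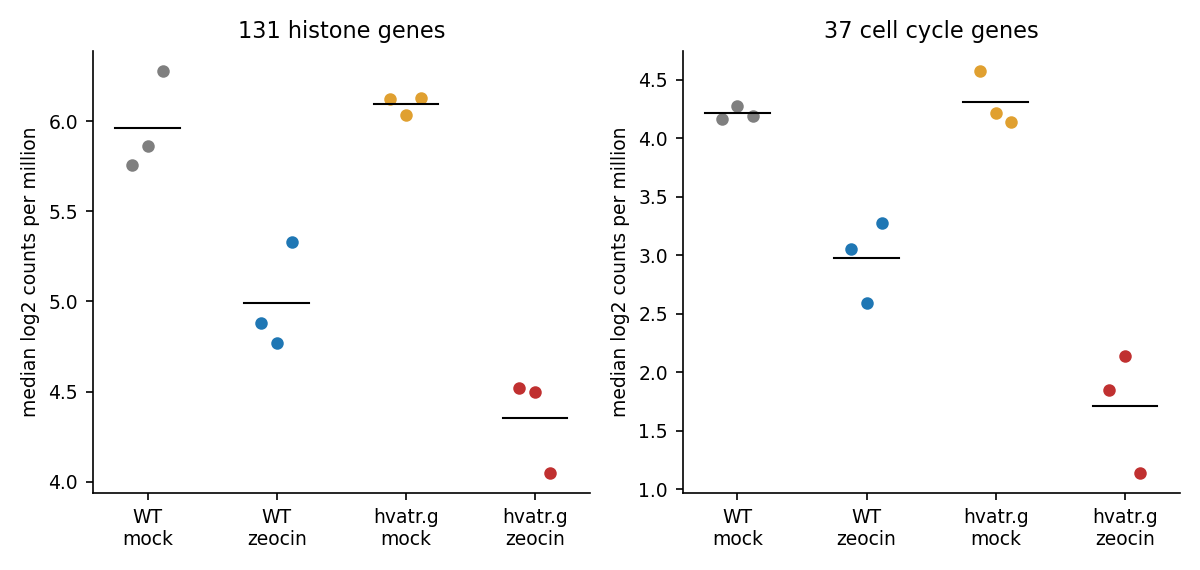
Median log2 CPM of the 131 histone genes and the 37 cell cycle genes in each of the 12 libraries, by genotype and treatment, with a black line at the mean of each group of 3. Zeocin-treated libraries lie below mock-treated ones in both genotypes, and further below in *hvatr.g*.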

The down-regulated replication factors included large subunit of DNA primase, *MCM3* and GINS complex subunit *PSF1*, and cell cycle genes *MAD2*, *AURORA KINASE 1.A* (*AUR1.A*) as well as microtubule-associated protein *TORTIFOLIA1*. 

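The DNA primase large subunit gene changed by -1.43 (standard error 0.19, edgeR adjusted p = 0.000389) on the log2 scale in zeocin-treated *hvatr.g*. *PSF1*, HORVU.MOREX.r3.1HG0073980, had a log2 fold change of -1.42 (standard error 0.24, edgeR adjusted p = 0.00270) in *hvatr.g* and -0.86 in WT. For *MAD2*, HORVU.MOREX.r3.2HG0176870, it was -1.15 (standard error 0.15, edgeR adjusted p = 0.000386) in *hvatr.g* and -0.78 (standard error 0.15, edgeR adjusted p = 0.0125) in WT. *TORTIFOLIA1*, HORVU.MOREX.r3.5HG0505730, had the largest change of these, -2.57 (standard error 0.29, edgeR adjusted p = 0.000148) in *hvatr.g* against -0.97 in WT. None of these 4 genes passed the test of the difference between the genotypes over all genes tested, where the edgeR adjusted p was 0.442 for *TORTIFOLIA1* and 1.00 for the others. *MCM3* and *AUR1.A* are not matched to an identifier in the paper's files and were not measured by name.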

From the DDR genes, we found significant down-regulation of *RECQL2* helicase, RecQ-mediated genome instability protein 1 (*RMI1*), two uncharacterized DNA ligases and *F BOX-LIKE17* (*FBL17*). 

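In zeocin-treated *hvatr.g*, *RECQL2.A*, HORVU.MOREX.r3.2HG0111650, had a log2 fold change of -1.03 (standard error 0.21, edgeR adjusted p = 0.00898) and *RMI1*, HORVU.MOREX.r3.2HG0163290, one of -1.42 (standard error 0.23, edgeR adjusted p = 0.00231). The second *RECQL2* copy, HORVU.MOREX.r3.4HG0354110, did not change (edgeR adjusted p = 0.979). *RECQL2.A* lost its call without mock-treated *hvatr.g* replicate 1, with a log2 fold change of -0.87, and without zeocin-treated *hvatr.g* replicate 3, with -0.91. It was -0.99 when scaled by library size only. The ligase gene HORVU.MOREX.r3.5HG0480450 changed by -1.24 (standard error 0.18, edgeR adjusted p = 0.000730). The other, HORVU.MOREX.r3.7HG0706640, changed by -1.70 (standard error 0.46, edgeR adjusted p = 0.0496), at the threshold, and was called without only 1 of the 6 *hvatr.g* libraries, zeocin-treated *hvatr.g* replicate 3. Its edgeR adjusted p was 0.14, 0.105 and 0.11 without mock-treated *hvatr.g* replicates 1, 2 and 3, and 0.20 and 0.18 without zeocin-treated *hvatr.g* replicates 1 and 2. It was 0.0510 with DESeq2's size factors and 0.0566 when scaled by library size only, within a range of 0.00527 to 0.20 over the alternatives set before the data were examined. *FBL17*, HORVU.MOREX.r3.5HG0433490, fell from 24.6 ± 4.27 to 9.31 ± 2.58 CPM in *hvatr.g*, a log2 fold change of -1.40 (standard error 0.18, edgeR adjusted p = 0.000421). In WT the log2 fold change was -0.77 (standard error 0.18, edgeR adjusted p = 0.0395), and the difference was -0.63 (standard error 0.26, edgeR adjusted p = 1.00).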

The FBL17 is interesting candidate as its loss of function mutant was identified in an *atr* phenotype suppressor screen in Arabidopsis and was described as *SUPPRESSORS OF ATR 1* (*SOAT*)^33^. When inspecting 164 genes up-regulated by zeocin treatment in *hvatr.g* and not in WT, we found *APURINIC ENDONUCLEASE-REDOX PROTEIN* (*ARP*) that is a major endonuclease involved in base excision repair (BER), RAD23 that has a role in NER and interacts with the 26S proteasome components, and also ESSENTIAL MEIOTIC ENDONUCLEASE 1B (EME1B) that is known to interact with endonuclease MUS81. 

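The thresholds used here gave 133 genes raised by zeocin in *hvatr.g* alone, of which 128 were above 0 in WT. The number was 85 without mock-treated *hvatr.g* replicate 1 and 64 without zeocin-treated *hvatr.g* replicate 3. *ARP* has 3 copies. *ARP.B*, HORVU.MOREX.r3.3HG0295150, changed by 0.99 (standard error 0.31, edgeR adjusted p = 0.0937) and *ARP.C*, HORVU.MOREX.r3.7HG0711830, by 0.45 (standard error 0.27, edgeR adjusted p = 0.503) in *hvatr.g*, and neither was called. *ARP.A*, HORVU.MOREX.r3.3HG0295140, had 35 counts in all and was not tested. The *RAD23* gene HORVU.MOREX.r3.6HG0557300 was called at 1.02 (standard error 0.26, edgeR adjusted p = 0.0358), just past the fold change threshold, against 0.57 in WT. It was not called without mock-treated *hvatr.g* replicate 1 (edgeR adjusted p = 0.148), mock-treated *hvatr.g* replicate 3 (0.126), zeocin-treated *hvatr.g* replicate 2 (0.0940) or zeocin-treated *hvatr.g* replicate 3 (0.19), nor in the fit of the 6 *hvatr.g* libraries (0.0582), and limma-voom put it at 0.98. The adjusted p ran from 0.00317 to 0.19 over the alternatives set before the data were examined. *EME1B.A*, HORVU.MOREX.r3.2HG0204920, changed by 1.15 (standard error 0.27, edgeR adjusted p = 0.0241) in *hvatr.g* and 0.90 (standard error 0.28, edgeR adjusted p = 0.128) in WT. Its call was lost without mock-treated *hvatr.g* replicate 2 (edgeR adjusted p = 0.102) or 3 (0.0986) and without zeocin-treated *hvatr.g* replicate 1 (0.0924), 2 (0.0555) or 3 (0.0678), and over the alternatives set before the data were examined the adjusted p ran from 0.000760 to 0.102. The difference between the genotypes had an edgeR adjusted p of 1.00 for *ARP.B*, *ARP.C*, this *RAD23* gene and *EME1B.A*.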

Up-regulation of these components indicates specific shift in the use of DDR pathways towards nucleolysis, BER and NER and in *hvatr.g* plants.

## Discussion

We established in vitro DNA damage treatment conditions for barley, generated a list of barley DDR genes including the *SOG1* and *SGL* family and performed transcriptomic analysis of WT and *hvatr.g* plants in response to zeocin treatments.

A protocol for efficient induction of DNA damage under controlled in vitro conditions is not well established for barley. Our initial attempts to treat whole sterilized barley seeds according to established protocols in Arabidopsis failed. The reasons were high frequency of fungal contamination, highly variable responses to chemical treatments and complexity of root phenotype (multiple roots emerging). Based on extensive testing and modifications, we propose a protocol using dissected mature embryos and their cultivation on solid media containing genotoxins. Dissecting embryos represents an additional and demanding experimental step, but it helped in several ways. First, it greatly reduced fungal contaminations that occurred on whole seeds, possibly due to the complex surface of barley seeds. Second, it excluded endosperm which provided energy for the germinating embryo, allowing for minimal contact of the roots with the zeocin-containing media. Third, the germination showed less variation between the individuals and the experiments.

To induce DNA damage, we applied zeocin, a phleomycin D1/bleomycin-type antibiotic with radiomimetic effects. While DSBs are commonly caused by radiomimetic drugs, and bleomycin has been shown to induce DNA fragmentation^34^, research also revealed that only about 10% of DNA alterations caused by bleomycin involve both strands, and within this percentage, only a fraction are actual DSBs^35^. The ratio of SSBs to DSBs caused by bleomycin varies depending on concentration and chromatin compaction, ranging from 3:1 to 20:1^18,36,37^. Presence of both DSBs and SSBs was confirmed on DNA from bleomycin-treated barley root tissues via Comet assays^38^. Therefore, zeocin is a relatively broad-spectral DNA damage inducer that can potentially serve as a genotoxin for testing sensitivity of a wide range of DDR mutants. Induction of SSBs and to a lower extent also other non-DSB types of DNA damage by phleomycin type antibiotics^27^ also justifies use of these chemicals for treatments of *atr* mutants. Although we did not assess the amount of DNA-SBs directly in our experiments, inhibitory effects of zeocin treatments on plant growth and root tissue differentiation indicated that it was effective already at the lowest applied dose (100 µg/ml). This was further supported by up-regulation of the DDR marker genes *BRCA1* and *RAD51*. The effects on the shoot were less prominent, most likely because they were not in a direct contact with the drug-containing media.

Analysis of ATR mutant plants confirmed shorter but more seminal roots in *hvatr.g* compared to WT^21^. This is a principal difference compared to phenotypic analysis of dicots, where the primary root offers a simple proxy for the plant growth under both mock and genotoxic stress conditions. The exact reason for this phenotype is unclear but we propose several speculative models to it. Presumed replication-coupled defects in *hvatr.g* mutant plants might shift the ration between the root elongation by active cell division versus initiation of the new roots. In wild-type plants, formation of too many new roots might be suppressed via interaction of ATR with the factors that integrate DDR with cell cycle such as SOG1 and WEE1^7,39,40^. Yet another mechanism might include metabolic problems because *hvatr.g* plants exhibited a down-regulation of transmembrane transport genes, most notably the nitrate and nitrogen-compound transporters. 

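The copy of Supplemental Dataset 2 used here holds 1533 of its rows, with 8 genes described as expansins, of which 7 could be tested. All 7 were called lower in mock-treated *hvatr.g* than in WT, with log2 fold changes from -4.40 to -2.64 and a median of -3.07. Under zeocin treatment all 7 were called lower as well, with a median of -2.95. Zeocin itself changed none of them in either genotype, with 0 at an unadjusted p under 0.05 in both. The 7 genes were chosen from the study's own list of changed genes.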

We also observed down-regulation of 13 *EXPANSIN* genes, which could potentially impact cell growth and root number in *hvatr.g* plants. *EXPANSINS* were part of a root number quantitative trait locus in barley, although no specific gene was conclusively confirmed as the causative factor^41^. We also searched for misregulated genes known to be involved in barley root development. 

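*PME5*, HORVU.MOREX.r3.2HG0189320, had 10 to 78 counts per mock-treated WT library and 2 to 22 per mock-treated *hvatr.g* library. Its log2 fold change of -2.72 (standard error 1.07, edgeR adjusted p = 0.113) did not pass the threshold.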

The only such candidate was down-regulated *PME5* (*PECTINESTERASE 11*), which has previously been linked to root length regulation^42^. However, to answer this in an unbiased way, a complex forward-directed suppressor screen would have to be carried out in the *hvatr.g* background, seeking double mutants that restore wild-type-like phenotype.

Genome-wide transcriptomics upon DNA damage proved useful in exploring plant DDR^7,22,43^. Therefore, it was interesting to observe transcriptional changes upon zeocin treatment in barley. A prominent effect was a response to oxidative stress. This is consistent with the notion that bleomycin type antibiotics, including zeocin, mediate production of superoxides and free oxygen radicals^44,45^. The upregulated enzymes included GSTUs and UGTs that use glutathione to detoxify reactive oxygen species. Glutathione is a buffer protein used against redox active molecules. In plants, some GSTUs have also strong antioxidative roles, with some classes of GSTU having peroxidase activity^46^. Furthermore, UGTs catalyze activation reactions of most secondary metabolites, including antioxidative molecules by addition of sugar moieties^47,48^.

Many zeocin-induced transcriptional changes included genes directly or indirectly associated with the cell cycle and cell division. The down-regulation of *CYCs* and *CDKs* indicated an inhibition of regular cell cycle progression. Presence of DNA damage generally leads to a halted cell cycle to gain time necessary for the repair^49^. A strong down-regulation of core histone genes and replication factors indicated reduced DNA synthesis. Many histone genes reach the peak of expression during S phase, when massive amounts of histones are needed for packaging of newly synthetized DNA. Interestingly, the down-regulation included also two DDR-associated *H2A.X* histone variant genes. Phosphorylated form of H2A.X (γH2A.X) marks the sites of active DNA damage repair^50^. Because H2A.X is present at specific genomic positions under non-DNA damaging conditions^51^, it likely that *H2A.X* is transcriptionally-regulated in the cell cycle stage-dependent manner. Our data suggest (indirectly) that the H2A.X response to DNA damage occurs at the level of post-translational modifications. An obvious consequence of the response at the protein rather than transcriptional level would be a faster reaction time. This could be important in order to pause cell cycle and start the repair before more damage occurs either directly by the mutagen or indirectly by continuation of regular cellular processes. The second prominent trend indicated a shift from mitotic cycling towards endoreduplication. Endoreduplication is a modified cell cycle where G2 phase is followed by another S-phase instead of mitosis^52^. Endoreduplication is part of a standard plant developmental program but can be alleviated by stress^39,53^. In Arabidopsis, the process is controlled by the KIP-RELATED PROTEINS (KRPs) and SIAMESE-RELATED proteins (SMRs), where the first promote mitosis while the latter endoreduplication^54^. We found zeocin-induced up-regulation of barley *SMR3*. In Arabidopsis, SMRs suppress mitosis by repressing A and B type CYCs and B type CDKs and number of these factors was downregulated by zeocin treatment in barley. The other SMR activity is to promote endoreduplication cycle by suppressing expression in the signaling cascade consisting of CYCDD, CDKA, RBR1, E2Fs and FBL17 and leading to KRPs^54^. In barley, we found transcriptionally down-regulated ERF factor *DEL1* and *FBL17*. Barley plants show generally low levels of endoreduplication in somatic tissues under normal conditions but the frequency is higher in specialized tissues such as some endosperm developmental stages^20^. Interestingly, there was a significant increase in the frequency of endoreduplicated nuclei in the roots of zeocin-treated plants. This is in agreement with the molecular signatures in our RNA-seq analysis and suggests that barley performs adjustments to its cell cycle in responses to genotoxic stress via evolutionarily conserved SMR-dependent pathway.

To focus RNA-seq on DDR components, we created list of barley DDR genes using protein homologies with Arabidopsis candidates^22^. Through selection, filtering and manual curation steps, we identified 421 barley candidates. Some, like the barley *BRCA1* homolog had lower similarity to Arabidopsis and were added manually. The list also included homologs of Arabidopsis DDR response master regulator *SOG1*, and its closely related genes *ANAC044* and *ANAC085*^26,55^. We found five members of this family in barley. Comparisons with rice and maize suggested that SOG1 is a single copy gene in barley. In contrast, the other four family members clustered with one clade with the Arabidopsis ANAC044, ANAC085 and rice SGL. This suggested that these copies represent barley *SGLs*. Interestingly, *SGLs* were more transcriptionally responsive to zeocin-induced DNA damage than SOG1 in barley. This aligns with Arabidopsis, where SOG1 shows minimal transcriptional changes to DNA damage, but ANACs are up-regulated^7^, and indicates an evolutionarily conserved regulation of SOG1 at the protein level and *SGLs* at the transcriptional level during DDR. Other up-regulated genes included several DNA damage repair factors and positive regulators of HR including *RAD51*, *BRCA1*, *RecQL3*, *NSE4.A*, *GMI1*, or *BCP1*.

Transcriptomic data of *hvatr.g* showed activated DDR even under the mock conditions, consistent with previous findings of increased DNA damage in non-treated *hvatr.g* plants^21^. Up-regulated factors indicated greater utilization of mismatch and NER pathways in ATR mutants. Notably, moderately up-regulated genes in *hvatr.g* included *RAD23* and *CDC48*. RAD23 is connected to proteolysis helping with the cell-cycle progression and stress response^56^. In yeast, Rad23 recognizes a complex of Cdc48 and Ubiquitin ligase E4, facilitating proteasomal degradation. Plant CDC48 homologs have similar roles in protein degradation^57^. The enrichment of genes involved in ubiquitinilation, along with down-regulation of E2 Ub-conjugating enzymes and RGLG2 Ub-ligase E3 in *hvatr.g*, suggests increased protein turnover. Alternatively, elevated CDC48 expression may contribute to methionine metabolism for cell defense in the nicotineamine pathway or facilitate de-condensation of centromeric heterochromatin and/or activation of rDNA genes as observed in Arabidopsis. These pathways potentially have support from other upregulated genes. Notably, *FBL17* was down-regulated in *hvatr.g*, and Arabidopsis *FBL17* mutants were identified as *SUPPRESSORS OF ATR 1* sensitivity phenotype^33^, indicating a transcriptional regulatory feedback loop between ATR and FBL17.

Besides of the obvious transcriptional differences between *hvatr.g* and wild-type, it has to be noted that vast majority of the transcriptional response between both genotypes remained unchanged. This is most likely due to a partial functional redundancy of plant ATM and ATR kinases as described in Arabidopsis^58^. Therefore, a barley *atm atr* double mutant would be needed to uncover the whole spectrum of genes controlled by these key DDR kinases. Alternatively, analysis of barley *sog1* mutant might be methodologically easier and possibly even more informative option^7,8^

In conclusion, our study indicates that barley exhibits a conserved response to chemically-induced DNA-SBs. We observed molecular signatures of oxidative stress response, that is consistent with the zeocin expected mode of action and responses to both DNA single and double strand breaks. We also identifies some genes that could be possible targets of modifying mitotic division and endoreduplication in barley. This study offers valuable resources for further detailed investigations into barley's DDR, its associations with other stresses, and plant development.

## Materials and methods

### Plant materials and growth conditions

We used barley cultivars Golden Promise and Sebastian (WT), and *hvatr.g* TILLING mutant allele of *ATR* (HORVU.MOREX.r3.7HG0748510) gene^21^. In vitro plant cultivation was done in an air-conditioned phytochamber with a long day regime (16 h light, 150 µmol m^−2^ s^−1^, 21 °C, 8 h dark, 19 °C). Plants used for seed production were grown in the climate-controlled phytotron under long day conditions (16 h light, 150 μmol m^−2^ s^−1^, 15 °C, 8 h dark, 13 °C, 65% humidity). Plant materials used in this work are a part of cultivated cereal varieties and were not resourced in field. Golden Promise (Acc. No. HOR 16645) is available at the Leibniz Institute of Plant Genetics and Crop Plant Research, IPK, Genebank, Gatersleben, Germany and Sebastian (Acc. No. 03C0602773) at the Germplasm Resource Information Network (GRIN), Prague, Czech Republic. Mutant *hvatr.g* is available at *Hor*TILLUS (*Hordeum*—TILLING—University of Silesia) database upon request from M.S. Experimental research on plant material in this study, including its collection, complied with the relevant institutional, national, and international guidelines and legislation.

### DNA damage assays

Barley seeds were surface sterilized with 70% ethanol (v/v) for 5 min, followed by 10 min treatment with 8% sodium hypochlorite (v/v) and final triple wash with ddH_2_O. Sterilized seeds were imbibed overnight in sterile water at 4 °C in dark. The following day, embryos were carefully excised under binocular in a sterile laminal flow-hood from the seeds and placed scutellum side down on ½ MS medium with 0.6% agarose (w/v) or medium supplemented with zeocin (ThermoFisher Scientific, Cat. no. R25001) in 107 × 94 × 96 mm boxes (Duchefa, Cat. no. S1686). In place of a lid, another container was sealed to the one containing medium with embryos with a parafilm (total height 192 mm). Containers were placed in a phytochamber (Percival Scientific) and plants were grown for 14 days after which they were carefully pulled out of the medium for measurements. All the measurements were completed using the ImageJ plugin SmartRoot^59^. Experiments were performed in three biological replicates. For testing the different concentrations of zeocin required for wild-type barley (*cv.* Golden Promise) phenotypic response each replicate contained 18–20 individual plants. In the DNA damage assays comparing the phenotypic response to zeocein of *hvatr.g* and wild-type *cv.* Sebastian, each replicate had 9–10 plants per genotype. Statistical significance was tested with One-way ANOVA with post hoc Tukey HSD in Minitab (www.minitab.com).

### Propidium iodide staining and root microscopy

Barley plants *cv.* Golden Promise grown for seven days on a control or 100 μg/ml zeocin media were used to assess root morphology at microscopic level. Three representative plant samples were chosen for imaging. The whole root was stained by pseudo-Schiff propidium iodide staining as described (Coiro and Truernit^60^). Incubation with propidium iodide and Schiff reagent lasted for 48 h. Following the overnight incubation with chloral hydrate solution roots were mounted on glass in water. Imaging was performed using Leica TCS SP8 STED3X confocal microscope (Leica Microsystems, Wetzlar, Germany), equipped with an HC PL APO CS2 10×/0,4 DRY objective, hybrid detectors (HyD), and the Leica Application Suite X (LAS-X) software version 3.5.5 with the Leica Lightning module (Leica, Buffalo Grove, IL, USA). For propidium iodide acquisition, laser excitation at 534 nm and emission at 550–730 nm were used. The maximal projection pictures were constructed from aligned Z-stack images of approximately 250–300 μm steps, containing 45 individual optical sections. The images were post-processed by Leica Lightening software module.

### Flow-cytometry

The nuclear ploidy measurements were done on 20 Golden Promise plants grown from dissected embryos for seven days on solid ½ MS medium with or without 300 μg/ml zeocin. Two to three root apical meristems from each individual plant were chopped using a razor blade directly into 500 ml Otto I buffer (0.1 M citric acid, 0.5% Tween 20 v/v). Nuclei suspension was filtered through a 50 µm nylon mesh into a fresh tube, mixed with 1 ml of Otto II buffer (0.4 M Na_2_HPO_4_ × 12H_2_O) containing 2 μg DAPI (4′,6-diamidino-2-phenylindole) fluorescent stain. Ploidy was measured on a Partec PAS I flow cytometer with WT barley leaf tissue as a standard. Statistical significance was assessed by a two-sample T-Test in Minitab.

### Reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

Golden Promise seeds were surface sterilized, embryos dissected, and grown on ½ MS medium with 0.6% agarose. After 7 days, young seedlings were moved to liquid ½ MS medium without or with zeocin (300 μg/ml). Sampling was performed at strict time points 0.5, 1 and 6 h after the beginning of treatment. All root apical meristems (RAMs) from a single plant were dissected and flash-frozen in liquid nitrogen. Three plants were taken for each treatment and stored until use at − 80 °C. RNA extraction was performed by RNeasy Mini Kit (Qiagen, Cat. no. 74104) according to manufacturer’s instructions with on column DNAse I treatment. cDNA was constructed with RevertAid H Minus First Strand cDNA Synthesis Kit (Thermo Scientific™, Cat. no. K1631). The qPCR was performed with the HOT FIREPol® EvaGreen® qPCR Mix Plus (Solis BioDyne, Cat. no. 08-24-205 0000S) in CFX96 Touch Real-Time PCR Detection System (BioRad). Mann–Whitney U-test was performed in Minitab to assess statistical significance of the data.

### RNA-sequencing

Plant material for RNA-sequencing was prepared similarly to RT-qPCR experiments with following modifications: 500 μg/ml zeocin treatment was applied for 6 h. Genotypes used were wild-type *cv.* Sebastian and mutant *hvatr.g*. Quality of the total RNA was checked on BioAnalyzer 2100 with RNA 6000 Pico Chips (Agilent) and samples with RNA integrity number > 8.1 were processed further. RNA sequencing was performed in three biological replicates for every experimental point at Novogene (UK) Company Limited using 150 bp paired-end protocol. At least 60 million paired-end reads were produced for each sample. The sequencing reads were deposited at Gene Expression Omnibus under ID GSE235051.The raw reads were trimmed using Trim Galore v.0.4.1 (www.bioinformatics.babraham.ac.uk/projects/trim_galore) and aligned to the 3rd version of reference genome of the *H. vulgare* cv. Morex^61^ using HiSat2 v.2.1.0 genomic mapper^62^. Aligned reads were assigned to the genes according to the genome annotation using Subread v.1.5.2 software^63^ and raw read counts were normalized to TPM expression levels. Differential expression analysis was performed using DESeq2 v.1.38.3 package^64^ in R v.4.2.2 software (www.r-project.org). DEGs were identified according to the Benjamini–Hochberg FDR-adjusted *p*-value (< 0.05).

### GO Term enrichment analysis

For the assessment of Gene Ontology an online tool gProfiler was used (www.biit.cs.ut.ee/gprofiler/gost). The tool uses g:SCS algorithm for correction of *p*-values. Output was manually curated to filter out redundant GO terms.

### Identification of DNA damage response and repair genes in barley

The amino acid sequences of 321 Arabidopsis DNA damage repair genes^22^ were BLASTed^65^ to the set of 83,661 barley genes^66^. Subsequently, all barley candidates were BLASTed back to Arabidopsis to confirm best similarity. The candidates confirmed in both directions of reciprocal BLAST were taken for further analysis. They were filtered by the BLAST E-value (≤ 0.01), comparison of protein lengths, and alignment lengths (40% and more was accepted for both parameters).

### Phylogeny

The amino acid sequences of NAC domains found in *A. thaliana* SOG1, ANAC044, ANAC85, ANAC005, ANAC006; *Oryza sativa* SOG1, SGL, *Zea mays* NACTF99, NACTF08, and *Hordeum vulgare* HORVU.MOREX.r3.2HG0175540 (*SGL.B*), HORVU.MOREX.r3.2HG0175550 (*SGL.C*), HORVU.MOREX.r3.2HG0175560 (*SGL.D*), HORVU.MOREX.r3.6HG0590960 (*SGL.A*), HORVU.MOREX.r3.7HG0670800 (*SOG1*) were retrieved from The Arabidopsis Information Resource (TAIR, www.arabidopsis.org), The Rice Annotation Project Database (RAP-DP, www.rapdb.dna.affrc.go.jp), Maize Genetics and Genomics Database (www.maizegdb.org) and BARLEX (www.barlex.barleysequence.org) databases respectively, all accessed on May 2nd, 2023. The alignments of proteins were performed in MEGA software (www.megasoftware.net) using MUSCLE. Prepared alignments were graphically shown using SnapGene (www.snapgene.com), amino acids were highlighted based on consensus sequence and their physicochemical properties. The maximum likelihood phylogeny reconstruction was computed with MEGA using bootstrap method with 1000 iterations. The substitution model used was JTT with gamma distributed rates with five categories (+G).

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Figures.

## Data Availability

The datasets presented in this manuscript can be found in the text and figures, supplementary materials and RNA-seq reads were deposited in the NCBI Gene Expression Omnibus online repository under the number: GSE235051. The following barley genes and/or their products were mentioned in this study: *ASF1B* (HORVU.MOREX.r3.1HG0084850), *ATR* (HORVU.MOREX.r3.7HG0748510), *BARD1* (HORVU.MOREX.r3.2HG0181390), *BCP1* (HORVU.MOREX.r3.6HG0554520), BRCA1 (HORVU.MOREX.r3.1HG0078370), CAX5 (HORVU.MOREX.r3.4HG0337640.1), CDC48 (HORVU.MOREX.r3.2HG0105790, HORVU.MOREX.r3. 2HG0105790), CDKB1;2 (HORVU.MOREX.r3.5HG0463930), CDKB2;2 (HORVU.MOREX.r3.4HG0384440), CHR1.B (HORVU.MOREX.r3.4HG0338270), CMT3 (HORVU.MOREX.r3.6HG0628050), CYC6B (HORVU.MOREX.r3.3HG0301080), CYCA1.A (HORVU.MOREX.r3.3HG0249410), CYCA3;1.A (HORVU.MOREX.r3.4HG0342640), CYCB1;2.A (HORVU.MOREX.r3.3HG0259030), CYCB1;2.B (HORVU.MOREX.r3.1HG0069480), CYCB1;2.C (HORVU.MOREX.r3.3HG0295540), CYCB1;3.A (HORVU.MOREX.r3.1HG0069490), CYCB1;3.A (HORVU.MOREX.r3.1HG0069550), CYCB2;3.B (HORVU.MOREX.r3.7HG0751620), CYCD3;3 (HORVU.MOREX.r3.5HG0467900), FAS1 (HORVU.MOREX.r3.5HG0501270), FBL17.A/SOAT1 (HORVU.MOREX.r3.5HG0433490), GMI1 (HORVU.MOREX.r3.1HG0058570), MET1 (HORVU.MOREX.r3.2HG0151710), MRE11 (HORVU.MOREX.r3.7HG0715110), MSH5 (HORVU.MOREX.r3.1HG0068200), NICOTIANAMINE SYNTHASE (HORVU.MOREX.r3.4HG0415050), NSE4.A (HORVU.MOREX.r3.7HG0724600), PME5 (HORVU.MOREX.r3.2HG0189320.1), RAD23 (HORVU.MOREX.r3.6HG0569510), RAD51 (HORVU.MOREX.r3.7HG0721560), RecQL 3 (HORVU.MOREX.r3.6HG0620770), RGLG2 (HORVU.MOREX.r3.7HG0677600), RPA1A (HORVU.MOREX.r3.6HG0620000), RPA2.K (HORVU.MOREX.r3.6HG0597130), RPA70C.C (HORVU.MOREX.r3.1HG0021720), SGL.A (HORVU.MOREX.r3.6HG0590960), SGL.D (HORVU.MOREX.r3.2HG0175560), SGL.C (HORVU.MOREX.r3.2HG0175550), SGL.B (HORVU.MOREX.r3.2HG0175540), SOG1 (HORVU.MOREX.r3.7HG0670800), TFIIB (HORVU.MOREX.r3.1HG0079200), TFIIIA (HORVU.MOREX.r3.6HG0548800), UBC2 (HORVU.MOREX.r3.5HG0517500), Ub-LIGASE E3 (HORVU.MOREX.r3.3HG0229520), VIM1 (HORVU.MOREX.r3.1HG0000630). Additionally, the following non-barley genes and/or their products were mentioned in this work. The Arabidopsis ANAC044 (AT3G01600), ANAC085 (At5g14490), SOG1 (AT1G25580). The rice (*Oryza sativa*) SOG1 (Os06g0267500) and SGL (Os02g0594800) and the maize (*Zea mays*) NACTF99 (Zm00001eb280480) and NACTF8 (Zm00001eb280490).

# Supplementary material for: Zeocin-induced DNA damage response in barley and its dependence on ATR
**Source:** Sci Rep. 2024 Feb 7;14:3119. doi: 10.1038/s41598-024-53264-0
**Supplement:** Supplementary file 6 — Supplementary Figures.

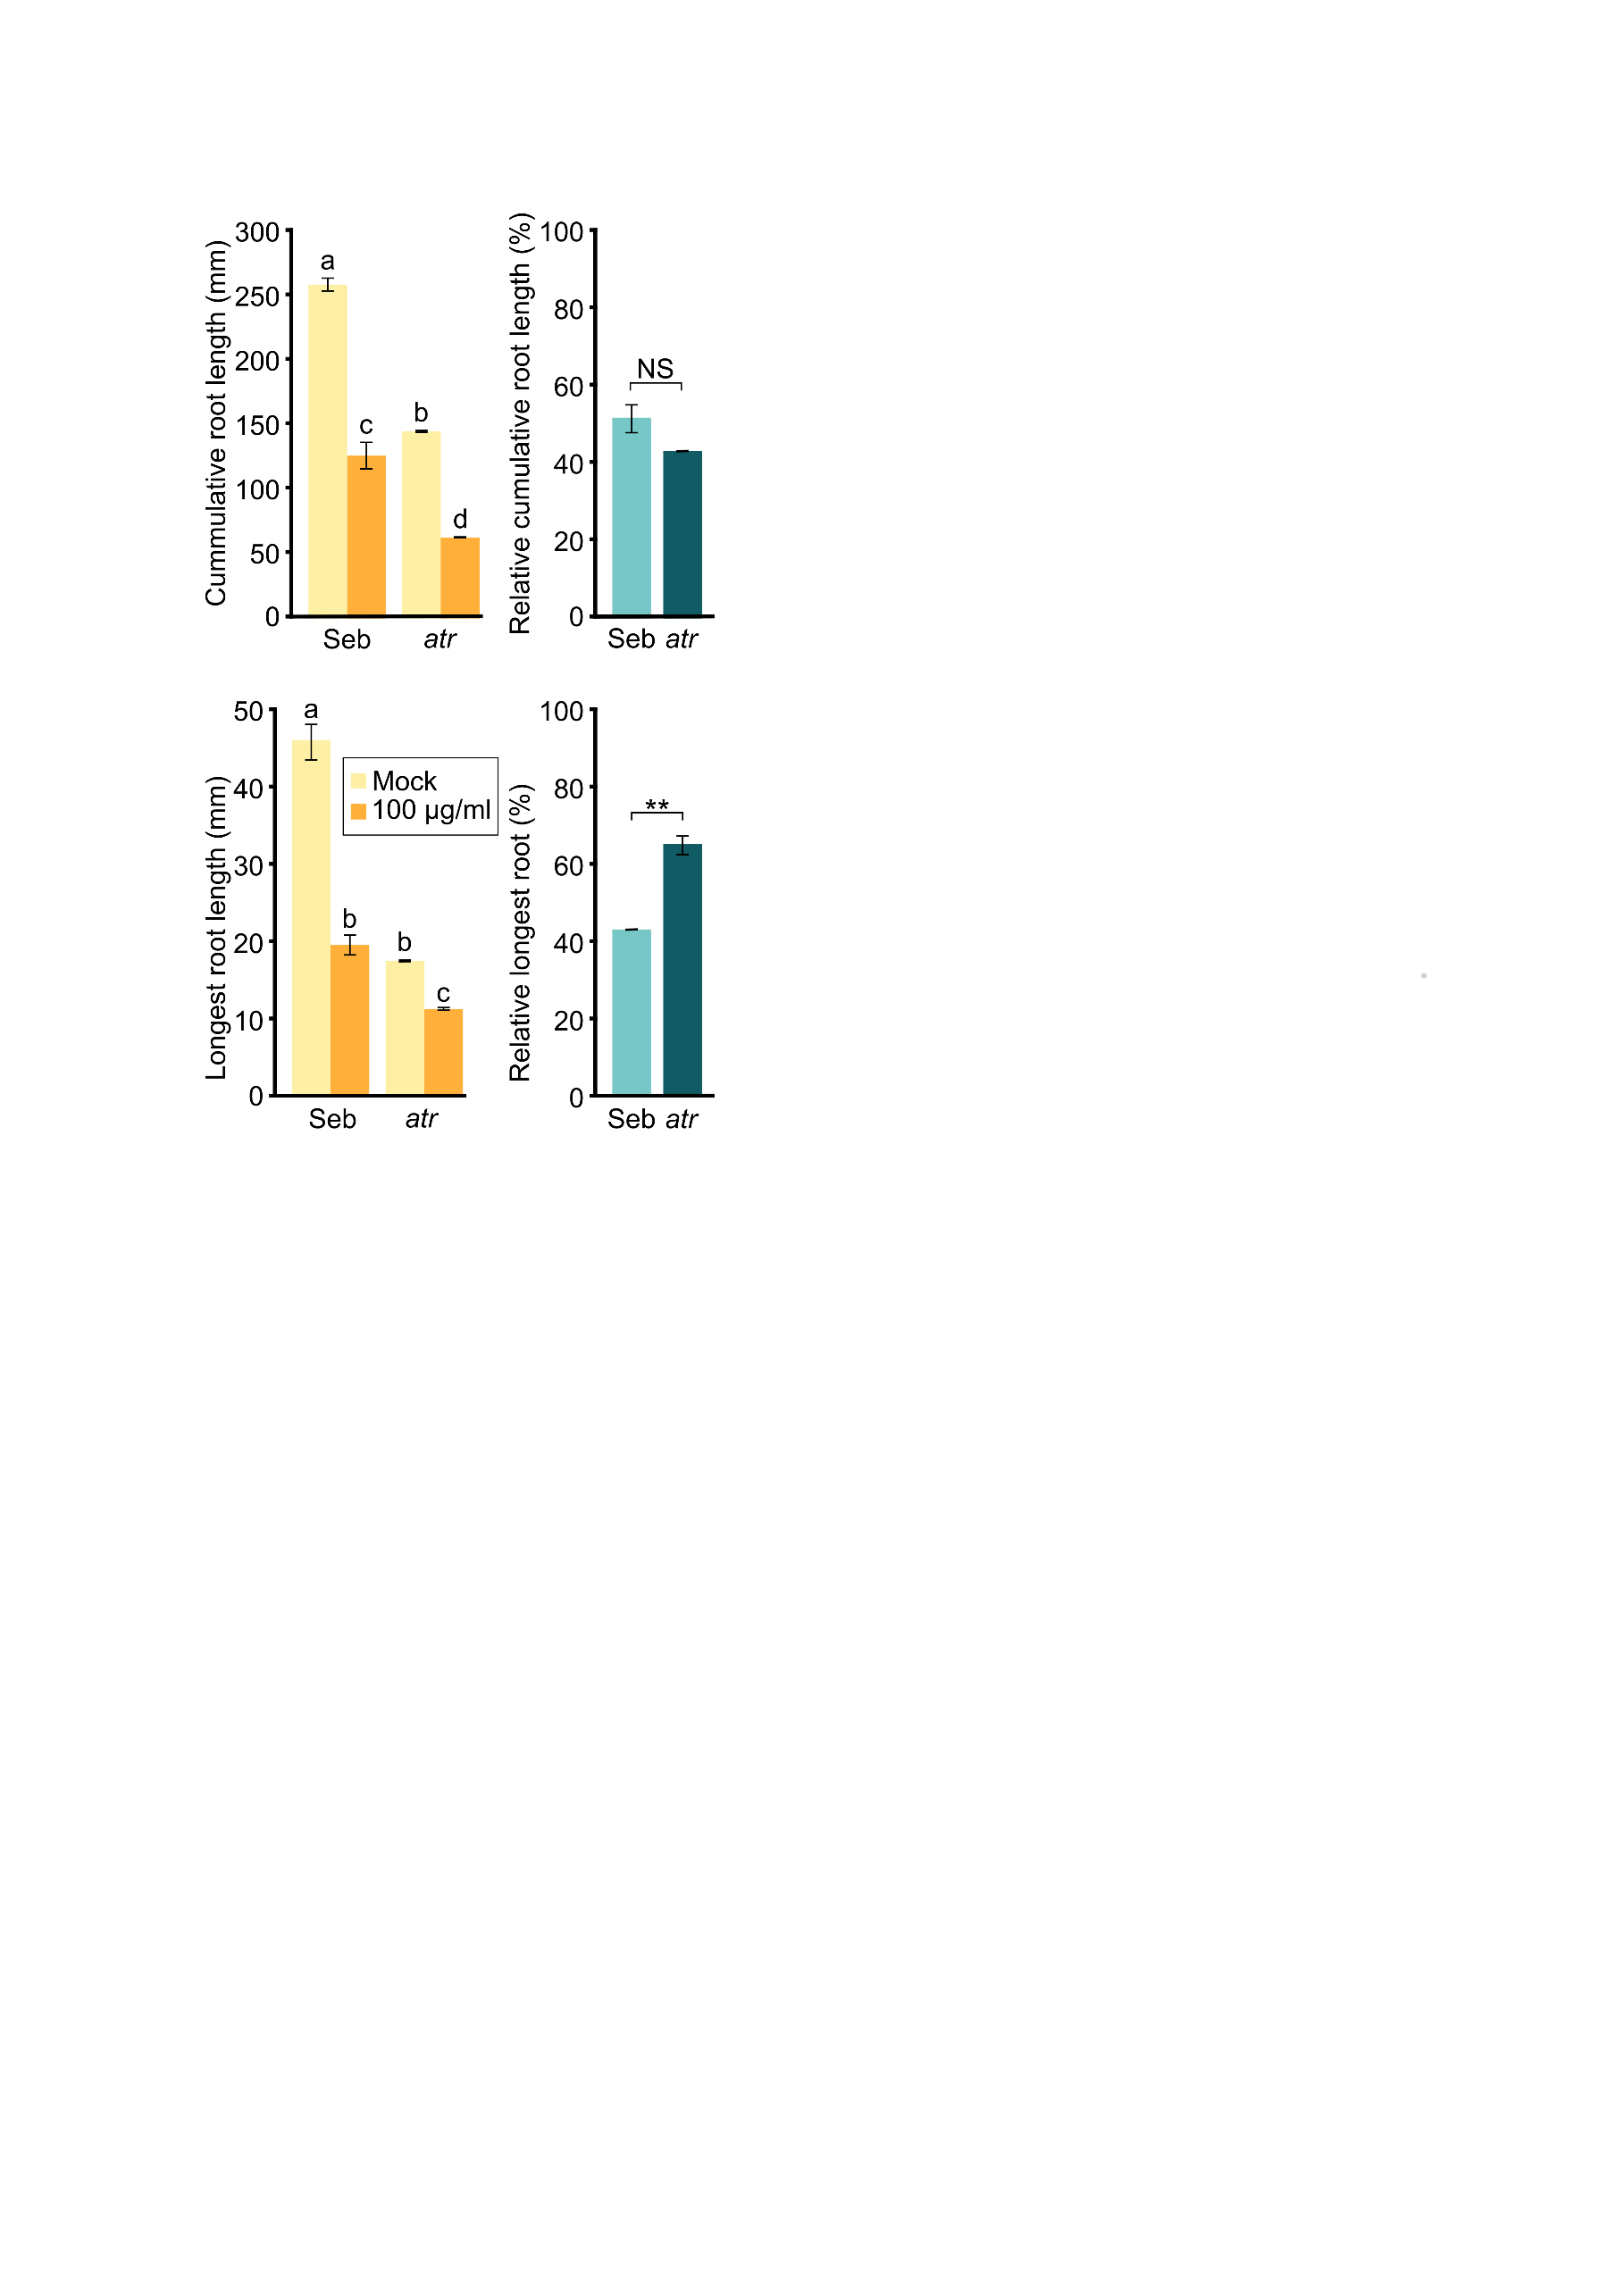

**Supplemental Figure 1**: Measurements of additional phenotypic traits showing the effect of zeocin treatment on Seb and *atr* plants’ growth. Error bars indicate the standard deviation between the means of three biological replicates. For the absolute values represented the letters above columns indicate similarities between samples. The same letters indicate samples that were not significantly different in one-way ANOVA with *post-hoc* Tukey’s test (*P* < 0.05). For the assessment of the statistical significance of the relative values the to-sample T-test was used, * *P* < 0.05, ** *P* < 0.01

**Supplemental Figure 1**

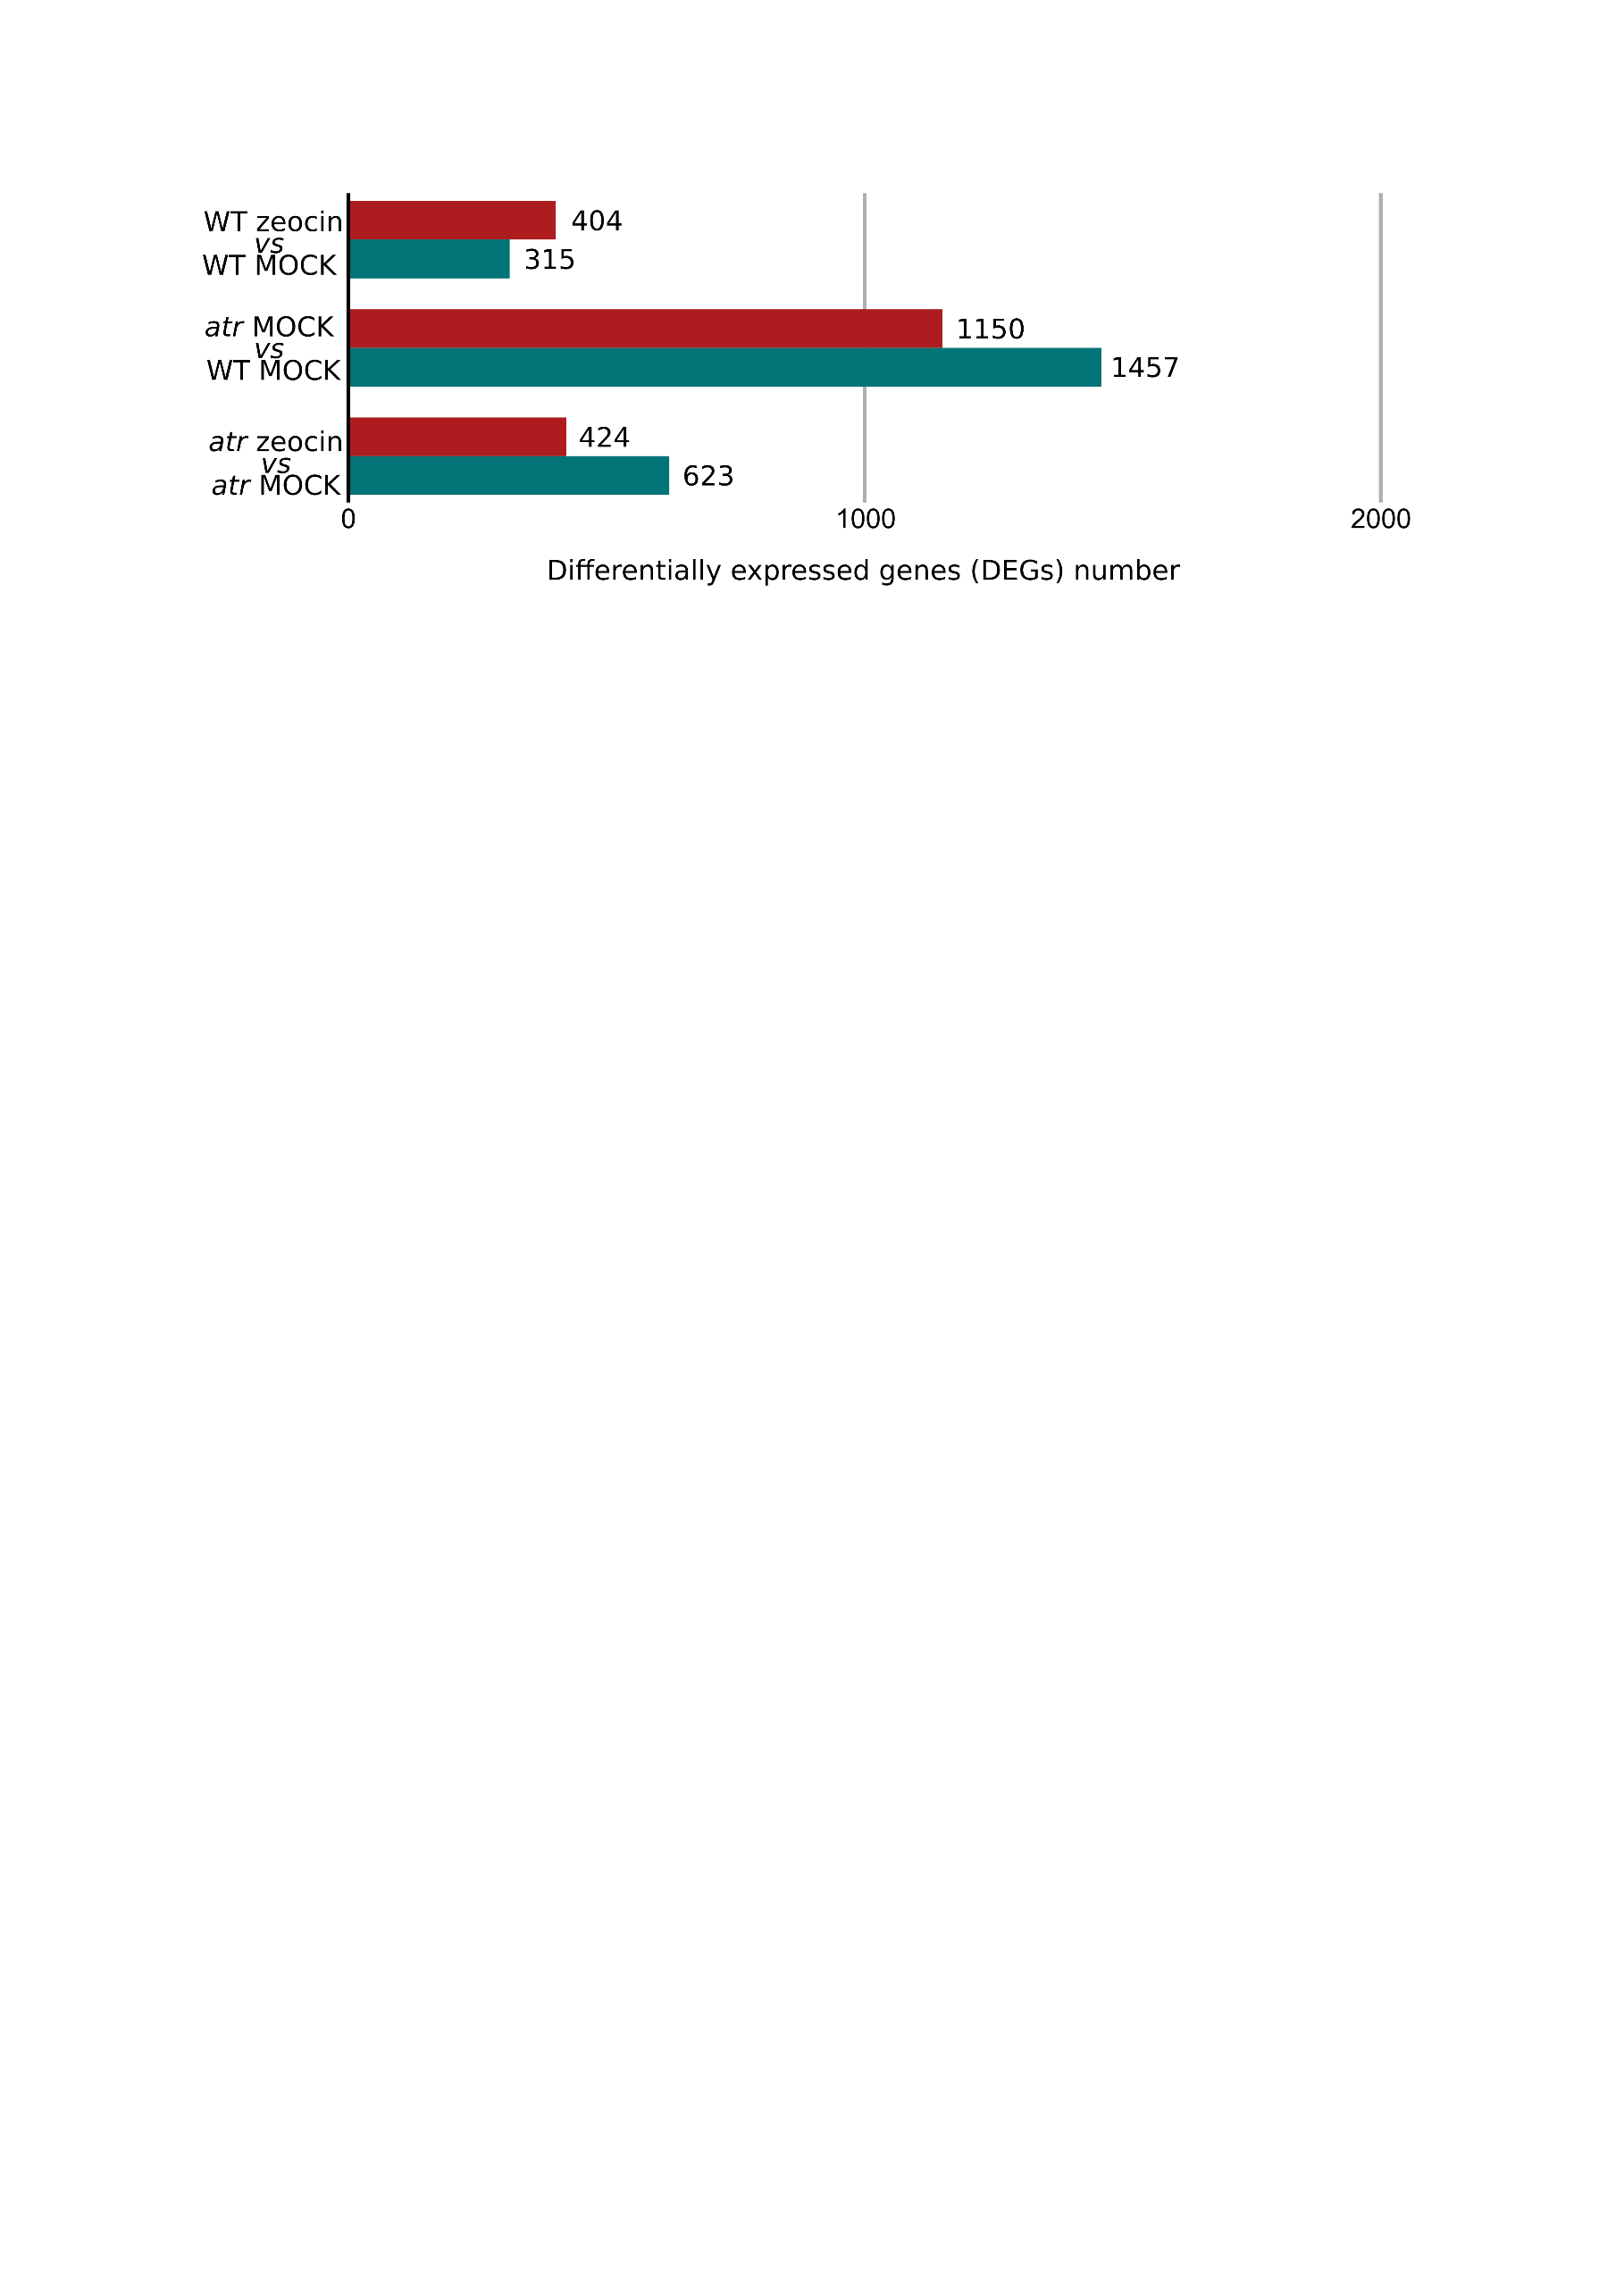

**Supplemental Figure 2**: Bar plot showing the number of differentially expressed genes (DEGs) found in the transcriptome comparison of wild-type Sebastian treated and untreated plants (WT MOCK vs WT zeocin), *atr* mutant and wild-type plants (*atr* MOCK vs WT MOCK) and *atr* mutant treated and untreated plants (*atr* MOCK vs *atr* zeocin). Up-regulated genes are presented by the red bar, and down regulated by the blue bar.

**Supplemental Figure 2**

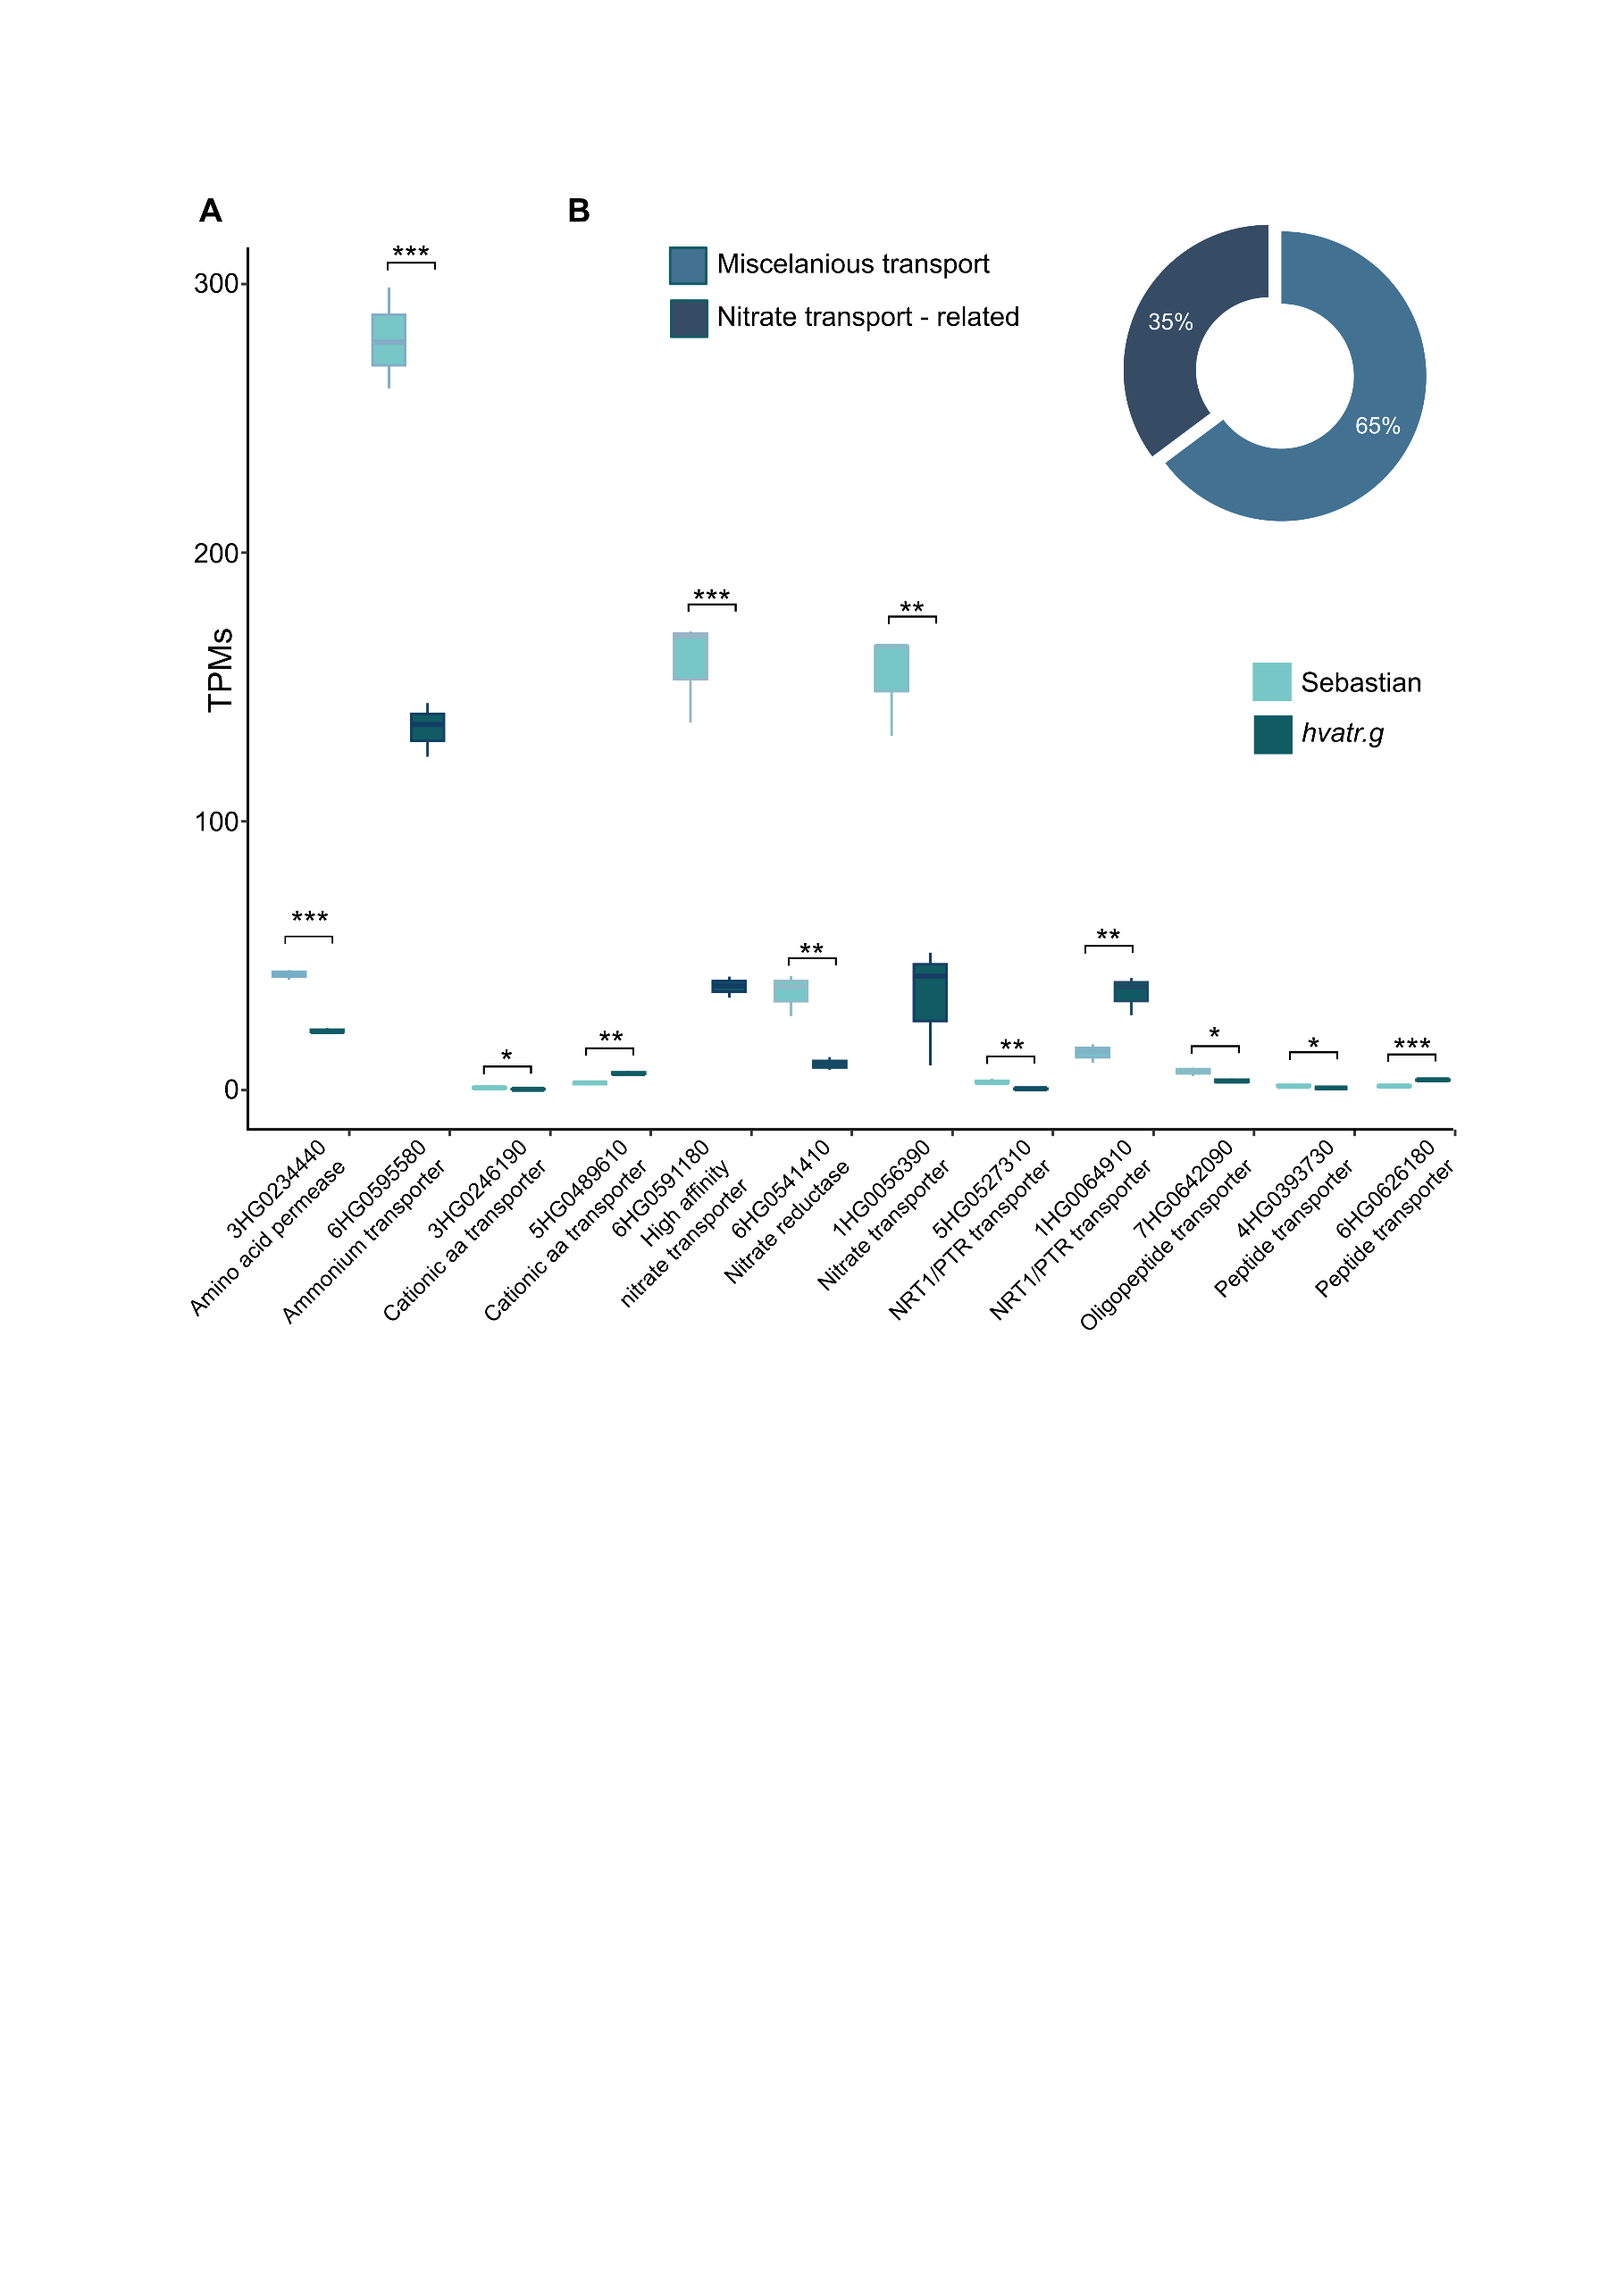

**Supplemental Figure 3**

**Supplemental Figure 3**: (**A**) Bar and whiskers plot showing the expression of selected genes related to nitrate transport in Sebastian (wild type) and *hvatr.g* in transcripts per million (TPMs). The boxplots’ hinges are in the 1st and 3rd quartile, with a marked median. Whisker marks show the lowest or highest value within the 1.5 interquartile range below or above hinges. Asterisks represent significant differences in T-test, *** *P < 0.05,* *** P* < 0.01, **** P* < 0.05. (**B**) Pie chart showing the percentage of down-regulated genes involved in Transmembrane transport (GO:0055085) involved in nitrate transport.

**Supplemental Figure 3**

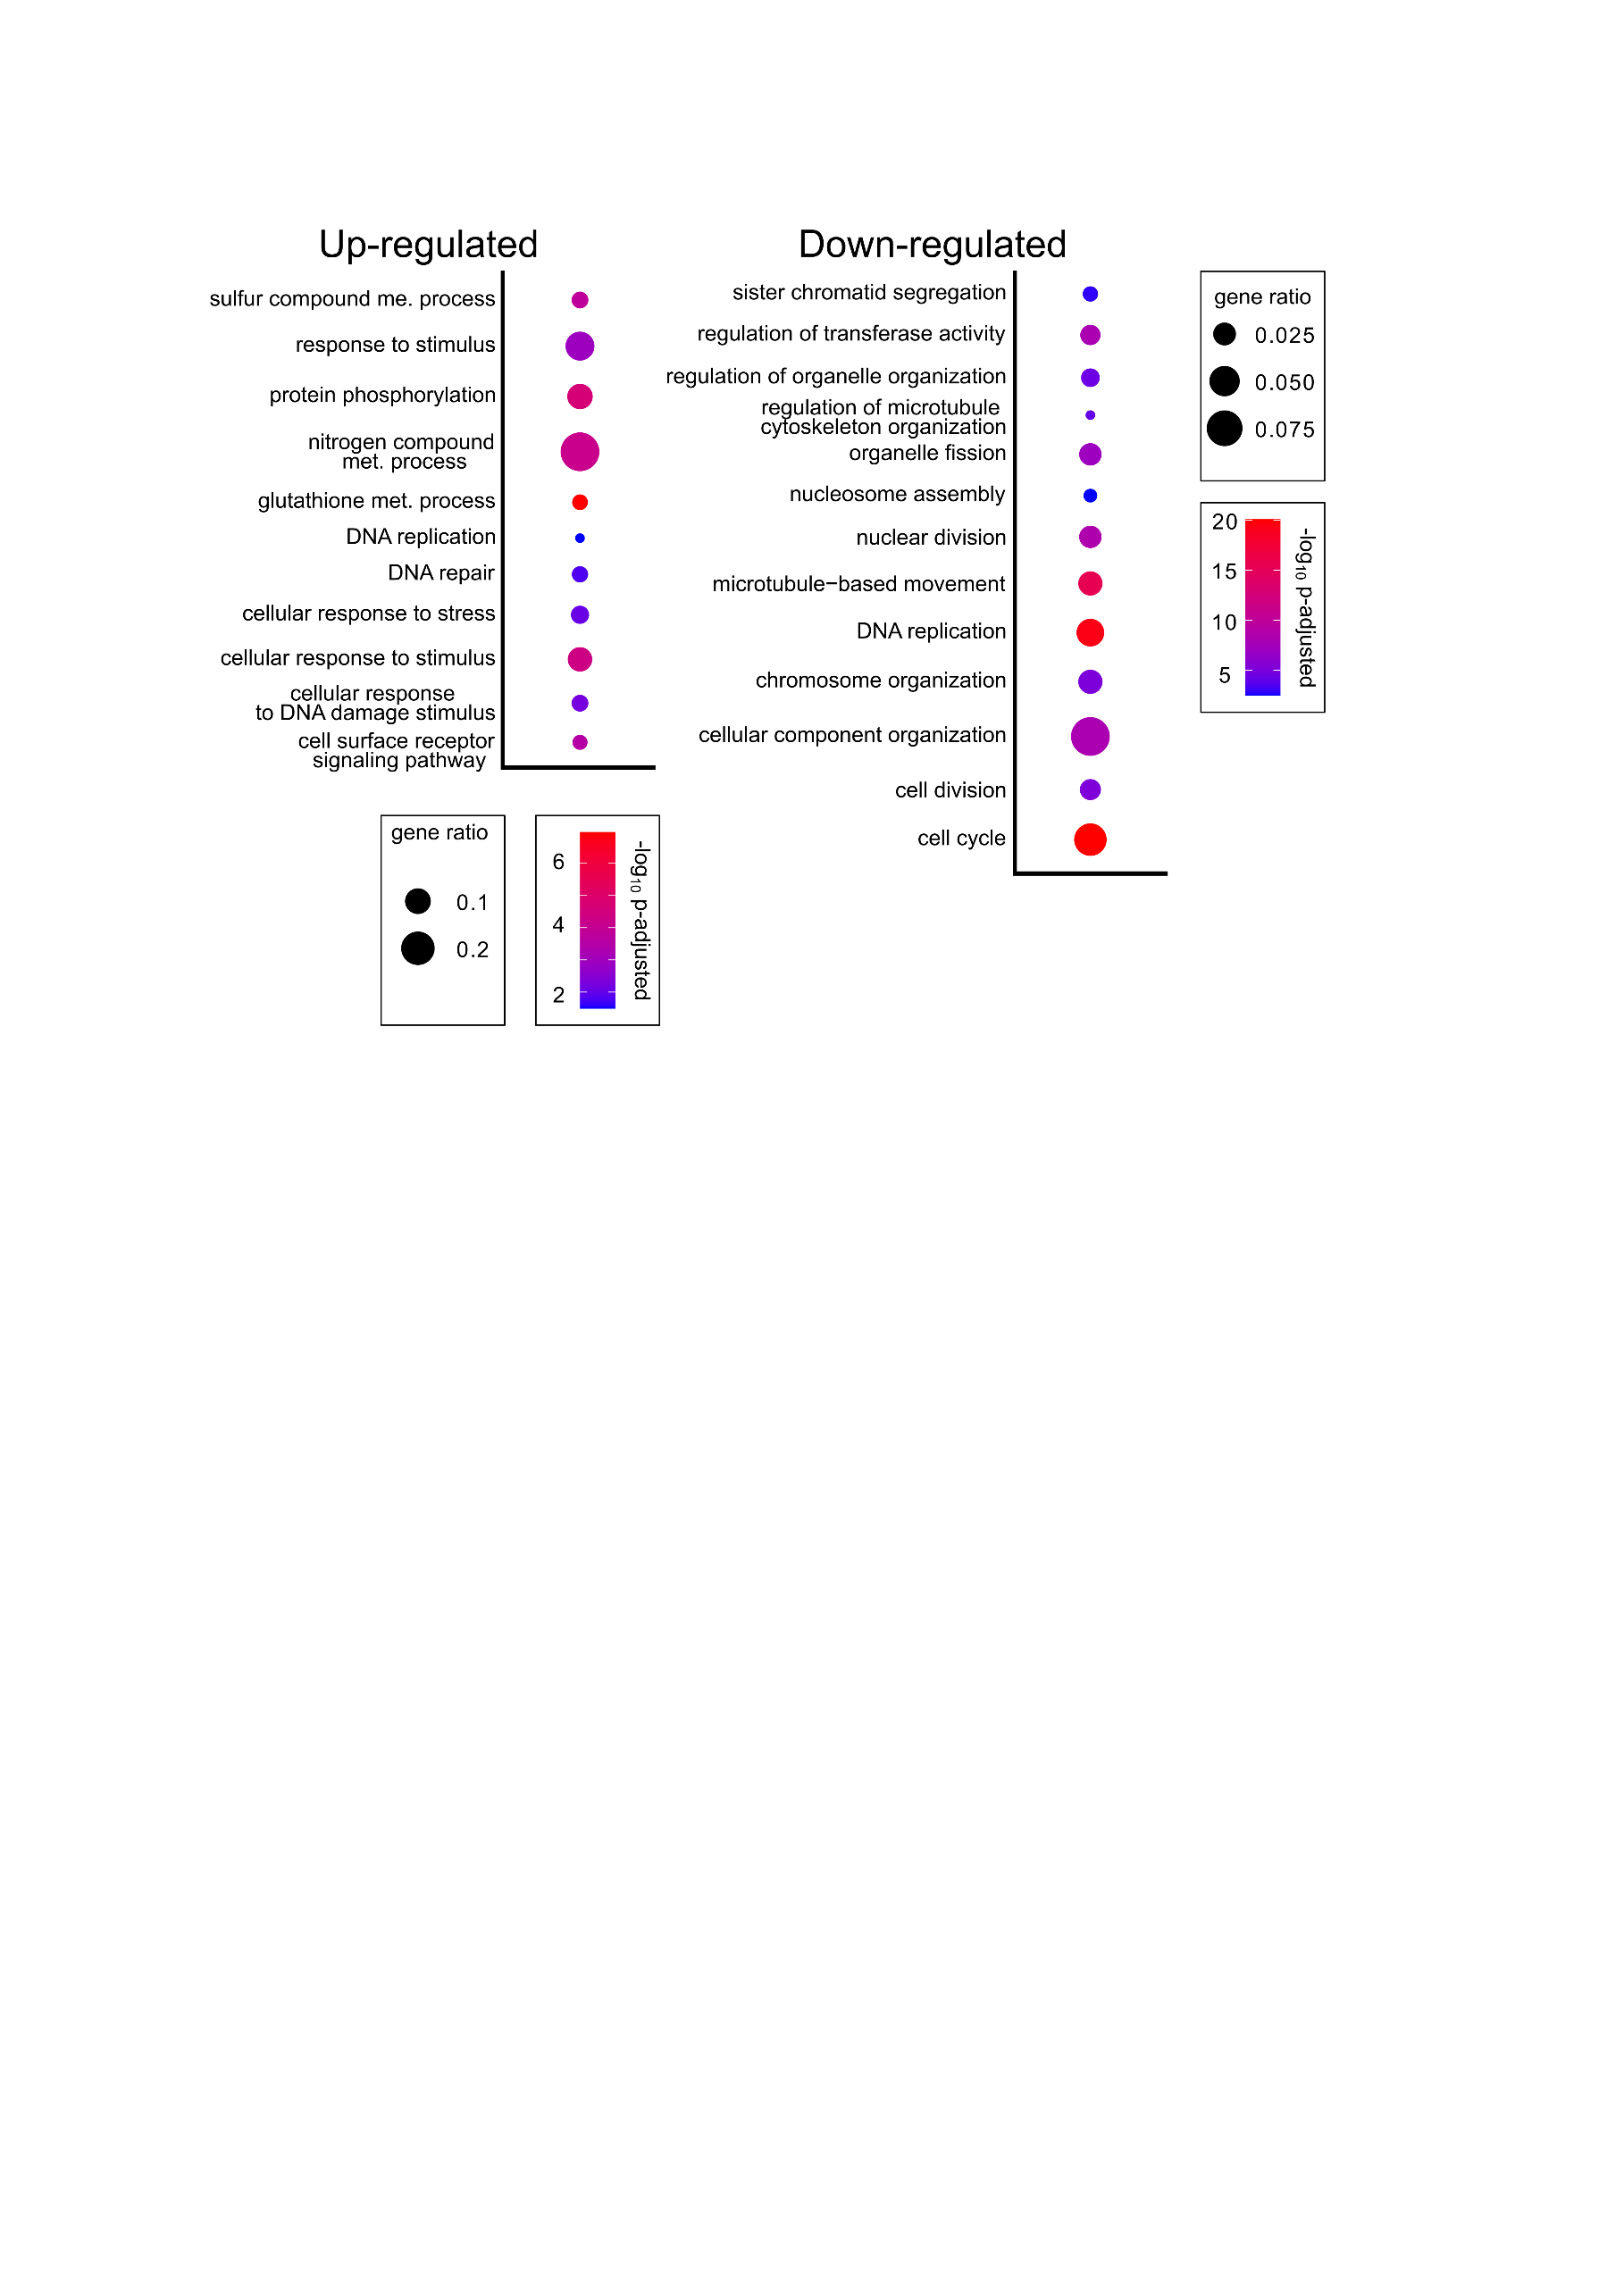

**Supplemental Figure 4**

**Supplemental figure 4:** Biological processes enriched among significantly up-regulated and down-regulated genes in zeocin versus mock treated *hvatr.g* plants. Redundant GO terms were removed manually, based on P – value. The full list of GO terms can be found in Suppl. Dataset 3. Statistical significance was determined by Fisher’s one-tailed test with g:SCS algorithm correction. Gene ratio represents the number of genes found in the category compared to the total number of genes in the query.

**Supplemental Figure 3**: Gene enrichment analysis for biological processes in *atr* mutant treated with zeocin compared to the untreated mutant plants. Redundant GO terms were removed manually, based on *P* – value. The full list of GO terms can be found in Suppl. Dataset 3. Statistical significance was determined by Fisher’s one-tailed test with g:SCS algorithm correction. Gene ratio represents the number of genes found in the category compared to the total number of genes in the query.

How the deposited data were processed for this re-analysis (not part of the article)

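Poly(A) RNA was sequenced from the root apices of 7-day-old barley plants of cv. Sebastian and of the TILLING mutant *hvatr.g*, after 6 h in 0 or 500 µg/ml zeocin. There were 12 libraries in 4 groups, with 3 libraries in each. Before deposit, the authors trimmed the read pairs with Trim Galore, mapped them with HiSat2 to the third version of the Morex genome and assigned them to transcript models with Subread. They deposited the resulting counts without normalization or filtering, 1 column for each library. How strand, multi-mapping reads and read pairs were treated is not named in the paper's text. Reads shared between near-identical copies therefore cannot be separated in the counts. The authors tested these counts with DESeq2.

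The count table was read as it was, with each row taken as a gene. It holds 83990 rows for 81687 genes, because 2303 rows are further transcripts of a gene that already has a row. A further 6390 rows lie on unplaced sequence. In 41537 rows every library had a count of 0. Each of the 12 columns belonged to a sample and carried its library code. Total counts ran from 36100439 to 74699245, a ratio of 2.07 between the largest and the smallest library. Counting error is largest for genes with few counts, for which the counts themselves or a lower bound are given. The lowest chi-square per gene between libraries of 1 group was 15.5 and the highest 80.2, so no library is a copy of another.

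Fits were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Summaries, random placements and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genes were filtered by edgeR's filterByExpr with the 4 groups, which left 26039. Libraries were scaled by TMM. Dispersions were estimated with estimateDisp (common dispersion 0.0457), and a quasi-likelihood model was fitted with glmQLFit over all 12 libraries with 1 coefficient for each group. A single fit was chosen because the log2 fold changes of the 4 comparisons in Supplemental Dataset 2 add up as they do only from 1 fit. The median prior degrees of freedom were 4.04. Comparisons were tested with glmQLFTest, and p was adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the paper's thresholds. The comparisons were zeocin against mock treatment in WT and in *hvatr.g*, *hvatr.g* against WT under mock and under zeocin treatment, and the difference between the 2 zeocin responses (the interaction), which had no fold change threshold. Standard errors were computed as the absolute fitted log2 fold change divided by the square root of the quasi-likelihood F statistic. They thus restate the test on the log2 scale. Log2 CPM for correlations and plots used a prior count of 2. A group whose libraries all had at most 3 counts for a gene was set to 3 counts, which turns the fold into a lower bound.

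Genes were named in the text by a rule set before the data were examined. It takes every barley gene that the results section names and that the paper or its Supplemental Datasets 1 to 5 match to an identifier, in the comparison named and, where dependence on ATR is discussed, in the other genotype. It also takes *ATR*, and in each comparison the 2 called genes with the largest rise and the 2 with the largest fall among those whose libraries do not overlap. In this way 69 genes were named, of which 64 had enough counts to test. A further gene that the rule covers is not reported here. The second *TDP* identifier was added under this rule after its values had been seen.

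Gene lists came from the paper's supplement. The DDR list is that of Supplemental Dataset 1. The lists for cell cycle, DNA replication, DNA replication initiation, glutathione metabolic process, nicotianamine biosynthetic process, nitrate transmembrane transport and hydrogen peroxide catabolic process are terms of Supplemental Dataset 3. The nitrogen list, with its high affinity nitrate transporter and NRT1/PTR genes, is Supplemental Dataset 4. The histone, MCM helicase, glutathione S-transferase and glycosyltransferase lists were taken from the descriptions in Supplemental Dataset 5. For the MCM list the description is DNA helicase, which does not name MCM. The expansin list was taken from a copy of Supplemental Dataset 2 that holds 1533 rows. All but the DDR list were chosen by the study on these libraries. Each list was tested with limma's fry and with camera, at a preset correlation of 0.01 and with an estimated one. The fry p is a model-based p. It is not exact and, unless said otherwise, not adjusted, and no exact test of 3 libraries against 3 can go below 0.1. Lists were also compared with the other tested genes by a one-sided Fisher's exact test of the number called. That test takes genes as independent, so its p overstates the evidence where genes respond together.

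Counts of called genes over all genes and in each list, the medians of the histone, cell cycle, DDR, hydrogen peroxide, nitrogen and called-gene lists and of the glycosyltransferase difference, and the named genes were computed again under alternatives set before the data were examined. Other list medians and counts adjusted over a list alone were not. The alternatives were DESeq2 in place of edgeR, DESeq2's size factors within edgeR, scaling by library size only, no filter on low counts, at least 10 counts in every library, a fit of only the compared libraries, limma-voom, the replicate number as a block, no fold change threshold, and each library left out in turn. A block within each genotype and the sum of all rows of 1 gene were added after the data were seen. Replicate numbers were taken from the sample labels. They were counted as pairs where the residuals of libraries with the same number correlated across genes above 0.1 in each of the 3 replicates. In WT these correlations were 0.312, 0.382 and 0.543, against a mean of -0.198 between different numbers. The rule was not met in *hvatr.g* or between the genotypes.

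Chance was assessed by refitting the 10 ways to split the 6 libraries of each comparison into 3 and 3. For the interaction, 82 splits were used: the real one and all 81 that exchange 1 WT and 1 *hvatr.g* library within each treatment. The same number is exchanged in both treatments, so the genotype difference does not enter the interaction. True genotype was kept as a term of the model, and the genes called in either genotype were chosen anew in each split. In 28 of the 82 the WT pairs of replicates stay together. This null took the place of 2 earlier ones after their results were seen. Exchanging treatment labels within each genotype does not keep the treatment effect, and 100 random draws of the genotype labels within each treatment let the genotype difference enter. Genes raised by zeocin in WT were also chosen without 1 mock-treated WT library and compared in *hvatr.g* with that library alone. A response shared by both genotypes was simulated in 20 data sets, and in 5 draws every library was thinned to the smallest total. Positions along the genome were tested in windows of 50 tested genes with 10000 random placements, or 1000 under the alternatives, and in windows of 20 and 100. The pipeline was tested on simulated data with known changes before it was applied to the counts. Not analysed here were the phenotype and microscopy data of the paper, and reads or sequence variants.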

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

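Of the tests of explanations in this part, only that of sequencing depth was set before its result was seen. All others were chosen only after the result was seen. The alternative fits whose values are quoted were set before the data were examined, except the block within each genotype.

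The zeocin responses of the 2 genotypes were compared for 14 gene lists. In 5 lists the difference had an unadjusted limma fry p under 0.05. The 131 histone genes had a median difference of -0.63 on the log2 scale, lower in *hvatr.g* for all 131 (fry 0.0294, and 0.0847 after Benjamini-Hochberg adjustment over the 14 lists). The 37 cell cycle genes had a median difference of -1.06, lower for all 37 (0.00406, adjusted 0.0534). Among the 235 genes called lower in zeocin-treated WT it was -0.90, lower for 214 (0.00801, adjusted 0.0534). The 17 glycosyltransferase genes had a median difference of -0.92, lower for 13 (0.0303, adjusted 0.0847). The 25 nitrogen genes listed as lower in *hvatr.g* had one of 0.44, higher for 19 (0.0114, adjusted 0.0534). After the adjustment none of the 5 lists passed. The unadjusted p of the histone genes rose to as much as 0.0669, without zeocin-treated *hvatr.g* replicate 3, and was over 0.05 without 7 of the 12 libraries. That of the glycosyltransferase genes was over 0.05 without 7 libraries as well, at most 0.0726 without zeocin-treated WT replicate 1. The camera test with an estimated correlation gave the same 5 lists an unadjusted p under 0.05. With its preset correlation it gave one to 12 of the 14, all but the 2 glutathione lists, so it does not set the 5 apart. The fry p of the DDR list was 0.201. All lists but the DDR list were chosen on these libraries, by the study or, for the 2 lists of called genes, here. The 32 DNA replication genes and the 292 genes called higher in WT had unadjusted fry p of 0.0623 and 0.0660.

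For single genes, 0 of 26039 had a difference between the responses at an adjusted p under 0.05 from edgeR, and 1120 had an unadjusted p under 0.05. DESeq2 gave 120 genes at an adjusted p under 0.05 and the fit without a filter on low counts gave 33. Adjusted over the 1001 genes called in either genotype alone, 255 passed in edgeR. Of the 580 genes called in 1 genotype alone, 133 were among them. These genes were chosen on the same libraries, so whether the others of the 580 respond differently or lie on either side of a threshold cannot be told apart.

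Several technical explanations for the smaller fall in zeocin-treated WT were tested. With every library thinned to 36100439 counts, the 235 genes kept a median difference of -0.90, which thinning by itself would hardly move. The number called lower in *hvatr.g* alone, a value taken up after the results were seen, was 333 to 344 after thinning. It was 341 at full depth, which argues against depth as the source of these calls. Scaled by library size only, the median difference of the 235 genes was -0.88, which argues against the scaling as the whole cause. With the replicate number as a block within each genotype, a setting added after the data were seen, 494 genes called in either genotype differed. A replicate effect shared by both treatments of 1 genotype drops out of the zeocin response with or without the block. This number therefore cannot test it. In 20 data sets simulated with the same zeocin response in both genotypes, at most 90 genes were called lower in *hvatr.g* alone, against 341 in the data, and at most 14 passed the test of the difference. The simulation held no variation shared by all genes of a library and no response for genes called in neither genotype. It called 394 to 423 genes lower in WT, against 235 in the data. It therefore argues only against sampling noise of single genes among those called, and not against weaker responders that cross the threshold.

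The same number of genotype labels was exchanged in both treatments in 82 splits of the libraries, the real one included. Of the 82 splits only the real one gave as many genes with a difference among those called in either genotype, with 0 to 218 in the others. The same held for the median difference of the 235 genes called lower in WT (-0.79 to 0.32 in the others) and of the 24 cell cycle genes listed as lowered in WT, at -1.26 in the data (-1.11 to 0.37). Under this null these 3 values argue against chance. It took the place of 2 earlier nulls after their results were seen, and those gave larger shares. With genotype labels drawn anew within each treatment, values as large for the genes called in either genotype, the 235 genes and the 24 cell cycle genes came from 5, 9 and 5 of 100 draws. With treatment labels drawn anew within each genotype, they came from 11, 49 and 38 of 100. Both let a difference between genotypes or treatments enter, but the argument against chance rests on the choice of the null. For the 131 histone genes 5 of 82 splits gave a median as large, and over all genes 28 of 82 gave as many at an unadjusted p under 0.05, which leaves chance open. In the 28 splits that keep the WT pairs of replicates together these numbers were 1 and 2. For the nitrogen and the glycosyltransferase genes 2 of 82 splits gave a median as large, and for all 37 cell cycle genes 1 of 82, the real one. These 3 lists were chosen on the real labels in the direction of the pattern, the cell cycle list in part, so chance and a difference between the genotypes cannot be told apart for them. A stronger fall of cell cycle genes in zeocin-treated *hvatr.g* may be a biological difference in the response, as a hypothesis found and tested on the same libraries.

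The number of histone genes lowered in *hvatr.g* alone also depends on the fold change threshold. Of these 73 genes, 42 were lower in WT at an adjusted p under 0.05 and fell by less than that threshold. For those 42 the threshold alone may explain why WT is not counted.

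The nitrogen list was chosen on the mock-treated libraries, and a list chosen in this way can move back towards 0 in other libraries. All 1192 genes called lower under mock treatment had a median difference of 0.17. This selection and a real difference in the nitrogen genes cannot be told apart, because no list chosen on other plants is at hand.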

How the results depend on the processing

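The block within each genotype and the sum of the rows of 1 gene were chosen after seeing the data, and all other alternatives were set before the data were examined. Over the comparisons and gene lists, 1212 of 1355 values stayed on the same side of their test or within 1.5 times the count, 31 became weaker, 3 reversed and 109 counts moved further. Over the named genes, 1302 of 1417 values stayed, 80 became weaker, 18 stronger and 17 reversed. Except where an alternative's construction is named, the cause was not tested.

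Dropping the fold change threshold admits smaller changes by construction. It gave 414 genes lower after zeocin treatment in WT, 564 higher and 1033 lower in *hvatr.g*, 1907 higher and 2173 lower between the genotypes under mock treatment, and 1672 and 2649 under zeocin treatment. It gave 275 genes higher and 658 lower in *hvatr.g* alone, 375 lower in both and 39 lower in WT alone, 35 DDR genes between the genotypes under mock treatment, 100 histone genes lower in WT and 31 lower in *hvatr.g* alone. Between the genotypes under zeocin treatment it gave 86 histone and 29 cell cycle genes lower and 40 DDR genes. Requiring at least 10 counts in every library tests fewer genes and left 661 genes higher in *hvatr.g* under mock and 587 under zeocin treatment, and 0 nicotianamine synthase genes in either comparison, since none could be tested. It left 11 DDR genes and 2 nitrogen genes listed higher between the genotypes under zeocin treatment, and 2 NRT1/PTR genes lower under mock and 1 under zeocin treatment. Limma-voom called 1 nicotianamine synthase gene under mock and 3 under zeocin treatment, 57 genes higher in WT alone, 1 gene with a different response and 7 glycosyltransferase genes higher in WT. The fit of only the compared libraries has fewer samples. It called 6 glycosyltransferase genes higher in WT, 11 cell cycle genes lower in *hvatr.g* under zeocin treatment and 190 genes higher in WT, 35 of them in WT alone and 228 in *hvatr.g* alone, and left *BRCA1* at a log2 fold change of 1.47 with an edgeR adjusted p of 0.112, against a range of 0.000113 to 0.112 over its alternatives, and the DDR genes under mock treatment at a median of 0.12 with a limma fry p of 0.0838.

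DESeq2 called 144 genes higher and 50 lower in WT alone and 120 with a different response. It called 6 of the nitrogen genes listed higher under mock treatment, against 3, while library size only, no filter on low counts and the replicate block each called 5. The fit without a filter on low counts gave 37 lower in WT alone, 33 with a different response over all genes and 394 among the genes called in either genotype.

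Replicate numbers paired the WT libraries. The *hvatr.g* libraries share only a number, with residual correlations of 0.177, 0.0268 and 0.175, against a mean of -0.0627 between different numbers. With the replicate number as a block, 28 genes were lower in WT alone, and the glycosyltransferase difference was -0.92 with a limma fry p of 0.0656. For named genes it added the call of *RNR1.B* and removed those of *VIM1*, *GMI1* and the ligase gene HORVU.MOREX.r3.7HG0706640. The block within each genotype gave 50 genes lower in WT alone, 494 with a different response among the genes called in either genotype, and a glycosyltransferase difference of -0.87 with a limma fry p of 0.0586.

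Leaving out each library in turn moved some counts by over 1.5 times. Genes lower in WT ran from 125 (without zeocin-treated WT replicate 1) to 296 (without zeocin-treated WT replicate 3), and genes higher in *hvatr.g* under zeocin treatment from 552 (without zeocin-treated *hvatr.g* replicate 3) to 849. Genes higher in WT alone ran from 38 (without mock-treated WT replicate 2) to 122, and higher in *hvatr.g* alone from 64 (without zeocin-treated *hvatr.g* replicate 3) to 180. Genes lower in WT alone ran from 7 (without mock-treated WT replicate 2) to 30 (without mock-treated or zeocin-treated WT replicate 3), and lower in both from 115 (without zeocin-treated WT replicate 1) to 266. Genes with a different response ran from 0 to 1 (without mock-treated *hvatr.g* replicate 1) over all genes, and from 1.5e+02 (without mock-treated WT replicate 1) to 355 (without mock-treated WT replicate 3) among the genes called in either genotype. DDR genes called under mock treatment ran from 8 to 14 (without mock-treated WT replicate 2). Histone genes lower in WT ran from 27 (without mock-treated WT replicate 3) to 98 (without zeocin-treated WT replicate 3), and lower in *hvatr.g* alone from 103 to 32 under the same removals. Cell cycle genes lower in WT ran from 7 (without zeocin-treated WT replicate 1) to 22, and nicotianamine synthase genes under mock treatment from 3 (without mock-treated *hvatr.g* replicate 2) to 7.

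Counts within shorter lists moved as well. In WT, MCM genes lower after zeocin treatment ran from 0 (without mock-treated WT replicate 2 or zeocin-treated WT replicate 1) to 5 (without mock-treated WT replicate 3), DNA replication genes from 7 (without mock-treated WT replicate 2) to 15 (without mock-treated WT replicate 3), those listed as lowered in WT from 7 (without mock-treated WT replicate 2) to 13, and DNA replication initiation genes from 1 (without mock-treated WT replicate 2 or zeocin-treated WT replicate 1) to 8 (without mock-treated WT replicate 3). In *hvatr.g*, glutathione metabolic process genes higher after zeocin treatment ran from 7 to 12, glutathione S-transferase genes from 6 to 11 and glycosyltransferase genes from 3 to 8, each lowest without zeocin-treated *hvatr.g* replicate 3. Between the genotypes under mock treatment, hydrogen peroxide genes lower ran from 18 (without mock-treated *hvatr.g* replicate 2) to 29 and NRT1/PTR genes lower from 2 (without mock-treated *hvatr.g* replicate 2) to 4. Under zeocin treatment, nitrogen genes listed higher ran from 2 (without zeocin-treated WT replicate 2) to 4, histone genes lower from 9 (without zeocin-treated WT replicate 3 or zeocin-treated *hvatr.g* replicate 3) to 31 (without zeocin-treated *hvatr.g* replicate 2), and cell cycle genes lower from 11 (without zeocin-treated *hvatr.g* replicate 3) to 23.

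The histone difference ran from -0.84 to -0.46 and its limma fry p rose above 0.05 without 7 of 12 libraries, at most to 0.0669 without zeocin-treated *hvatr.g* replicate 3. The glycosyltransferase difference ran from -1.04 to -0.63 and lost the threshold without 7 libraries, at most at 0.0726 without zeocin-treated WT replicate 1. The DDR median under mock treatment ran from 0.0648 (without mock-treated *hvatr.g* replicate 1, limma fry p of 0.0901) to 0.18 and lost the threshold without 3 libraries. *BRCA1* in WT ran from 1.02 (without zeocin-treated WT replicate 2, edgeR adjusted p of 0.0596) to 1.72 and lost its call without 3 libraries.

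Values that reversed lay close to 0 before. The DDR median in WT was -0.0017 with at least 10 counts in every library and ran from -0.0243 to 0.0230 without single libraries. *SOG1* was at 0.00176 with DESeq2, 0.00272 with its size factors, 0.00969 with library size only, 0.0118 with limma-voom, 0.0093 with the block and 0.0166 with the block within each genotype, and from -0.17 to 0.13 without single libraries. *RECQL2.B* in *hvatr.g* was at 0.0196 with library size only and ran from -0.0561 to 0.0465. *PARP1* ran from -0.0839 to 0.12 in WT and from -0.23 to 0.0134 in *hvatr.g*. The difference between the responses ran from -0.0664 to 0.64 for *BRCA1*.

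The densest window of 50 tested genes between the genotypes under mock treatment held 16 calls (permutation p of 0.0094). It held 13 with at least 10 counts in every library (0.112), 14 with limma-voom (0.143), 19 without the fold change threshold (0.371) and 11 with runs of adjacent calls collapsed (0.904). Without single libraries it held 12 (without mock-treated *hvatr.g* replicate 2, 0.175) to 17 calls, and passed the threshold only with all 3 mock-treated *hvatr.g* libraries.

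Depth limits genes with few counts. Thinning every library to 36100439 counts left 25734 to 25776 genes to test and 549 to 561 lower in zeocin-treated *hvatr.g*, against 559 at full depth.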

Differences from the paper's values

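The paper reports 144 genes raised by zeocin in WT alone, and 89 were called here. DESeq2, the method of the paper, gave 144. For the genes that the paper lists as changed by zeocin, the DESeq2 log2 fold changes in WT nearly equalled the paper's. The median absolute difference was 3.65e-06 for raised and 4.60e-07 for lowered genes. The lower number here therefore goes with the use of edgeR in place of DESeq2. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were DESeq2 (144), no filter on low counts (130), no fold change threshold (120), and the fits without mock-treated WT replicate 3 (96), zeocin-treated WT replicate 3 (122), mock-treated *hvatr.g* replicate 1 (111), 2 (101) or 3 (101) and zeocin-treated *hvatr.g* replicate 1 (96) or 3 (106). Those that were not were DESeq2's size factors (87), library size only (88), at least 10 counts in every library (64), only the compared libraries (35), limma-voom (57), the replicate block (90), and the fits without mock-treated WT replicate 1 (59) or 2 (38), zeocin-treated WT replicate 1 (42) or 2 (81) and zeocin-treated *hvatr.g* replicate 2 (84).

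For genes lowered by zeocin in WT alone the paper's value is 51, and 17 were called here. DESeq2, the method of the paper, gave 50. No filter on low counts (37) and no fold change threshold (39) also came within 1.5 times the paper's value. The block within each genotype, chosen after seeing the values, gave 50. DESeq2's size factors (17), library size only (17), at least 10 counts in every library (14), only the compared libraries (14), limma-voom (12), the replicate block (28) and the fits without single libraries, from 7 without mock-treated WT replicate 2 to 30 without mock-treated WT replicate 3 or zeocin-treated WT replicate 3, did not.

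The paper names *OXS3* among the genes raised by zeocin in WT. Here its log2 fold change of 2.69 had an edgeR adjusted p of 0.127, over a range of 0.00695 to 0.701 in the alternatives set before the data were examined, as are the ranges below. It was called with DESeq2, with no filter on low counts and without zeocin-treated WT replicate 2 (0.0208). The paper names *CYCB2;3.B* among the lowered cyclin genes. Here its log2 fold change was -1.51 with an edgeR adjusted p of 0.0749, over a range of 0.00530 to 0.262, and it was called with DESeq2, no filter on low counts, limma-voom, and without zeocin-treated WT replicate 3 (0.0217), and also with the block within each genotype, which was chosen after seeing the values. The gene for the large subunit of ribonucleoside-diphosphate reductase is among the paper's raised replication genes. Here its log2 fold change was 1.06 with an edgeR adjusted p of 0.0745, over a range of 0.00515 to 0.233, and it was called with DESeq2, no filter on low counts, the replicate block, and without zeocin-treated WT replicate 3 (0.0259), and with the block within each genotype (4.2e-04), which was chosen after seeing the values. The paper counts DNA primase among the lowered complexes in WT. Here the log2 fold changes of the 2 primase genes were -0.84 and -0.83, and both were called only without the fold change threshold.

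In the paper *RAD54* is among the genes raised in both genotypes. Here it was at 0.86 in WT and 0.88 in *hvatr.g* and was not called under any alternative. *RECQL3* is given as raised only in the presence of ATR. Here it was also higher in zeocin-treated *hvatr.g* at an edgeR adjusted p of 0.0167 with a log2 fold change of 0.86, was called there without the fold change threshold (adjusted p from 0.000604 to 0.0843 over the alternatives), and the difference between the genotypes was -0.24 (edgeR adjusted p = 1.00). The paper gives *PME5* as lower in *hvatr.g*. Here its log2 fold change was -2.72 with an edgeR adjusted p of 0.113, over a range of 0.0353 to 0.245, and it was called with DESeq2. *ARP* is given as raised in *hvatr.g*. Here *ARP.B* was at 0.99 with an edgeR adjusted p of 0.0937 and was called with DESeq2, and *ARP.C* was at 0.45 with an edgeR adjusted p of 0.503 and was not called under any alternative. *RAD23*, HORVU.MOREX.r3.6HG0569510, is among the paper's genes raised in mock-treated *hvatr.g*. Here it had too few counts to test and was called without the filter on low counts (edgeR adjusted p = 0.0147) and with DESeq2 (adjusted p = 0.0162). *SGL.B* is labelled in the paper's figures, and here its 40 counts over all libraries were too few to test. The identifier that Supplemental Dataset 1 gives for *GMI1*, HORVU.MOREX.r3.7HG0706210, had 8 counts in all, and the values here are those of the identifier in the text.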

Other observations

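The tests of linked blocks of genes, tandem families and the share of meristem were set before their results were seen. All other tests of explanations in this part were chosen only after the result was seen. The fits without single libraries and with at least 10 counts in every library were set before the data were examined.

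Genes called between the genotypes under mock treatment lay next to each other along the genome more often than random placement gives, in 295 adjacent pairs against 93.4 (permutation p of 0.0001, the smallest that 10000 placements can give). Blocks of variants linked to the mutation or left from mutagenesis would crowd calls on a larger scale. The densest window of 50 tested genes held 16 calls against a median of 12 in random placements (permutation p of 0.0094). With runs of adjacent calls collapsed it held 11 against 11 (permutation p of 0.904), which also removes part of any true block. Such blocks and tandem families therefore cannot be told apart here. Tandem gene families whose members respond together are a candidate explanation for the adjacent pairs, because zeocin treatment of WT, which involves no difference in genotype, gave 8.18 times as many adjacent pairs as random placement. The densest window had a permutation p of 0.0001 with 20 and 0.0023 with 100 tested genes. With 50 tested genes it lost the threshold without any of the mock-treated *hvatr.g* replicates, at 0.0789 without replicate 1, 0.175 without replicate 2 and 0.182 without replicate 3. For zeocin treatment of WT the densest window of 50 held 10 calls against 6 (permutation p of 0.0002). Crowding of calls thus also arose without a difference in genotype. Between the genotypes under zeocin treatment the densest window held 15 calls against 13 (permutation p of 0.0892).

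The 37 genes under hydrogen peroxide catabolic process were lower in *hvatr.g*. Under mock treatment 32 were called lower (18 without mock-treated *hvatr.g* replicate 2, and 21 without mock-treated WT replicate 3), or 36 when adjusted over the list alone, with a median log2 fold change of -2.02, or -1.96 with 1 gene at its bound. Under zeocin treatment 24 were called lower, or 28 adjusted over the list alone, with a median of -1.62. Zeocin treatment called 0 of them in WT and 0 in *hvatr.g*, with 5 and 4 at an unadjusted p under 0.05. The list was chosen by the study on these libraries. A larger share of meristem in the dissected apices could lower the transcripts of differentiated cells, among them nitrate transport and peroxidase genes, and would raise cell cycle genes. The cell cycle genes had a median log2 fold change of 0.21 between the genotypes under mock treatment, with 1 of 37 called lower and none higher. The spread of this median over alternatives, from 0.0461 without mock-treated *hvatr.g* replicate 1 to 0.30, is too wide to settle it, so a difference in tissue share and a difference in regulation cannot be told apart.

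Genes raised by zeocin in WT were often higher in *hvatr.g* without zeocin. Of the 292 genes, 231 had a log2 fold change above 0 in *hvatr.g* under mock treatment, with a median of 0.69, and 114 were called higher and 7 lower. The mock-treated WT libraries enter both comparisons. Raised genes were therefore also chosen without 1 mock-treated WT library and compared with that library alone. The median was 0.491 against replicate 1, 0.752 against replicate 2 and 0.348 against replicate 3, for 235, 205 and 301 genes. Shared libraries therefore do not account for the whole overlap. In 20 data sets simulated without a difference between the genotypes the median was at most 0.108. With each gene's fitted genotype difference kept it was 0.16 to 0.31, but such data sets hold the overlap itself. Neither simulation held variation shared by the genes of a library. A whole zeocin response already active in mock-treated *hvatr.g* is argued against by the genes that zeocin lowers in WT, which were not lower in mock-treated *hvatr.g*, with a median of 0.10. The 16 raised genes of the DDR list had a median of 0.0807, with 9 of 16 above 0, while 22 raised genes of the glutathione and glycosyltransferase lists had one of 2.71, with 16 called higher. The tables thus argue against the DDR genes as the source of this pattern. The glutathione and glycosyltransferase lists differed from each other. All 17 glycosyltransferase genes had a median of 3.42, with 13 called higher. The 13 glutathione metabolic process genes that the study found raised in WT had one of 0.32, with 6 called higher and 1 lower. The 254 raised genes on none of these lists had a median of 0.70. A stress or detoxification state in mock-treated *hvatr.g* may explain the overlap, as a hypothesis found and tested on the same libraries, and background variants of the mutant line stay open.

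Other lists differed between the genotypes. The glycosyltransferase genes had a median log2 fold change of 3.42 under mock treatment, or 3.21 with genes at their bounds, and 13 of 17 were called higher. Under zeocin treatment 12 were called higher and 1 lower. Of the 27 glutathione metabolic process genes 16 were called higher and 1 lower under mock treatment, with a median of 1.38, and of the 18 glutathione S-transferase genes 7 and 1, with a median of 0.31. The paper gives the former term for genes raised in mock-treated *hvatr.g*, so the 27 may in part have been chosen on this comparison. The 13 that the study found raised by zeocin in WT had a median of 0.32, with 6 called higher and 1 lower. The DNA replication genes held 0 called genes under mock treatment, with 1 at an unadjusted p under 0.05, and the histone genes 0, with 6. Under zeocin treatment 17 histone genes (9 without zeocin-treated WT replicate 3, 31 without zeocin-treated *hvatr.g* replicate 2) and 17 cell cycle genes (11 without zeocin-treated *hvatr.g* replicate 3) were called lower in *hvatr.g*. Of the 8 genes under DNA replication initiation, zeocin lowered 5 in WT (1 without mock-treated WT replicate 2 or zeocin-treated WT replicate 1, and 8 without mock-treated WT replicate 3), with a median of -1.13, and 8 in *hvatr.g*, with a median of -1.79. The 8 nicotianamine synthase genes were all called lower in *hvatr.g* under zeocin treatment, with a median of -8.91, or -8.36 with genes at their bounds. Zeocin called 0 of these 8 in WT and 0 in *hvatr.g*. In WT all 8 had an unadjusted p under 0.05, with a median of 3.12, and a call when adjusted over the list alone, but the libraries did not overlap in only 1 of the 8. The median log2 CPM of the 8 was 1.52 in mock-treated and 1.47 in zeocin-treated WT replicate 3, so this pair of replicates showed no rise. Of the 322 tested DDR genes 9 were called higher and 10 lower in *hvatr.g* under zeocin treatment, or 11 in all with at least 10 counts in every library.

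Supplemental Dataset 2 lists *hvatr.g* against WT under zeocin treatment, which the paper's text does not discuss. In this comparison 2349 genes were called, 900 higher and 1449 lower in *hvatr.g*, with 4321 at an adjusted p under 0.05 and 7827 at an unadjusted p under 0.05. The libraries did not overlap in 2322 of the 2349 called genes and in 36.3% of all tested genes, where chance gives 10%. The number called higher was 552 without zeocin-treated *hvatr.g* replicate 3. Of the 1007 genes called higher under mock treatment 995 had the same direction under zeocin treatment, and of the 1192 called lower 1185 had. In all, 589 and 820 of them were called in the same direction, and 0 in the opposite one. As many genes were called in 1 of the 10 splits of the 6 libraries, the real one, and 10 splits cannot give a share under 0.1. The 2180 of 2199 genes with the same direction in separate libraries argue against variation confined to single libraries. Variation shared by the libraries of 1 replicate number is not excluded. Replicate numbers paired the WT libraries across treatments, with residual correlations of 0.312, 0.382 and 0.543. For the 1409 genes called in the same direction under both treatments, a difference in ATR function and background variants of the mutant line cannot be told apart, because 1 mutant line was compared with 1 WT. The largest fitted rises were in HORVU.MOREX.r3.5HG0490390, at least 91.8-fold higher in *hvatr.g*, and HORVU.MOREX.r3.4HG0333980, at least 27.2-fold higher. The largest fitted falls were in HORVU.MOREX.r3.1HG0072590, described as aminotransferase-related and at least 743-fold lower, and in a nicotianamine synthase gene, HORVU.MOREX.r3.4HG0417690, at least 464-fold lower. These 4 genes had a count of 0 in every zeocin-treated library of the lower genotype.

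In 7 genes every library of 1 genotype had at least 30 counts and no library of the other had more than 3. These limits and the genes named here were chosen after the values were seen. HORVU.MOREX.r3.5HG0470780, HORVU.MOREX.r3.7HG0752450 and HORVU.MOREX.r3.7HG0752470 had counts in WT alone. HORVU.MOREX.r3.2HG0212000, HORVU.MOREX.r3.4HG0333980, HORVU.MOREX.r3.5HG0490390 and HORVU.MOREX.r3.5HG0502610 had counts in *hvatr.g* alone. Between treatments 1 gene, HORVU.MOREX.r3.6HG0605030, had counts under zeocin treatment alone, and 0 under mock treatment alone. A deletion or variant in the mutant line and a change in expression cannot be told apart for these 7 genes, because the count table holds no sequence.

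Other splits of the 6 libraries of each comparison were refitted. For each of the 4 comparisons, 1 of the 10 splits, the real one, gave as many called genes. The same held for the DDR genes called in zeocin-treated WT, for the histone and cell cycle genes in both genotypes, for the glutathione S-transferase genes in WT, for the nitrogen genes under mock and under zeocin treatment and for the nicotianamine synthase genes under mock treatment. With 10 splits the share cannot go below 0.1, so chance cannot be excluded by the splits alone. Replicate numbers paired the WT libraries, and of the 4 WT splits that part all 3 pairs only the real one gave as many called genes, with at most 762 genes at an unadjusted p under 0.05 in the others. The 6 splits that part 1 pair gave up to 7202 such genes, which set all libraries of 1 replicate number against those of another, but 0 of them gave as many called genes.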
